# A single-cell atlas of *Drosophila* trachea reveals glycosylation-mediated Notch signaling in cell fate specification

**DOI:** 10.1038/s41467-024-46455-w

**Published:** 2024-03-06

**Authors:** Yue Li, Tianfeng Lu, Pengzhen Dong, Jian Chen, Qiang Zhao, Yuying Wang, Tianheng Xiao, Honggang Wu, Quanyi Zhao, Hai Huang

**Keywords:** Respiration, RNA sequencing, Cell lineage

## Abstract

The *Drosophila* tracheal system is a favorable model for investigating the program of tubular morphogenesis. This system is established in the embryo by post-mitotic cells, but also undergoes remodeling by adult stem cells. Here, we provide a comprehensive cell atlas of *Drosophila* trachea using the single-cell RNA-sequencing (scRNA-seq) technique. The atlas documents transcriptional profiles of tracheoblasts within the *Drosophila* airway, delineating 9 major subtypes. Further evidence gained from in silico as well as genetic investigations highlight a set of transcription factors characterized by their capacity to switch cell fate. Notably, the transcription factors Pebbled, Blistered, Knirps, Spalt and Cut are influenced by Notch signaling and determine tracheal cell identity. Moreover, Notch signaling orchestrates transcriptional activities essential for tracheoblast differentiation and responds to protein glycosylation that is induced by high sugar diet. Therefore, our study yields a single-cell transcriptomic atlas of tracheal development and regeneration, and suggests a glycosylation-responsive Notch signaling in cell fate determination.

## Abstract (web summary)

Studying Drosophila trachea development can inform the mechanisms of growth of all tubular structures. Here, the authors generate a transcriptomic cell atlas of the developing fly trachea and establish roles for Notch signaling, which may be disrupted by diet-induced glycosylation.

## Introduction

*Drosophila* harbors a ramifying network of epithelial tracheal tubes that serves as a combined respiratory and circulatory system, supporting the essential aerobic respiration required for animal locomotion and tissue functions. The branching pattern of the tracheal network is generated during embryogenesis, which involves cell shape changes, differentiation, and migration, as well as branch fusion^1^. The epithelial sheets of tracheal pits that arise from tracheal primordia invaginate, elongate, and ramify into complex tubular structures, and these various cellular behaviors follow a spatiotemporally stereotyped program^2^. The *Drosophila* tracheal tubes are developmentally akin to mammalian blood vessels and are established in a manner similar to the branching morphogenesis of many other tubular organs such as the lung, kidney, and mammary gland^3^. Whereas the mammalian airway has been extensively characterized as composed of diverse cell types, the major populations of *Drosophila* tracheal primordia are ambiguously annotated as epithelial tracheoblasts.

Genetic studies in *Drosophila* have provided a wealth of information regarding the molecular events of tracheal morphogenesis^4,5^. The fibroblast growth factor (FGF) and the FGF receptor, encoded by *Drosophila branchless* (*bnl*) and *breathless* (*btl*) genes respectively, are pivotal determinants of the primary branching process. Animals defective for *btl* fail to generate the complete branching pattern and exhibit selective tracheal loss^6,7^, phenocopying loss-of-function of *bnl*^8^. Misexpression of *bnl* in the embryo triggers primary branches outgrowth and directs branches towards positions with ectopic Bnl protein^8^. Genetic perturbations in larval tissues demonstrate consistent roles of FGF/FGFR in tracheal growth and branching^7,9^, indicating a continuous fundamental role of FGF signaling in tracheal morphogenesis. Tracheal identity also depends on the function of Trachealess (Trh), a bHLH-PAS transcription factor with early tracheal-specific expression. Deficiency of Trh abolishes the development of the tracheal system^5,10,11^. Among the regulators that sculpt the *Drosophila* tracheal network, cross-regulatory interactions between Decapentaplegic (Dpp), Wingless (Wg), and epidermal growth factor (EGF) signaling also contribute to the commitment of tracheal branches in both embryo and larva^12–16^. One of the early morphogenetic events of *the Drosophila* trachea system is the specification and growth of primary branches, which follow a stereotyped pattern (Fig. 1a) through the action of specific genes. For instance, Dpp produced in ectodermal cells promotes the development of the dorsal branch (DB), while EGF is required for the formation of the dorsal trunk (DT)^16,17^. *knirps* (*kni*) is expressed in DB and controls tracheal cell migration and formation of DB downstream of Dpp signaling^18,19^. *spalt* (*sal*) shows prominent expression in DT and is responsible for the specification of dorsal cell population^20^. The mutual repression between Kni and Sal is necessary for terminal branch formation. Spiracular branch (SB) represents a heterogeneous cell population and expresses a set of transcription factors including Pebbled (Peb), Cut (Ct), and Escargot (Esg)^21,22^. Individual branches corresponding to domains of gene expression respect lineage restriction boundaries that are influenced by the activation of Notch signaling^19^, which also specifies individual tracheal cell fates within groups of equivalent cells^23^.

**Fig. 1:**
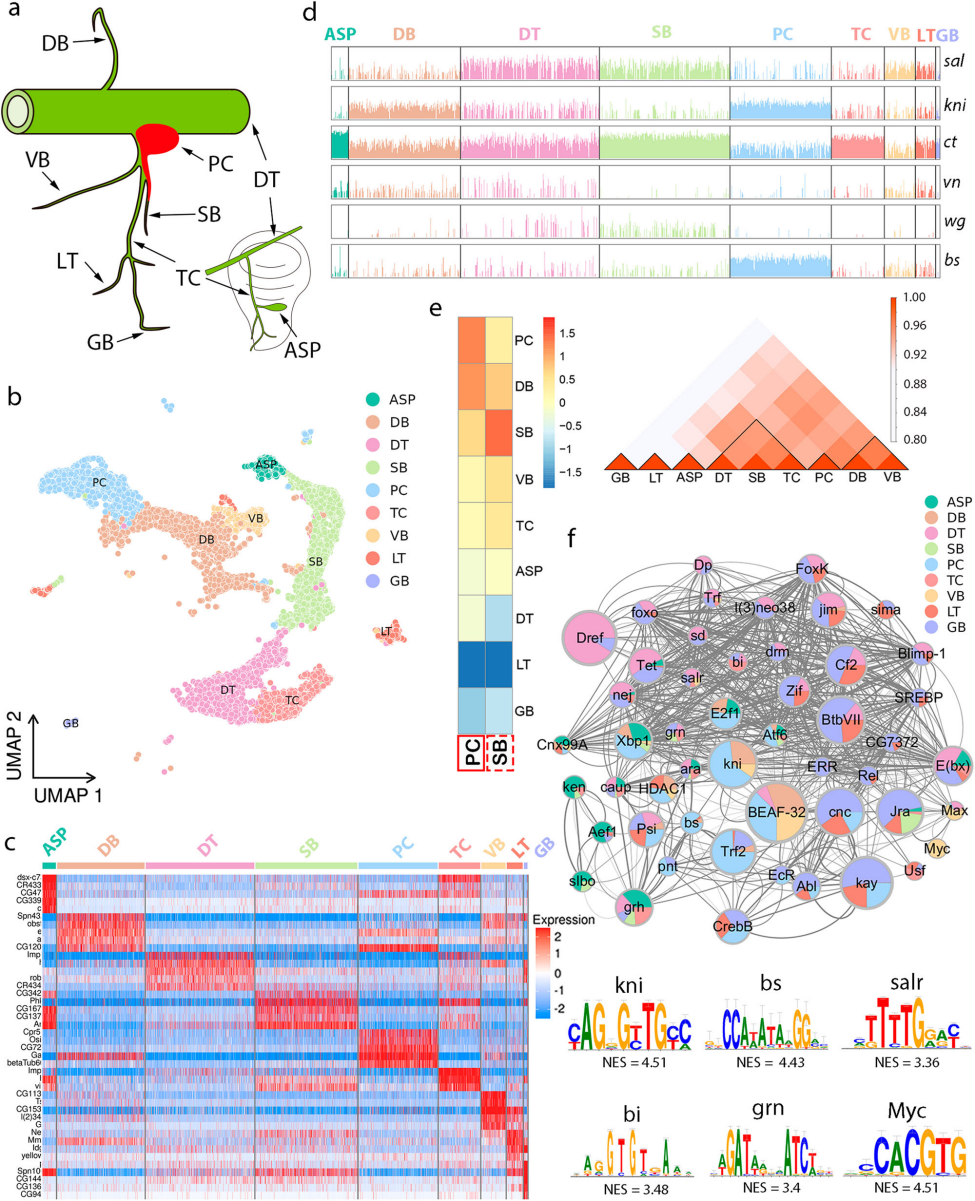
Distinct cell populations in *Drosophila* airway. **a** Schematic representation depicting a branched *Drosophila* tracheal system. The bottom right inset depicts the TC, ASP, and an imaginal disc (gray) on the Tr2 metamere. Individual branches are indicated by arrows. **b** UMAP visualization of annotated cell types from *Drosophila* trachea scRNA-seq data. **c** Heatmap showing the expression of the unique genes for each cluster. **d** Bar graphs showing the gene expression levels in individual clusters. **e** Correlation heatmap showing the similarity of bulk RNA-seq data of PCs (red box) and microarray data of SB^22^ (dashed box) to the transcriptome of each cluster. RNA-seq data from PCs and microarray data of SBs were queried to the cell types visualized in scRNA-seq. The color scheme indicates the degrees of similarity. Interaction matrices on the right show a correlation between clusters. **f** Cytoscape depicting activity and interaction network of regulons in each cluster. The size of each dot indicates the number of genes directed by the transcription factor. The weight of gray lines connecting dots represents the co-regulated genes. The bottom panels show cis-regulatory elements of indicated transcription factors with normalized enrichment scores (NESs). DT dorsal trunk, DB dorsal branch, TC transverse connective, ASP air sac primordium, VB visceral branch, SB spiracular branch, PC progenitor cells, LT lateral trunk, GB ganglionic branches.

Metamorphosis at the late larval stage triggers extensive histolysis and a reorganization of the *Drosophila* trachea, which has been employed as a unique model system to study tubular organ formation/regeneration, especially at the interface of cellular signaling and metabolic conditions. Unlike in the embryo where the tracheal formation is initiated by groups of post-mitotic cells that undertake the programs of tubulogenesis and branching morphogenesis, larval tracheoblasts extensively remodel a pre-existing framework to shape the adult airway. During larval stages, tracheoblasts are arrested in G2 and are safeguarded by the ATR/Chk1 kinases^24^. By the end of the larval stage at L3, contrasting to cells in other tracheal metameres that undergo multiple cycles of endoreplication, the cells constituting the second metamere (Tr2) escape from Fzr-mediated endoreplication by expression of String/Cdc25, reenter the mitotic program and contribute to adult trachea^25,26^. In both *Drosophila* and higher organisms, the establishment of the tracheal system is intricately modulated by systemic and environmental signals. Nutrition has been suggested to play an integral role in tubulogenesis and angiogenesis. For instance, high-fat diet promotes migration of endothelial cells and tubulogenesis^27^, and tissue vascularization, in turn, fine-tunes metabolic homeostasis under high-fat consumption^28^. Conversely, high-sugar treatment attenuates endothelial cell migration and tubulogenesis^29^. In *Drosophila*, the systemic insulin-like neuropeptides shape the growth of specific tracheal subsets and potentiate tracheal branching^30^. Correspondingly, insulin signaling negatively regulates the migration of tracheal progenitors^31^. Despite these findings, the extent to which dietary conditions modulate tubulogenesis remains vague at the cellular and molecular level.

Given the diverse behaviors and the morphological and genetic indications of heterogeneity of the tracheoblasts, a comprehensive visualization of molecular signatures, preferentially at single-cell resolution, is important for a deeper understanding of *Drosophila* tracheal morphogenesis. Here, we describe the single-cell atlas of *Drosophila* airway, elucidate the transcriptomes and transcriptional regulatory networks of its major tracheal cell types, and identify key regulators responsible for cell identity determination. The atlas reveals that two clusters of tracheal cells, the dorsal branch (DB) and progenitor cells (PC), characterized by their heterogeneity and differentiation potential, initiate a developmental trajectory towards diverse tracheal cells. Further analysis shows that principal determinants of PC, DB, and DT populations as well as key drivers in this trajectory are dependent on Notch signaling. The activity of Notch signaling in the trachea exhibits temporospatial kinetics, which vanishes along developmental pseudotime and varies in distinct populations. Further evidence suggests that Notch signaling is promoted by protein glycosylation and is responsive to a high-sugar diet, which provides mechanistic insights into differentiation alteration under high-sugar conditions. Our work also suggests that glycosylation-mediated Notch signaling extensively remodels the transcriptomes of tracheal cells and is essential for cell fate determination.

## Results

### The single-cell atlas of *Drosophila* trachea

We performed scRNA-seq to catalog the cell types and identify the transcriptional profiles of the *Drosophila* tracheal cells. The major tracheal branches along with the terminal branches and associated progenitors were dissected from 50 white pupae [0 h after puparium formation (APF)] for the preparation of single-cell suspension (Fig. 1a; Methods). 

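Tracheal cells of *w1118* white pupae at 0 h APF, raised on the normal diet (ND, 0.15 M sucrose), were sequenced as 1 droplet library, so the spread between animals cannot be measured and no test was run between cell types. The authors aligned the reads to the BDGP6.22 genome and counted unique molecular identifiers (UMIs) per gene and barcode with cellranger 6.1.2, and the deposited matrix holds these whole counts without normalization. It lists 14424 barcodes, with medians of 2862.5 UMIs, 1088 genes and 2.17% mitochondrial UMIs per barcode. Cells were clustered again from these counts, and the clusters were named from marker genes that the paper uses, so a difference from the paper's figures can come from the rebuilt names. The names are written as PC-like, DB-like, DT-like and SB-like for this reason. The level of a gene in a cell type is given as its UMIs per 1000000 UMIs of all cells of that type (CPM), with an exact 95% Poisson interval in parentheses, and a share of cells with at least 1 UMI of the gene carries an exact binomial (Clopper-Pearson) interval. Both intervals cover counting error only.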

Our scRNA-seq dataset contained the transcriptional profiles of 9615 cells in total, estimated to achieve over 9x coverage of the pupal trachea. 

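Of the ND cells kept, 4110 (43.9%) lay in clusters that met the rule for tracheal genes given below, and the others in clusters that did not. Among the latter, cluster 2 held *trh* at 158 CPM. The tracheal clusters held *trh*, which encodes the transcription factor that sets tracheal identity, at 194 to 331 CPM. The limits of the study, more than 300 and fewer than 4000 genes, more than 1000 and fewer than 20000 UMIs and under 10% mitochondrial UMIs, passed 10191 ND barcodes (70.7%). Removing 831 of them by their doublet score left 9360 cells, beside the paper's reported count of 9615. The cells kept had medians of 3810.5 UMIs and 1293 genes, and 1.89% mitochondrial UMIs.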

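Louvain clustering of 10112 cells of both diets at a resolution of 0.8 gave 28 clusters, of which 8 held *trh* and at least 3 of the 7 pan-tracheal genes *trh*, *btl*, *vvl*, *stumps*, *verm*, *serp* and *uif* above the rest. These genes encode transcription factors, the FGF receptor and its adaptor, chitin deacetylases and a transmembrane protein of the tracheal epithelium.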

Unsupervised clustering with Seurat segregated these transcriptomes into 12 clusters (Supplementary Fig. 1). We proceeded to annotate these clusters (Fig. 1b) by employing both reported and newly identified marker genes (Fig. 1c). All the tracheal branches such as the dorsal trunk (DT), dorsal branch (DB), transverse connective (TC), visceral branch (VB), spiracular branch (SB), lateral trunk (LT), ganglionic branches (GB), air sac primordium (ASP), and progenitor cells (PC) were present in the annotated clusters, as shown in Fig. 1b. 

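Progenitor cells (PC-like) made up 1410 ND cells (15.1% of the library), 927 of them in cluster 1 and 483 in cluster 7; at a resolution of 1.2 they numbered 839. Cells named DB-like numbered 620 (6.62%), SB-like 577 (6.16%) and DT-like 448 (4.79%). A further 3 tracheal clusters, numbered 5, 11 and 14, held 516, 290 and 249 ND cells and met the naming rule of no branch. No cluster met it for TC, VB or ASP, and the TC name needed all of its listed markers. LT and GB have fewer listed markers than the 3 that the rule needs, so no cluster could take these names. Each of the 20 markers was left out in turn, and the same clusters were named in 14 cases. The PC-like and DB-like names held without any 1 of their markers, the DT-like name was lost without *salr*, *Ser* or *Dl*, and the SB-like name was lost without *ct*, *wg* or *esg*. The SB-like cluster held *btl*, which encodes the FGF receptor, at only 2.67 CPM.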

A modest quantity of fat body (FB), muscles and neuroendocrine cells (NE) were retained within the preparation (Supplementary Fig. 1). 

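Fat body-like cells numbered 158 in the ND library (1.69%), muscle-like cells 204 (2.18%), prothoracic gland-like cells 106 (1.13%) and neuron-like cells 112. Of the neuron-like cells, 97 lay in cluster 20, which met the rule with 3 of 4 neuron markers but was led by the hormone gene *ETH*, at 125927 CPM over both diets. This gene speaks for an endocrine type, such as the neuroendocrine cells that the paper reports. The name neuron-like rests on the marker rule alone there. The prothoracic gland-like name rests on genes of ecdysone synthesis such as *phm*, *sad* and *dib*, and the fat body-like name on larval storage proteins such as *Lsp2* and *Fbp1*. *Thor*, which encodes a translation repressor of the insulin pathway and is not among these markers, reached 6850 CPM (6627 to 7078) in prothoracic gland-like cells and 20.5 CPM (18.8 to 22.2) over all tracheal cells. *ImpL2*, which encodes a secreted antagonist of insulin-like peptides, reached 5737 CPM there. Another 1407 ND cells (15.0%) were named wing disc epithelium-like, since 4 of *vg*, *nub*, *ap*, *eyg* and *pdm2* were higher there than in the other clusters, but the gene that stood out most was *Ubx* (904 against 66.5 CPM), which acts in haltere and not wing discs, so another disc is not excluded. A further 3261 cells were in clusters that were not taken as tracheal and met no naming rule.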

The known markers for individual clusters were visualized. *blistered* (*bs*) that encodes the *Drosophila* homolog of mammalian serum response factor (SRF) was predominantly expressed in tracheal progenitors (Fig. 1d), consistent with a previous report^32^. 

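*bs* (FBgn0004101) stood at 382 CPM (370 to 393) in PC-like cells and 18.5 CPM over the other tracheal clusters, 20.6 times higher (18.4 to 23.1). At least 1 *bs* UMI was counted in 74.1% of PC-like cells, 13.8% of DT-like cells and 8.06% of DB-like cells. Fat body-like cells, which should lack it, gave 10.8%, at a median of 4043.5 UMIs per cell against 6122 in PC-like cells, 5742 in DT-like cells and 7433.5 in DB-like cells, so the shares in DT-like and DB-like cells are near or under this background. *bs* is 1 of the 5 markers behind the PC-like name, which held without it.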

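The *spalt* genes *salm* (FBgn0261648) and *salr* (FBgn0000287), which encode zinc finger repressors, and *kni* (FBgn0001320), a nuclear receptor family repressor, differed between branches. *salm* stood at 119 CPM (107 to 132) in DT-like cells and 47.6 CPM over the other tracheal clusters, with a higher level in SB-like cells, at 249 CPM (232 to 268). The log2 ratio of *salm* in DT-like cells over the other tracheal clusters was 1.32, against 2.45 to 2.64 without doublet removal, under the loose and strict limits, after log-normalization and integration and with ND clustered alone, 1.44 at a resolution of 0.4 and 0.94 after thinning. *salr* was 10.9 times higher (9.03 to 13.2) in DT-like cells than in the other tracheal clusters, at 83.4 against 7.63 CPM. *kni* stood at 230 CPM (217 to 244) in DB-like cells, 302 CPM (292 to 313) in PC-like cells and 29.1 CPM in DT-like cells. *kni* UMIs were found in 64.5% of DB-like, 12.3% of DT-like and 5.39% of muscle-like cells. The DT-like name rests in part on *salm* and *salr*, and the DB-like name in part on *kni*.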

In accordance with work by Rao and colleagues^19^, *spalt* (*sal*) and *knirps* (*kni*), which encode two proteins acting as transcriptional repressors, were markers for cells attributed to DT and DB, respectively (Fig. 1d). To assess the accuracy of clustering, we compared the identified marker genes with results from cell-type-specific transcription profiles. First, a correlation analysis of gene expression showed that the PC cluster displayed the highest similarity with the transcriptomic profile obtained from bulk RNA-seq of progenitor cells^31^ (Fig. 1e). Furthermore, the transcriptome of the SB cluster exhibited a significant degree of consistency with previous transcriptional profiling achieved through a microarray strategy^22^, as shown in Fig. 1e. These observations validate the precision of the clustering procedure. To further characterize the enriched regulons within these annotated clusters, we performed SCENIC analysis and identified a set of transcription factors with binding motifs significantly enriched in specific clusters. These include Bs in PC, Kni in DB, and Sal in DT (Fig. 1f), representing cluster-specific gene regulatory nodes. Hence, we concluded that this single-cell reference atlas encompassed all the major tracheal cell types and faithfully captured the cellular heterogeneity of the trachea.

To further validate the molecular signatures that are expressed in the domains of the tracheal system (Fig. 2a–c, g–i), we monitored their expression patterns by employing available antibodies, enhancer trap lines, and Gal4 alleles. Sal, a zinc finger transcriptional repressor, was pronounced in DT cells (Fig. 2a, d), which is in agreement with its function in the specification of the dorsal trunk^20,33^. 

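At least 1 UMI of *salm* was counted in 48.7% (43.9 to 53.4) of DT-like cells, 13.5% (11.0 to 16.5) of DB-like cells and 4.54% (3.51 to 5.76) of PC-like cells. Its level was 24.9 CPM in DB-like and 6.56 CPM in PC-like cells. Fat body-like cells, which should lack it, gave 5.06%, so the share in PC-like cells was at background. The VB is marked by *vn*, which encodes a ligand of the EGF receptor, and no cluster was named VB-like. The tracheal clusters 5 and 14 had the highest *vn* levels, 44.0 and 42.8 CPM, and held *salm* at 26.2 and 102 CPM.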

Consistently, the bioinformatic analysis of scRNA-seq suggested that *sal* was expressed in DT and VB, but exhibited a relatively low level in DB or PC (Supplementary Fig. 2). Consistent with a prerequisite role of Kni in dorsal branch morphogenesis^18^, the cells constituting DB were marked by *kni*-Gal4-driven nuclear GFP (Fig. 2e). In line with previous reports^19,22^, the expression of *cut* (*ct*) was detected in TC and SB (Fig. 2f). In addition, *wg* was exclusively expressed in the domain of SB, as shown in Fig. 2j, which is in fitting with analysis (Supplementary Fig. 2). 

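*wg* (FBgn0284084), which encodes the Wnt ligand Wingless, stood at 32.1 CPM (26.0 to 39.2) in SB-like cells and at 0.594 to 2.98 CPM in every other tracheal group. Its UMIs were found in 13.9% of SB-like cells. Over the other tracheal clusters together the level was 1.76 CPM, so SB-like cells were 18.3 times higher (12.7 to 26.6). No *wg* UMI was counted in the 158 fat body-like cells, which allows a share of cells with a UMI of up to 2.31% and does not bound expression too low to be counted. *ct*, which encodes a homeodomain protein, stood at 1282 CPM in SB-like cells against 129 CPM in the other tracheal clusters. Outside the trachea, wing disc epithelium-like cells held *wg* at 28.0 CPM. *wg* and *ct* are among the markers that the SB-like name needs.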

An EGFR ligand, Vein, was present throughout the VB, but is absent in SB, PC or TC (Fig. 2k). The progenitor cells (PC) were delimited by the expression of the transcription factor, Bs (Fig. 2l). These identified marker genes were co-expressed with other transcription factors in the subclusters (Supplementary Fig. 2), suggesting previously unappreciated heterogeneity within each cell type, an interesting feature that would be further analyzed in following sections. These experimental observations provide corroborative evidence for the markers identified by scRNA-seq. Thus, the single-cell transcriptomes offer insightful indications of specific markers for distinct subpopulations of tracheal cells.

**Fig. 2:**
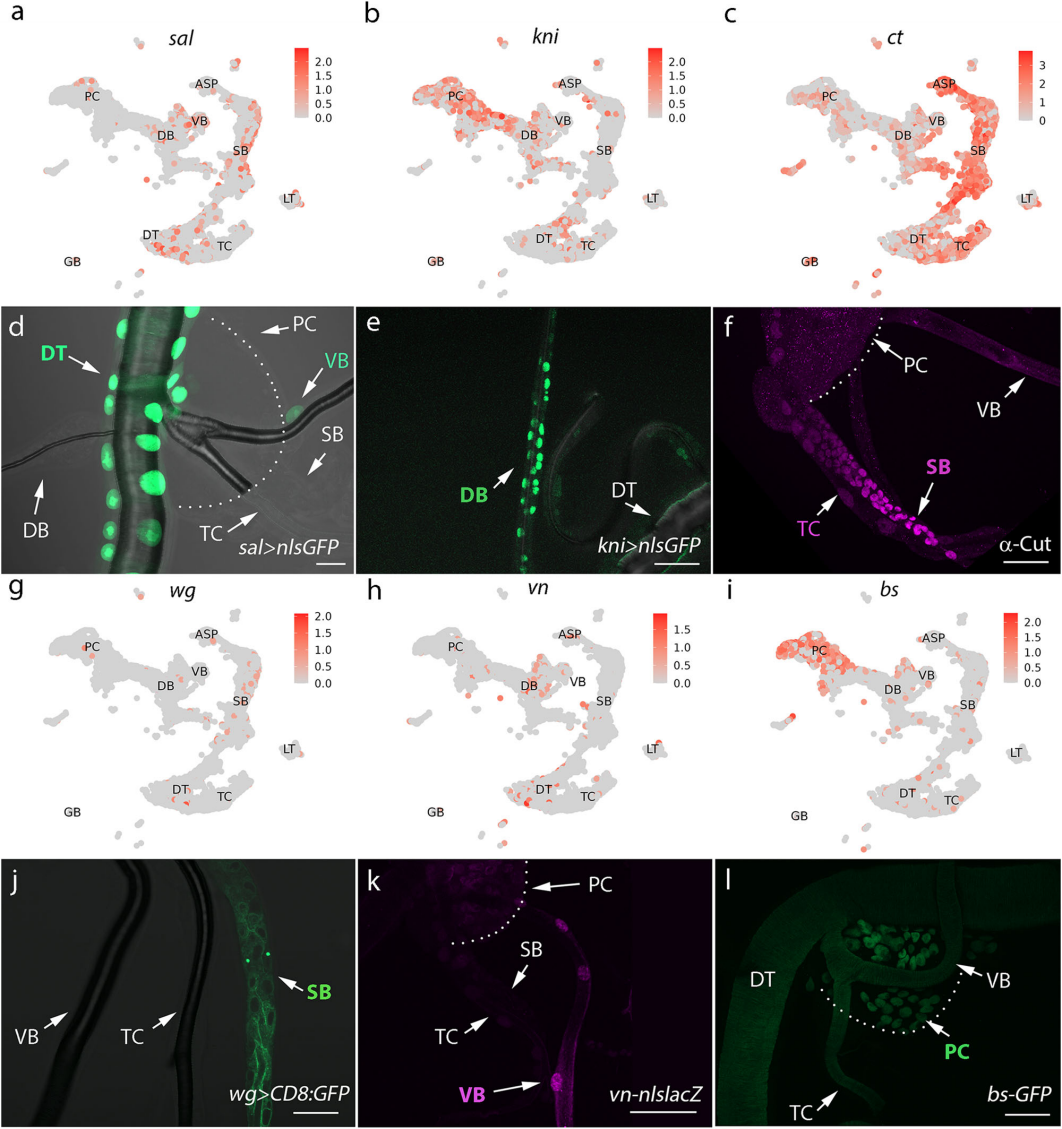
Patterns of gene expression in each cluster of *Drosophila* trachea. **a**–**c**, **g**–**i** Expression levels of marker genes in each cluster of tracheal cells. d,e, Confocal images of nls-GFP expression under the control of *sal*-Gal4 (**d**) or *kni*-Gal4 (**e**). **f** Fluorescent image showing *cut*-expressing spiracular branch and transverse connective. The pupal trachea was stained with an antibody against Cut. Arrows point to TC and SB. **j** Confocal image showing the expression of *wg*-Gal4-driven *UAS-CD8:GFP* in SB. **k** The expression of *vein* in VB is visualized by a reporter of *vn-nlslacZ* in which a nuclear lacZ is under the control of promoter of *vein* gene. Arrow indicates VB. **i** The expression of Bs-GFP in tracheal progenitors. Scar bars: 20 μm (**d**–**f**, **j**, **l**), 50 μm (**k**). Each experiment was repeated independently with similar results three times (**d**–**f**, **j**–**l**). DT dorsal trunk, DB dorsal branch, TC transverse connective, ASP air sac primordium, VB visceral branch, SB spiracular branch, PC progenitor cells.

### The diversification of tracheoblasts

The identifiable populations of tracheoblasts that possess property of multipotency are DB and PC^21,34^, and they are in active proliferation (Supplementary Fig. 3). The DB cluster of cells was characterized by the notable expression of *exp* and *kni* (Fig. 3a). 

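*exp* (FBgn0033668), which encodes a Smad-like protein, stood at 742 CPM in DB-like cells and 479 CPM over the other tracheal clusters, a ratio of 1.55 (1.49 to 1.61), and had a UMI in 93.4% of DB-like cells against 8.33% of muscle-like cells, at median depths of 7433.5 and 2726.5 UMIs. Tracheal cluster 11 held more *exp*, at 992 CPM, and PC-like cells held 556 CPM. For *kni* the ratio of DB-like cells to the other tracheal clusters was 1.34 (1.26 to 1.43), and for its neighbour *knrl* it was 1.46 (1.36 to 1.56). The genes with the highest fold in DB-like cells over the other tracheal clusters were *CG15611*, at 246 against 39.5 CPM, *CG42819*, at 50.8 against 3.70 CPM, *Hs6st*, which encodes a heparan sulfate sulfotransferase, *CG13722* and *Pvf2*, which encodes a ligand of the PDGF and VEGF receptor family, at 209 against 51.8 CPM.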

The dorsal branches extending from the two sides of metameres connect across the dorsal midline (Fig. 3b). In support of the functional significance of the identified DB-specific signature genes, expression of RNAi against *exp* or *kni* resulted in unfused branches and abnormal tip cells in DB, and severely retarded anastomosis formation (Fig. 3c–e). 

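*mirr* (FBgn0014343), which encodes an Iroquois homeodomain protein, stood at 551 CPM in PC-like cells and 96.6 CPM over the other tracheal clusters of the ND library, 5.70 times higher (5.40 to 6.02). *wun* (FBgn0016078), which encodes a lipid phosphate phosphatase, was 6.34 times higher (6.02 to 6.68), at 645 against 102 CPM. *bru2* (FBgn0262475), which encodes an RNA-binding protein, was 3.19 times higher (3.01 to 3.38), at 311 against 97.6 CPM. Cells with a UMI made up 82.6% for *mirr*, 78.9% for *wun* and 73.0% for *bru2* among PC-like cells, and 7.35%, 15.7% and 7.35% among muscle-like cells. Over all genes, *Osi20* (690 against 8.78 CPM), *Cpr51A*, which encodes a cuticle protein (4777 against 136 CPM), *Osi15*, *lncRNA:CR44811* and *bs* had the highest folds in PC-like cells. *mirr*, *wun* and *bru2* are markers behind the PC-like name, which held without any 1 of them.

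**Figure D1:**
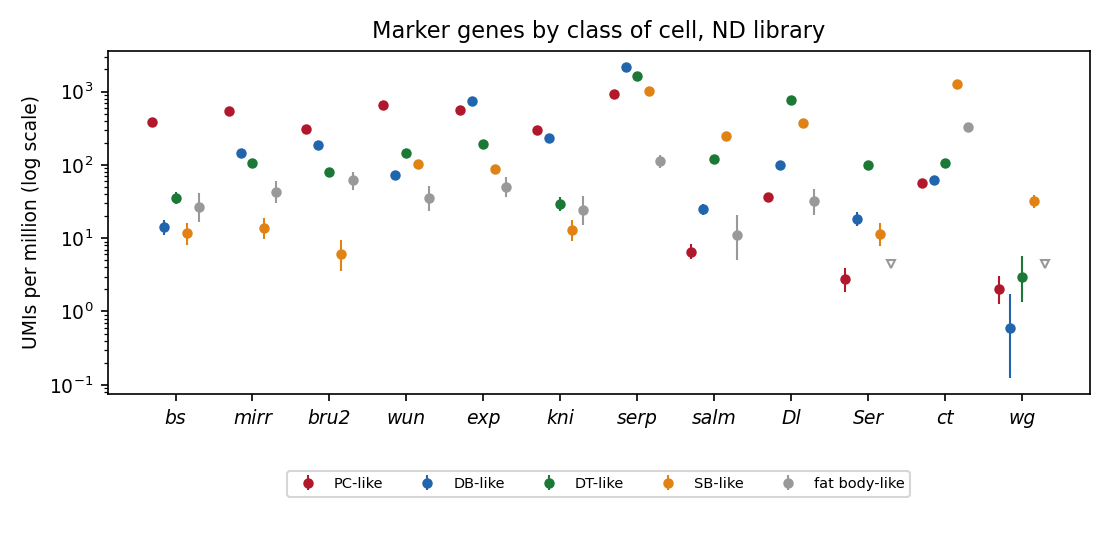
Level of 12 marker genes in CPM (log scale) in PC-like, DB-like, DT-like, SB-like and fat body-like cells of the ND library, with exact 95% Poisson intervals; open triangles give the upper end of the interval where no UMI was counted. Each class is pooled over its cells, and the library is 1 sample.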

The PC cluster of cells was featured by the expression of *bs*, *mirr*, *bru2*, and *wun* (Fig. 3f). Perturbation of these marker genes by expressing RNAi constructs caused aberrant proliferation and migration of progenitors (Fig. 3g, h). Specifically, whereas expression of *bru2RNAi* increased the proliferation of progenitors, RNAi targeting of *bs*, *mirr* or *wun* reduced their proliferation (Fig. 3g). Furthermore, RNAi directed against *bs* or *bru2* promoted migration of progenitors, but knockdown of *mirr* or *wun* suppressed the migration (Fig. 3h). 

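Within the PC-like cells of the ND library, 7 groups with different genes were found by Louvain clustering at a resolution of 0.5, of 34 to 364 cells each. The largest, of 364 cells, had its highest folds over the other PC-like cells in *ImpE2* and *ImpE1*, which ecdysone induces, and in *ct* and *Antp*, which encode homeodomain proteins. A group of 357 cells was led by *Zasp52*, which encodes a protein of integrin adhesion sites and Z-discs, and a group of 184 cells by *Osi20* and *Osi18*. The smallest group, of 34 cells, was led by the cuticle gene *Cpr49Ag*, at 6400 against 34.4 CPM. That gene also leads cluster 22, at 37931 CPM over both diets, which was not taken as tracheal. RNA of such cells, doublets or misplaced cells were not excluded in this group. The groups of 364, 357, 174 and 34 cells came almost wholly from cluster 1 and the others from cluster 7. They differed in depth, with medians from 1887.5 to 14321 UMIs per cell. A resolution of 0.3 gave 5 groups and a resolution of 0.8 gave 8.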

To probe the apparent heterogeneity within progenitors, we performed FindSubCluster which executes unsupervised identification of subclusters under one primary cluster in Seurat and identified four subclusters for PCs (Fig. 3i). The transcriptomic similarities and functional annotations of these individual subclusters indicated their heterogeneity and distinct biological functions (Supplementary Fig. 4a–d). Specifically, two major subclusters of PCs were closely associated with muscle function (Supplementary Fig. 4a, b), which is in agreement with previous reports on the interdependence between tracheal tubes and muscle^35,36^. 

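Genes of the muscle contractile apparatus stood low in every PC-like subcluster. *Mhc*, which encodes muscle myosin heavy chain, reached at most 0.482 CPM, *up*, which encodes troponin T, 1.47 CPM, *sls*, which encodes a titin-like protein, 6.36 CPM, and *Mlc2*, which encodes a myosin light chain, 35.3 CPM. *Zasp52*, which works at integrin adhesions of muscle and other tissues, stood at 343 CPM in the subcluster of 357 cells against 114 CPM in the other PC-like cells. That subcluster was deep, with a median of 10905 UMIs per cell, and lay in cluster 1. The functional annotation of Supplementary Fig. 4 was not analysed here.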

Perturbation of muscle in the larval stage significantly reduced the proliferation of PCs (Supplementary Fig. 4f). 

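*mys* (FBgn0004657), which encodes a beta integrin subunit that anchors cells to the matrix, stood at 167 CPM (159 to 174) in PC-like cells, and 56.2% of them (53.6 to 58.9) had at least 1 UMI. Among the PC-like subclusters it was highest in the 1 of 357 cells, at 229 CPM (215 to 244), where 81.5% of cells had a UMI, and lowest, at 87.3 CPM, in the 1 of 184 cells. SB-like cells held 222 CPM and DB-like cells 127 CPM. The share with a *mys* UMI was 54.2% in DB-like cells and 44.9% in fat body-like cells.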

We also found that the majority of PCs exhibited the expression of *myospheroid* (*mys*), a marker gene functionally related to the muscle (Supplementary Fig. 4h–i’). In addition, the expression of Osi15, another marker gene for these two subclusters of PCs (Fig. 3j), was detected (Supplementary Fig. 4j, k’). 

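*Osi15* (FBgn0037424), of the Osiris family of insect membrane proteins, stood at 3681 CPM in PC-like cells against 110 CPM over the other tracheal clusters, 33.5 times higher (32.0 to 35.1). Within the PC-like cells it was highest in the subclusters of 184 and 148 cells, both from cluster 7, at 11421 and 5913 CPM, and lowest, at 75.8 CPM, in the 1 of 174 cells. Its UMIs were counted in 79.8% of PC-like and 24.1% of fat body-like cells. Of the 24 Osiris genes in the file, 5 exceeded 10 CPM by the lower end of their interval in PC-like cells, among them *Osi15*, *Osi20* and *Osi18*, and 1 did so in DB-like cells. *Osi15* is 1 of the markers behind the PC-like name, which held without it.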

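*ct* (FBgn0004198) was highest among PC-like subclusters in the 1 of 34 cells, at 612 CPM (474 to 777), followed by the 1 of 364 cells, at 174 CPM, and lowest in the 1 of 149 cells, at 9.33 CPM. *ImpL2* (FBgn0001257) was highest in the same 2 subclusters, at 110 CPM (56.6 to 191) and 57.3 CPM. The 1 of 34 cells is the group led by *Cpr49Ag*, where RNA of cells outside the trachea was not excluded. *Thor* (FBgn0261560) was highest in the subcluster of 364 cells, at 34.2 CPM (24.8 to 46.1), and stood at 26.5 CPM in the 1 of 148 cells. Over all PC-like cells *ImpL2* stood at 19.1 CPM and *Thor* at 10.3 CPM, with UMIs in 10.6% and 4.68% of cells, against 5.39% and 4.90% of muscle-like cells. Muscle-like cells were shallower, with a median of 2726.5 against 6122 UMIs, and held more of both genes by level, at 22.4 and 55.2 CPM.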

We proceeded to analyze the other two notable subclusters: one subcluster was characterized by the expression of *cut* (*ct*) (Fig. 3j and Supplementary Fig. 4c), consistent with the roles of Cut in actin- and microtubule-based cytoskeletal development^37^, and the other marked by the enrichment of *ImpL2* and *Thor*, genes functionally associated with insulin-like receptor signaling (Fig. 3j and Supplementary Fig. 4d), which is in fitting with hormonal control of tracheal progenitors by insulin^31^. The *cut*-expressing subpopulation of PCs was verified by an enhancer trap Gal4 line and an antibody against Cut (Fig. 3k, l). Interfering with *ct* expression by RNAi promoted the proliferation and migration of progenitors (Fig. 3g, h). Reciprocally, overexpression of *ct* reduced the migration of progenitors (Fig. 3h). Using a reporter that assays insulin receptor (InR) activity to label the insulin-responsive subpopulation^31^, it was found that the *cut*-expressing progenitors displayed low levels of InR activity, suggesting the presence of two distinct progenitor subpopulations characterized by either *cut* expression or InR activity (Fig. 3m-m”’). The *cut*-positive progenitors exhibited differences from the abovementioned subpopulations that are functionally related to muscle since perturbation of muscles did not alter the number of *cut*-expressing progenitors (Supplementary Fig. 4g).

**Fig. 3:**
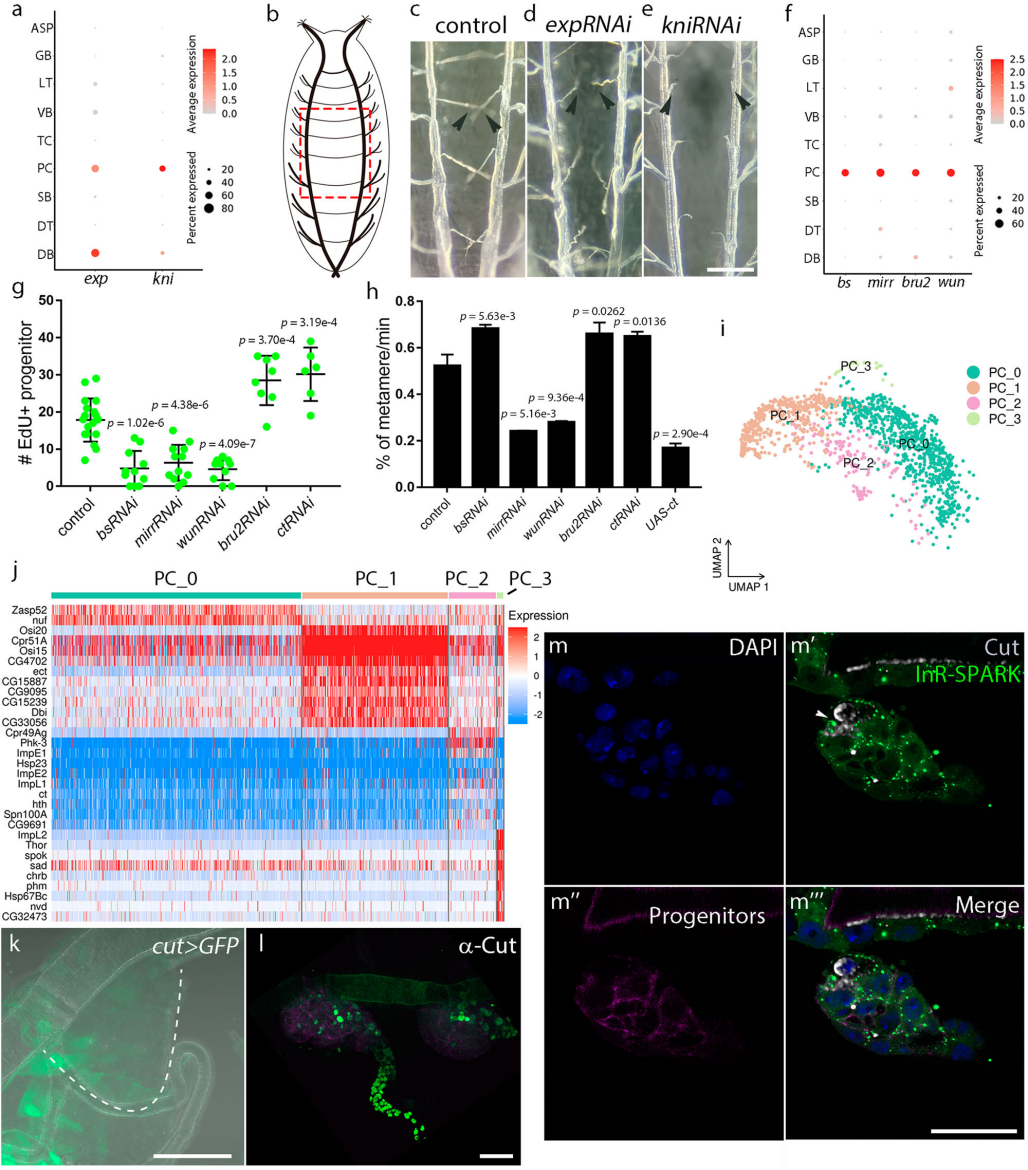
Heterogeneity of progenitors and dorsal branch. **a** Dotplot showing the expression of *exp* and *kni* in each cluster. **b** Schematic diagram showing the tracheal system of a pupa. The red boxed region indicates DB. **c**–**e** Dependence of DB on Exp and Kni. Images of DB in control (left), *expRNAi* (middle) and *kniRNAi* (right) flies. Each experiment was repeated independently for three times with similar results. **f** Dotplot showing the expression of *bs*, *mirr*, *bru2*, and *wun* in each cluster, with a significant enrichment in PC. **g** Scatter plot showing the number of incorporated EdU foci in tracheal progenitors of control (*n* = 18), *bsRNAi* (*n* = 11), *mirrRNAi* (*n* = 12), *wunRNAi* (*n* = 10), *bru2RNAi* (*n* = 8) and *ctRNAi* (*n* = 6) pupae. **h** Bar graph plotting the velocity of migrating progenitors (*n* = 3). **g**, **h** Three biologically independent replicates were performed for each experiment. Data are presented as mean values ± SD. An unpaired two-tailed *t*-test was used for all statistical analyses. No adjustments were made for multiple comparisons. **i** UMAP plot representing subclusters of PC. **j** Heatmap showing the expression of the unique genes for each cluster. **k**, **l** Cut expression in progenitor cells. **k** *cut*-expressing progenitors were visualized by *ct*-Gal4-driven *UAS-GFP* expression. PCs are indicated by a dashed line. **l** Cut expression was through immunostaining of Cut in the dissected trachea of P[B123]-RFP-moe flies. **m**–**m**”’, The expression of Cut and InR-SPARK in PCs of L3 larvae. **m** Nuclei of progenitors are indicated by DAPI staining. **m**’ The presence of *cut*-expressing progenitors and progenitors with high insulin receptor activity as indicated by GFP droplets. Arrowhead points to progenitors expressing Cut while exhibiting low InR activity. **m**” PCs are marked by P[B123]-RFP-moe. **m**”’ Merge image. **k**–**m**”’ Each experiment was repeated independently with similar results for three times. DT dorsal trunk, DB dorsal branch, TC transverse connective, ASP air sac primordium, VB visceral branch, SB spiracular branch, PC progenitor cells, LT lateral trunk, GB ganglionic branches. Scar bars: 200 μm (**c**–**e**), 50 μm (**k**, **l**), 20 μm (**m**-**m**”’). Source data are provided as a Source Data file.

Additionally, subclustering analysis performed on other cell clusters further revealed their heterogeneity (Supplementary Fig. 5). DT cells were functionally annotated as three subclusters (Supplementary Fig. 5a), among which the DT2 subpopulation was considerably different from the other two subclusters (Supplementary Fig. 6a). Pseudotime trajectory analysis identified developmental trajectories from DT2 towards SB or DT0 populations, suggesting that DT2 displayed multipotency and harbored undifferentiated cellular state compared with other subpopulation (Supplementary Fig. 6b, c). Together, these results document the diversity of tracheoblasts and suggest that the identified populations are functionally driven by specific markers.

### Transformation of specific tracheal branch

The aforementioned results described potential master regulators in DT and DB. We next attempted to explore whether the identified marker genes could endow tracheal cells with lineage-specific characteristics. 

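*Dl* (FBgn0000463), which encodes the Notch ligand Delta, stood at 767 CPM (736 to 799) in DT-like cells and 99.3 CPM in DB-like cells, with a UMI in 90.2% and 43.1% of cells. It was higher still in tracheal cluster 14, at 1561 CPM (1497 to 1627), and lowest in PC-like cells, at 36.3 CPM. *serp* (FBgn0260653), which encodes a secreted chitin deacetylase, stood at 2163 CPM (2120 to 2200) in DB-like cells and 1641 CPM in DT-like cells, with a UMI in 98.1% and 96.7% of cells. Fat body-like cells gave 13.3% for *Dl* and 29.1% for *serp*. The DT-like name needs *Dl*, whereas the DB-like name held without *serp*.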

While the cells in DT expressed the Notch ligand Delta, *serp* showed a high expression in DB, but was inadequately detected in DT (Fig. 4a, b, l). We observed that Delta expression was induced in DB cells when *spalt* (*sal*) was ectopically expressed in these cells, as directed by the DB-specific *kni*-Gal4 (Fig. 4c, m). Correspondingly, these *sal*-expressing DB cells also exhibited morphological resemblance to the polyploid DT cells, namely large and distanced nuclei, suggesting a potential acquisition of DT cell identity (Fig. 4d). 

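*Tom* (FBgn0026320), a gene of the Bearded family, stood at 8.27 CPM (5.35 to 12.2) in DT-like cells and 16.7 CPM (12.4 to 22.0) in SB-like cells, beside 10.7 CPM (8.85 to 12.8) in PC-like cells. Its UMIs were found in 4.46% (2.75 to 6.81) of DT-like, 6.59% (4.70 to 8.93) of SB-like and 6.81% (5.55 to 8.25) of PC-like cells. Fat body-like cells gave 3.16% (1.04 to 7.23) and muscle-like cells 3.92% (1.71 to 7.58), so an expression above background was not detectable in these tracheal groups at this depth. Wing disc epithelium-like cells held 386 CPM (366 to 407), with a UMI in 49.1% of cells. *Tom* is 1 of the markers listed for the DT-like name, which held without it.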

Twin of m4 (Tom), a regulator of Notch signaling, is specifically expressed in DT and a subpopulation of SB. Ectopic expression of *Tom* in DB endowed DB cells with the expression of *Delta* (Fig. 4e, f, k, m). Conversely, DT cells that ectopically expressed Kni, the specific marker for DB, adopted an elevated expression of *serp*, which normally serves the molecular identification of DB (Fig. 4g–j, n). These results suggest that cells in different branches are able to transform their cellular identity by forcing the expression of marker genes.

**Fig. 4:**
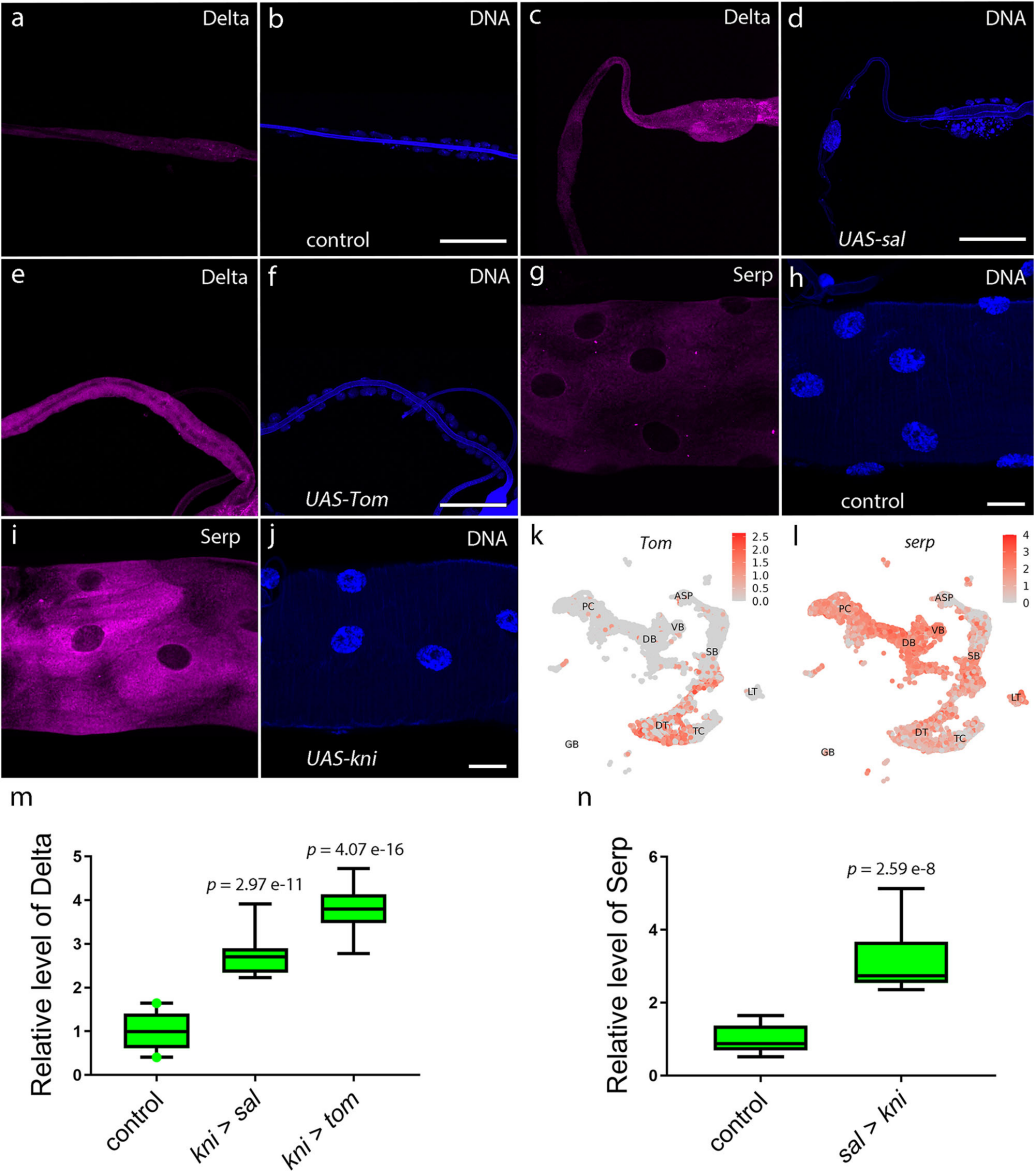
Transcription factors transform dorsal branch and dorsal trunk cells. **a**–**f** Ectopic expression of Spalt or Tom in the dorsal branch activates Delta which is normally expressed in the dorsal trunk. Dorsal branches of control, *UAS-sal*, or *UAS-Tom* flies were stained with an antibody against Delta (**a**, **c**, **e**), and DNA was stained with DAPI (**b**, **d**, **f**). **g**–**j** Ectopically expressed Kni induces Serpentine (Serp) expression. The dorsal trunk of control or *UAS-kni* flies were stained with an antibody against Serp (**g**, **i**) and DAPI (**h**, **j**). **a**–**j** Each experiment was repeated independently with similar results for four times. **k**, **l** UMAP plot representing expression of *Tom* (**k**) and *serp* (**l**) in each cluster of tracheal cells. m, Box plot represents Delta levels in control (*n* = 20), *UAS-sal* (*n* = 12) or *UAS-Tom* (*n* = 12) flies. **n** Box plot showing Serp contents in control (*n* = 14) or *UAS-kni* (*n* = 12) flies. **m**, **n** Data are presented as median with minima and maxima. 25th–75th percentile (box) and 5th–95th percentile (whiskers) as well as outliers are indicated in the box plots. More than four biologically independent experiments were performed. An unpaired two-tailed *t*-test was used for all statistical analyses. No adjustments were made for multiple comparisons. Genotypes: **a**, **b** *kni-Gal4*/+; *tub-Gal80*^*ts*^*/+*. **c**, **d** *kni-Gal4*/*UAS-sal*; *tub-Gal80*^*ts*^*/+*. **e**, **f** *kni-Gal4*/+; *UAS-Tom/tub-Gal80*^*ts*^; *UAS- Tom*/+. **g**, **h** *sal-Gal4*/*tub-Gal80*^*ts*^. **i**, **j** *UAS-kni*/+; *sal-Gal4*/*tub-Gal80*^*ts*^. DT dorsal trunk, DB dorsal branch, TC transverse connective, ASP air sac primordium, VB visceral branch, SB spiracular branch, PC progenitor cells. Scar bars: 50 μm (**a**–**f**), 20 μm (**g**–**j**). Source data are provided as a Source Data file.

### Notch signaling in tracheal branches

The scRNA-seq results we have presented suggest that various transcription factors and regulons govern the specification of tracheal cells. 

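Of 21 genes of the Notch pathway in the file, 16 exceeded 10 CPM by the lower end of their interval in each of 7 tracheal groups. They include *N*, the receptor, *Su(H)* and *mam* of its transcription complex, and *kuz*, *Psn*, *aph-1* and *pen-2*, which serve the cleavage of the receptor. *Dl* was also in this set, while *Ser*, the other ligand, passed in 5 of the 7 groups. Among 15 target genes of the E(spl) and Brd complexes, only *E(spl)mβ-HLH* and *E(spl)mα-BFM* did so in every group. *E(spl)mβ-HLH*, which encodes a bHLH repressor, ranged from 24.0 CPM in PC-like cells to 490 CPM in tracheal cluster 5, with 30.6 CPM in fat body-like cells. *E(spl)m2-BFM* passed in 6 groups and was highest in tracheal cluster 14, at 213 CPM. The summed level of the 15 target genes was 85.3 CPM in PC-like, 612 CPM in DB-like, 391 CPM in DT-like and 649 CPM in SB-like cells.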

Further analysis revealed that components in Notch signaling alongside its canonical targets were produced in various tracheal cell types (Fig. 5a). Specifically, we examined target genes of Notch signaling, mainly the components of Enhancer of split complex^38^. The results showed the enriched expression of *E(spl)m3-HLH* and *E(spl)m7-HLH* in the multipotent DB cells (Fig. 5b). Furthermore, Peb and a member of the Bearded family, Tom^39,40^, two transcription factors that play opposing roles in Notch signaling, displayed complementary distribution in different tracheal populations, suggesting that Notch signaling plays a critical role in the specification of tracheoblasts (Fig. 5c). 

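*E(spl)m3-HLH* (FBgn0002609) stood at 102 CPM (93.1 to 111) in DB-like cells, 3.78 times (3.36 to 4.25) its level of 26.9 CPM over the other tracheal clusters. *E(spl)m7-HLH* (FBgn0002633) stood at 128 CPM (119 to 139), 3.13 times higher (2.83 to 3.46). Both encode bHLH repressors. PC-like cells held 7.39 CPM of the first and 10.3 CPM of the second. Tracheal cluster 11 held *E(spl)m3-HLH* at 105 CPM (90.4 to 121), within the interval of the DB-like cells. UMIs of *E(spl)m3-HLH* were found in 43.9% of DB-like, 4.75% of PC-like and 1.90% of fat body-like cells, and those of *E(spl)m7-HLH* in 47.7%, 5.74% and 2.53%. Both are markers behind the DB-like name, which held without either. With clusters drawn at 500 UMIs and no other limit, the log2 ratios of the cells named DB-like over the other tracheal clusters were −0.78 (−3.83 to 1.07) and −0.0034 (−1.63 to 1.22), which give no direction.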

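*peb* (FBgn0003053), which encodes a zinc finger protein, was highest in PC-like cells, at 918 CPM (900.2 to 936), then in DB-like cells, at 721 CPM, and DT-like cells, at 532 CPM, and lowest in tracheal cluster 14, at 171 CPM. *Tom* spanned 4.92 to 16.7 CPM over the same 7 groups, beside 11.9 CPM in muscle-like cells. SB-like cells held 340 CPM of *peb*, under all but tracheal cluster 14. *peb* UMIs were found in 90.0% of PC-like and 57.0% of SB-like cells, and in 18.4% of fat body-like cells. From the distribution of these 2 genes in different populations (Fig. 5c), the paper proposes that Notch signaling plays a critical role in the specification of tracheoblasts.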

Then, we utilized Cellchat^41^ to investigate intercellular communication between the diverse tracheal populations and the results of Cellchat implicated that the progenitors received ligands generated by multiple branches (Fig. 5d). To further validate this prediction, we perturbed the Notch ligand, Delta in SB, TC or DT using specific Gal4 alleles. Under these conditions, the activity of Notch signaling in progenitors was compromised, as assessed by Peb staining (Supplementary Fig. 7).

**Fig. 5:**
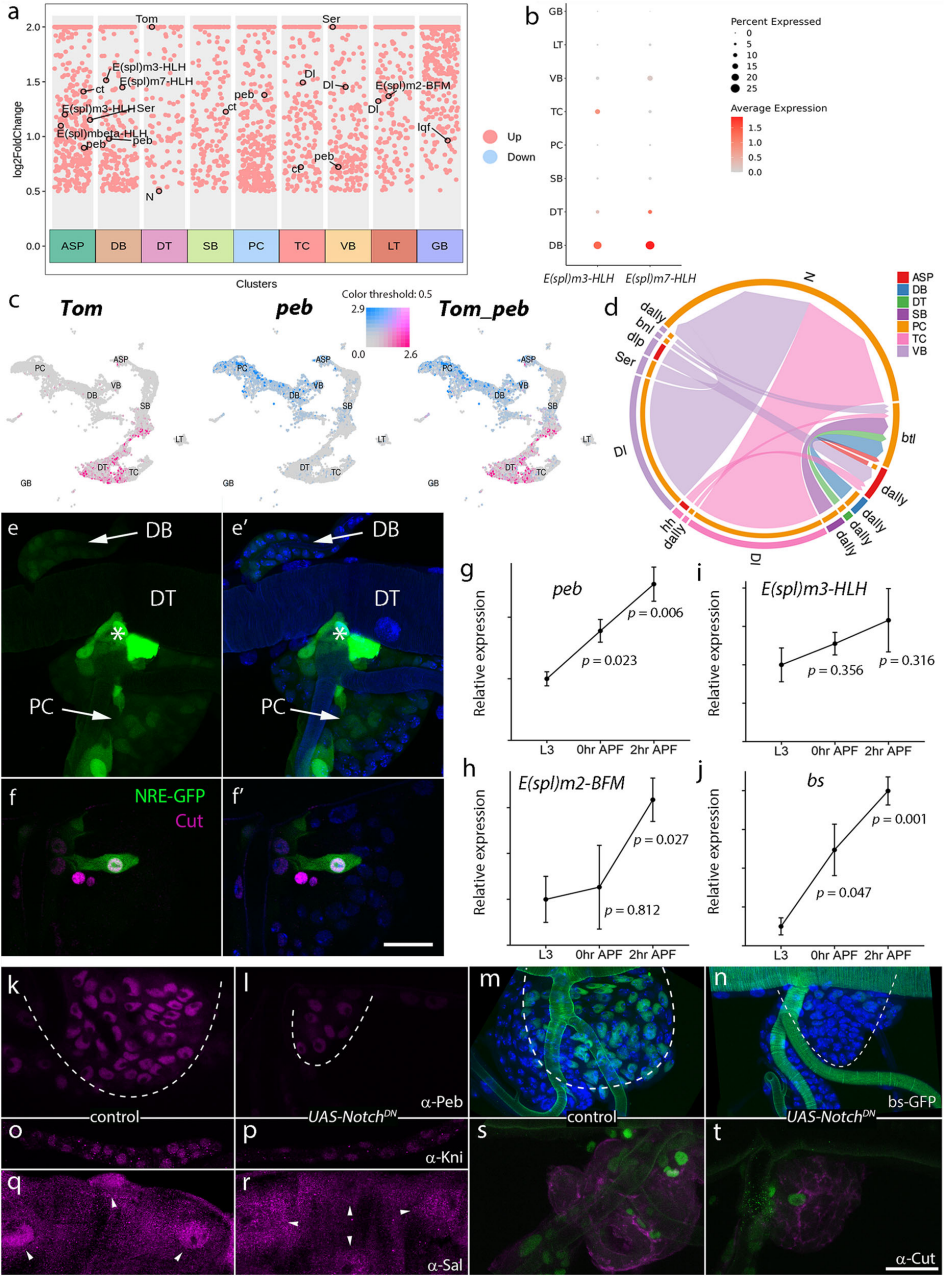
Tracheal morphogenesis depends on Notch signaling. **a** Scatter plot depicting the expression of the Notch module as well as targets in tracheal cells. **b** Dotplot showing the expression level of Notch targets, *E(spl)m3-HLH* and *E(spl)m7-HLH*, in each cluster. **c** The expression of *Tom* and *peb* in each cluster of tracheal cells. **d** Chord diagram depicting intercellular communication between tracheal clusters. **e**, **f** ’, The expression of Notch reporter, NRE-GFP, in the trachea (**e**). The trachea of NRE-GFP fly was stained with DAPI (**e**’). The arrows point to PCs or DB. Asterisks denote the junction between TC and DT. **f**-**f** ’, The expression of NRE-GFP reporter and Cut in progenitors. The trachea of NRE-GFP flies were stained with antibodies against Cut and DAPI. **f** ’ Merge image. **g**–**j** Relative expression levels of *peb* (**g**), *E(spl)m2-BFM* (**h**), *E(spl)m3-HLH* (**i**) and *bs* (**j**) in PCs at indicated developmental stages. Gene expression values are normalized to that of L3. *n* = 3 for each genotype. *p-*value, 0 h APF: *peb* (0.023), *E(spl)m2-BFM* (0.812), *E(spl)m3-HLH* (0.356) and *bs* (0.047); 2 h APF: *peb* (0.006), *E(spl)m2-BFM* (0.027), *E(spl)m3-HLH* (0.316) and *bs* (0.001). Three biologically independent experiments were performed. Scatter plots show the upregulation of indicated genes during pupariation. Data are presented as mean values ± SD. An unpaired two-tailed *t*-test was used for all statistical analyses. No adjustments were made for multiple comparisons. **k**–**r** Dependence of transcription factors on Notch signaling in the trachea. α-Peb antibody immunostaining (**k**, **l**), bs:GFP expression (**m**, **n**), α-Kni antibody immunostaining (**o**, **p**) and α-Sal antibody immunostaining (**q**, **r**) in the PCs of control and *Notch*^*DN*^ flies. Arrowheads point to nuclei (**q**, **r**). **s**, **t** α-Cut antibody immunostaining of PCs labeled by P[B123]-RFP-moe in control and *Notch*^*DN*^ flies. Each experiment was repeated independently with similar results for three times (**e**, **f** ’, **k**–**t**). DT dorsal trunk, DB dorsal branch, TC transverse connective, ASP air sac primordium, VB visceral branch, SB spiracular branch, PC progenitor cells, LT lateral trunk, GB ganglionic branches. Scar bars: 30 μm (**e**, **f** ’, **k**–**t**). Source data are provided as a Source Data file.

To directly assess Notch signaling activity in tracheoblasts, we assayed the expression of a Notch reporter, NRE-GFP. The reporter has been designed to place the GFP gene *in cis* to a consensus DNA binding site (NRE) of the Suppressor of Hairless [Su(H)], making it a sensitive and robust indicator of Notch signaling^42^. The results showed that Notch signaling activity was obvious in a subset of progenitors as well as at the junction between TC and DT (Fig. 5e, e’). Some of these Notch-responsive progenitors belonged to the aforementioned *cut*-expressing population (Fig. 5f, f’).

To further explore the genetic program involved in the diversification of tracheoblasts and understand the function of Notch signaling, we performed RNA-seq of progenitors during their initial process of differentiation. Approximately 10 tracheoblasts from individual progenitor clusters of wandering L3 larvae, white pupae (0 h APF), and 2 h-APF-pupae were dissected^31^. The results of these experiments revealed that the expression level of *peb* elevated when the differentiation of tracheoblasts commences (Fig. 5g). Several Notch-regulated members, including Enhancer of split m2, Bearded family member (E(spl)m2-BFM) and Enhancer of split m3, helix-loop-helix (E(spl)m3-HLH), also showed increased expression during the differentiation of progenitors (Fig. 5h, i), suggesting that Notch signaling is activated at this stage. Expression of *bs*, a transcription factor that initiates cell specialization was also increased during larval-pupal transition, as shown in Fig. 5j. To further determine the effects of Notch signaling on these regulators, we perturbed Notch signaling by expressing a dominant negative form of Notch, Notch^DN^^43^. In comparison with controls, the levels of the transcription factors Peb and Bs were reduced in tracheal progenitors (Fig. 5k–n). Meanwhile, the expression of Kni in the dorsal branch and Sal in the dorsal trunk were both decreased by the reduction of Notch signaling (Fig. 5o–r). In addition, Cut expression in tracheal progenitors was attenuated upon the perturbation of Notch (Fig. 5s, t). Taken together, these observations suggest that Notch signaling plays an integral role in the process of tracheal cell specification and modulates multiple cell fate determinants.

### Glycosylation in the trachea upon high-sugar diet

Gene Ontology (GO) analysis of the differentially expressed genes (DEGs) during the activation of tracheal progenitors revealed a significant enrichment of protein glycosylation-related terms (Fig. 6a). Molecules involved in glycosylation were elevated during the activation of tracheal progenitors (Fig. 6b). We surveyed genes essential for *N*-acetylglucosamine (GlcNAc) modification in the cytoplasm and nucleus by OGT or in EGF repeating domain by EOGT or *N*-acetylgalactosamine (GalNAc) modification^44,45^. 

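Genes of all 4 glycosylation lists were found across the tracheal clusters of the ND library. All 7 genes of UDP-GlcNAc synthesis and O-GlcNAc modification exceeded 10 CPM by the lower end of their interval in each of the 7 tracheal groups. Among them, *Gfat1*, which encodes the first enzyme of the hexosamine pathway, ranged from 72.3 CPM in PC-like cells to 300 CPM in tracheal cluster 14, *mmy* from 41.4 CPM in tracheal cluster 11 to 663 CPM (634 to 693) in SB-like cells, and *sxc*, which encodes OGT, from 35.4 to 53.4 CPM. Of 9 genes that glycosylate the Notch receptor, 7 passed in every group, among them *O-fut1*, at 35.1 to 151 CPM, *Eogt*, at 21.6 to 43.1 CPM, and *fng*, at 26.8 to 410 CPM. Of 17 genes of *N*-glycosylation and the oligosaccharyltransferase, 16 passed in every group, and *kud* lay between 316 and 456 CPM. Mucin-type *O*-glycosylation, which starts with GalNAc, had 4 of 10 genes in every group, among them *Pgant5* and *Pgant7*, while *Pgant4*, *Pgant8* and *C1GalTA* passed in none. In muscle-like cells the 4 lists had 6 of 7, 5 of 9, 16 of 17 and 3 of 10 genes over the same level, so these levels do not set the trachea apart.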

The majority of them were confirmed to be active in different cell types (Fig. 6c–e). To better understand the dynamics of this modification in the trachea, we examined the expression levels of key enzymes contributing to glycosylation in the tracheal progenitors (Fig. 6f). The results showed that the levels of *mummy* (*mmy*) encoding a UDP-N-acetylglucosamine diphosphorylase, *fringe* (*fng*) that encodes a β−1,3-N-acetylglucosaminyltransferase that modifies EGF domains, and *kuduk* (*kud*) that encodes a subunit of the oligosaccharyltransferase (OST) complex (Fig. 6e), were increased during the larval-pupal transition when tracheal progenitors are activated and differentiate, suggesting that protein glycosylation is elevated during this developmental stage (Fig. 6f). Given the concurrent activity of Notch signaling at this stage (Fig. 5g–i) and the possible modification of Notch receptors by *O*-linked glycosylation^46,47^, we hypothesized that protein glycosylation contributed to activity of Notch signaling. To this end, we perturbed protein *O*-glycosylation by expressing RNAi against the aforementioned glycosylation enzymes. RNA-seq analysis of *mmyRNAi* flies identified the Notch signaling pathway as one of the prominent functional classes among the differentially expressed genes (DEGs) (Supplementary Fig. 8a). 

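RNA of tracheal progenitors of a single Tr5 cluster, dissected from white pupae at 0 h APF on 0.15 M sucrose, was sequenced in 3 biological replicates of *btl-Gal4/+* (control) and 3 of *btl-Gal4/UAS-mmyRNAi* (a line of the VDRC). Libraries were made from small amounts with the SMART-Seq v4 kit. The authors aligned the reads to dm6 with HISAT2, counted them per gene with featureCounts and compared genotypes with DESeq2. The deposited table holds whole read counts, of 8806560 to 10496510 per control library and 10249375 to 10664801 per mmyRNAi library. Counts were scaled by TMM, and 7632 genes with enough counts were tested with edgeR's quasi-likelihood test. *mmy* itself (2L, 6468538 to 6473904), as a share of each library's counts before scaling, stood at 97.6% to 104% of the control mean in the controls. It stood at 81.0%, 82.9% and 12.6% in the libraries labelled mmyRNAi 1, 2 and 3 (log2 fold change −0.71, standard error 0.61, adjusted p = 0.36). Only the library labelled mmyRNAi 3 is far below the controls in the targeted mRNA, so directions are given for libraries as labelled. The slight fall in those labelled mmyRNAi 1 and 2 was called when the library labelled mmyRNAi 3 was left out. The paper's reporting summary says that progenitor clusters were taken from 2 larvae or pupae of the same stage, but not which animals went into each library, and the p-values measure the spread between libraries.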

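In the libraries labelled mmyRNAi, genes of Notch signaling were more often higher than lower, beside other shifts: mitochondrial counts made up 2.57%, 3.02% and 6.39% of the libraries labelled mmyRNAi 1, 2 and 3 against 2.02% to 2.55% of the controls, and the fat body gene *Fbp1* rose from 885 to 4134 CPM. Of 20 tested components of the pathway, 12 rose and 1 fell at an adjusted p under 0.05 from edgeR (12 and 1 when adjusted over the list alone), and the set was called higher by limma's camera with a preset correlation of 0.01 (adjusted p = 0.038), which did not hold with an estimated correlation (adjusted p = 0.61 with an estimated correlation). With each library's trend with gene length removed, an alternative chosen after the data were seen, 3 of the components rose and 8 fell, and their median log2 fold change was −0.19. *Ser*, which encodes a Notch ligand, rose (log2 fold change 0.37, adjusted p = 0.0024; −0.34 without the length trend), while *N* (0.44, adjusted p = 0.26) and *Dl* (−0.0052, adjusted p = 0.97) did not pass. Of 9 genes that glycosylate Notch, 2 rose and 1 fell (2 and 1 when adjusted over the list alone). *O-fut1*, which encodes the protein *O*-fucosyltransferase of Notch (2R, 14161430 to 14163054), rose from 9.66 to 86.7 CPM, and *Eogt* fell by 0.93 on the log2 scale (adjusted p = 0.0010 from edgeR). *O-fut1* stood at 88.1, 90.3 and 81.6 CPM in the libraries labelled mmyRNAi 1, 2 and 3, though *mmy* was far below the controls only in the last. The progenitor marker *bs* (2R, 24342861 to 24376473) rose from 98.5 to 178 CPM (log2 fold change 0.85, adjusted p = 0.00017), and without the length trend it did not pass (0.26). Of 17 genes of *N*-glycosylation, 2 rose and 9 fell (2 and 10 when adjusted over the list alone), with *kud* among the falls (−0.63, adjusted p = 0.0018). This set was called lower with the preset correlation (adjusted p = 0.043; adjusted p = 0.61 with an estimated correlation). The log2 fold changes of the authors' deposited table have the opposite sign for *Ser* (−0.19), *O-fut1* (−0.21), *Eogt* (0.32), *bs* (−0.10) and *kud* (0.20). They have the same sign for *N* (1.00) and *Dl* (−0.33).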

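Past the test were 3914 genes, of which 2098 rose and 1816 fell, and 1164 of them by more than a factor of 2. Which direction led depended on the scaling. With library sizes alone 1979 rose and 2094 fell, and with the length trend removed 1372 rose and 1698 fell. Of all tested genes, 4907 (64.3%) had no overlap between the 3 libraries of each label, where chance gives 10%. The largest rises among well-counted genes were in *CG17278* (log2 fold change 6.40), *CG17211* (5.74), *CG9686* (5.49), *CG5171* (5.25) and *ImpE2* (5.08), an ecdysone-induced gene at 11.7 CPM in controls and 393 CPM in the libraries labelled mmyRNAi. *drm*, which encodes a zinc finger protein, had no count in any control and was at least 168-fold higher, *NetB*, which encodes the guidance cue Netrin-B, at least 159-fold, *Tsp*, which encodes thrombospondin, at least 158-fold, and *unc-104*, which encodes a kinesin, at least 150-fold, against a floor of 3 counts over the control group. In *CG17278*, *CG5171*, *ImpE2*, *NetB*, *Tsp* and *Nna1* the library labelled mmyRNAi 3 stood at more than 4 times each of the other libraries, as in *ImpE2*, with 68.3, 71.5 and 1038 CPM, and *drm* was also highest there (7.82, 11.4 and 33.7 CPM). *CG17278* stood at 3.13, 4.90 and 195 CPM, against a control mean of 0.807 CPM. The calls of *CG17278*, *ImpE2* and *Nna1* were lost without any 1 control, and DESeq2 gave these genes no adjusted p. *Nna1* (4.17), *raptor*, of the TOR complex (3.85), and *CG7457* (3.56) also rose. *CG18278* had no count in any library labelled mmyRNAi. The largest other falls were in *CG10175* (−5.96), *NLaz*, which encodes a lipocalin (601 to 15.8 CPM), *CG13375* (−4.30), *CG13067* (−3.76), *jdp* (−3.52), *PH4alphaMP*, which encodes a collagen prolyl hydroxylase (70.1 to 6.84 CPM), *CG2003* (−3.19), *CG4860* (−2.39), *CG4306* (−2.26), *CG34232* (−2.23) and *CG13748* (−2.03). Without the library labelled mmyRNAi 3, 5925 genes passed. Genes in the longest of 5 length bins had a median log2 fold change of 0.69 and those in the shortest −0.30. From the classes among these genes (Supplementary Fig. 8a), the paper states that the Notch pathway is a prominent one.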

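Genes of the E(spl) complex did not move together between the libraries labelled control and mmyRNAi. In the authors' deposited table *E(spl)mβ-HLH*, *E(spl)m2-BFM* and *E(spl)m7-HLH* all fell (log2 fold changes −0.41, −0.47 and −0.33). Across genes that table has a Pearson correlation of 0.147 with the comparison by labels. With the library labelled mmyRNAi 3 over the one labelled mmyRNAi 1 it is 0.965. The paper's log2 ratios in Fig. 6g–i for the same genes, −0.43, −0.49 and −0.35, lie close to those of the authors' deposited table. The values below and those of the paper thus most likely rest on different groups. *E(spl)m7-HLH* (3R, 26037038 to 26038019 in dm6) fell from 37.7 ± 1.41 to 24.7 ± 2.28 CPM (SD, n = 3 libraries each; log2 fold change −0.61, standard error 0.096, adjusted p = 0.0027 from edgeR). *E(spl)mβ-HLH* (3R, 26005046 to 26006023) rose from 36.9 ± 1.56 to 52.2 ± 7.55 CPM (0.50, standard error 0.12, adjusted p = 0.012), a call lost without control 2 (0.47, adjusted p = 0.053), and stood at 0.27 without the libraries labelled mmyRNAi 1 and 2, an omission chosen after the data were seen. *E(spl)m2-BFM* (3R, 26016514 to 26017470), at 18.5 ± 1.75 and 13.5 ± 3.29 CPM, did not pass (−0.46, standard error 0.20, adjusted p = 0.099). *E(spl)m3-HLH* (3R, 26021823 to 26023127) rose from 47.0 to 69.8 CPM (adjusted p = 0.00061), and *E(spl)mα-BFM* fell from 51.1 to 35.8 CPM (adjusted p = 0.0021). *Tom* had no count in the controls and 1.76, 1.90 and 24.3 CPM in the libraries labelled mmyRNAi, at least 89.7-fold higher. Of 6 tested genes of the complexes, 3 rose and 2 fell (3 and 2 when adjusted over the list alone), and camera called no direction (adjusted p = 0.97). Among the rises, *Tom* lost its call without any 1 control and got no adjusted p from DESeq2. Among the falls, *E(spl)mα-BFM* lost its call with the length trend removed (adjusted p = 0.051 from edgeR). The 2 labels did not overlap for *E(spl)mβ-HLH*, *E(spl)m2-BFM* or *E(spl)m7-HLH* (exact two-sided permutation tests, p = 0.1 each, the smallest that 3 libraries against 3 allow). *mmy* itself is far below the controls only in the library labelled mmyRNAi 3, where *E(spl)mβ-HLH* stood at 44.4 CPM, above every control and below the 52.8 and 59.5 CPM of those labelled mmyRNAi 1 and 2.

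**Figure D2:**
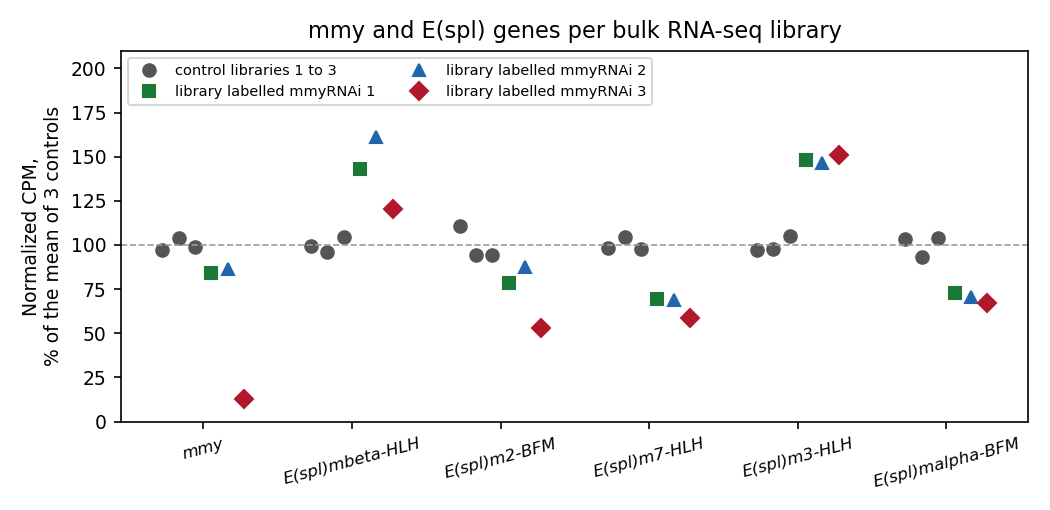
TMM-scaled CPM of *mmy* and 5 genes of the E(spl) complex in each bulk library, as a percent of the mean of the 3 control libraries (dashed line at 100%). Each point is 1 library, and mmyRNAi libraries are shown by their labels.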

The downstream genes of Notch signaling, such as *E(spl)mβ-HLH*, *E(spl)m2-BFM* and *E(spl)m7-HLH*, were reduced by the expression of *mmyRNAi* (Fig. 6g–i). Meanwhile, other signaling pathways such as insulin, Hippo, or Dpp/TGF-β were not affected by *mmy* abrogation, as assayed by specific reporters of these signaling (Supplementary Fig. 8b–j). Furthermore, upon the expression of *mmyRNAi*, Notch signaling activity, as indicated by NRE-GFP, was severely diminished in PC, DB, and the junction between DT and TC (Fig. 6j–m’ and Supplementary Fig. 9a–d). Additionally, RNAi-induced depletion of *O-fut1* or *fng*, genes encoding the enzymes catalyzing protein *O*-fucosylation and subsequent GlcNAc modification respectively, reduced the expression of NRE-GFP reporter in both PC and DB cells (Fig. 6n–q’ and Supplementary Fig. 9a–d). These results support the notion that glycosylation promotes the activity of Notch signaling.

**Fig. 6:**
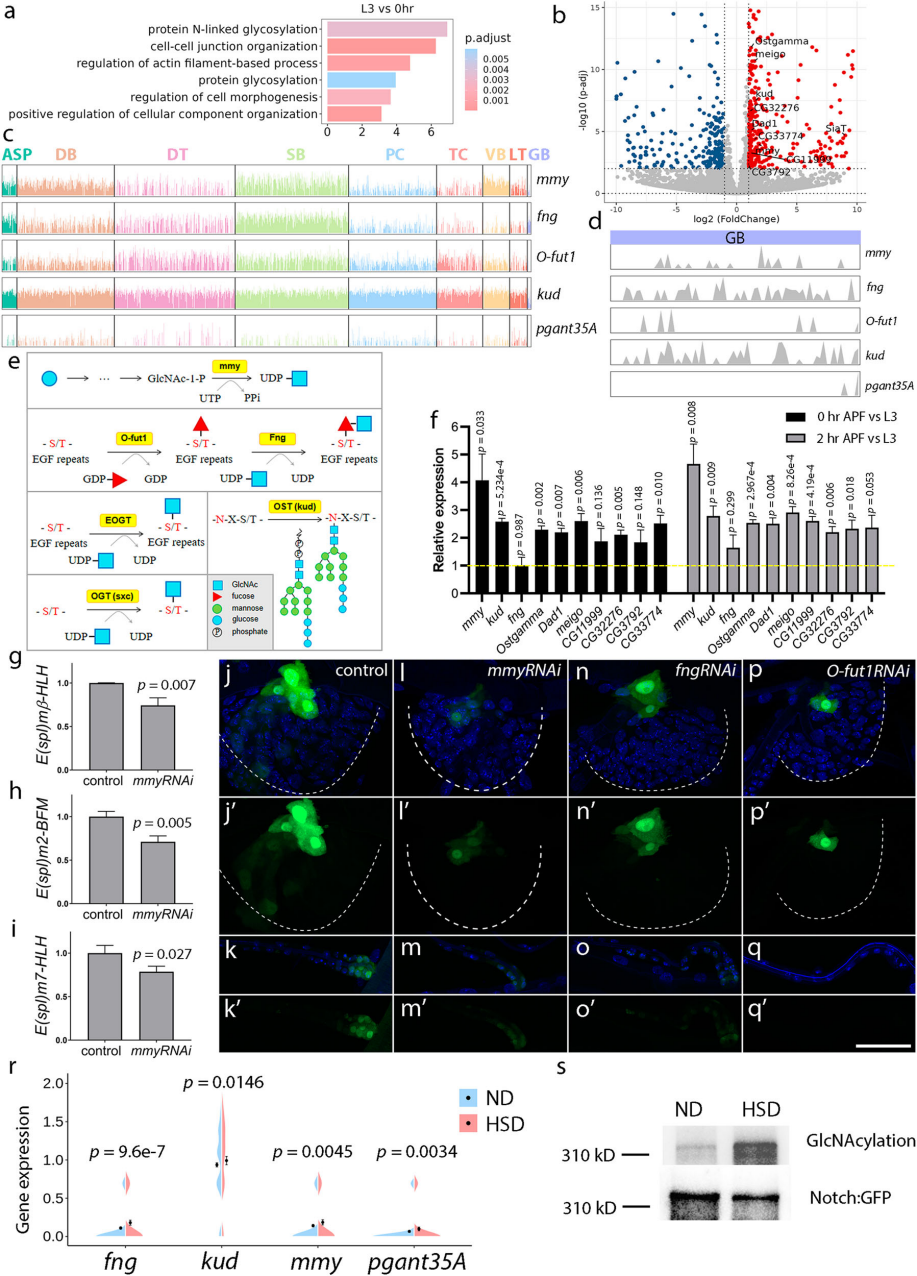
HSD affects protein glycosylation. **a** Bar graph depicting functional clusters among the differentially expressed genes (DEGs). Hypergeometric test (one-sided) and False Discovery Rate (FDR) adjustment were used. **b** Volcano plot by DESeq2 in Wald test with FDR showing the DEGs (red: up-regulated; blue: down-regulated). **c**, **d** Track plot showing expression levels in each cluster (**c**) and GB (**d**). **e** Schematic cartoon represents an overview of biosynthetic and catalytic reactions of GlcNAcylation. **f** Expression of genes in protein glycosylation in PCs of 0 h APF (black) and 2 h APF (gray) relative to that of L3. Dashed line indicates levels in L3 set as 1. *p*-value, 0 h APF: *mmy* (0.033), *kud* (5.234e-4), *fng* (0.987), *Ostgamma* (0.002), *Dad1* (0.007), *meigo* (0.006), *CG11999* (0.136), *CG32276* (0.005), *CG3792* (0.148), *mmyCG33774* (0.010); 2 h APF: *mmy* (0.008), *kud* (0.009), *fng* (0.299), *Ostgamma* (2.967e-4), *Dad1* (0.004), *meigo* (8.256e-4), *CG11999* (4.187e-4), *CG32276* (0.006), *CG3792* (0.018), *CG33774* (0.053). **g**–**i** Relative levels of *E(spl)mβ-HLH* (**g**), *E(spl)m2-BFM* (**h**) and *E(spl)mβ-HLH* (**i**). **f**–**i** *n* = 3 per genotype. Data are presented as mean values ± SD. An unpaired two-tailed *t*-test was used for all statistical analyses. No adjustments were made for multiple comparisons. **j**–**q**’ Dependence of Notch signaling on protein glycosylation. **r**, **s** Protein glycosylation in response to HSD. **r** Split violin plot showing the levels of *fng*, *kud*, *mmy*, and *pgant35A* in PCs in ND (blue) and HSD (red). Data are presented as mean values ± SD. *n* = 2008 cells examined over three independent experiments. A two-sided Wilcoxon rank sum test with Bonferroni correction was used. **s** Glycosylation of Notch in ND and HSD-fed flies. Each experiment was repeated independently with similar results three times (**f**–**q**’, **s**). DT dorsal trunk, DB dorsal branch, TC transverse connective, ASP air sac primordium, VB visceral branch, SB spiracular branch, PC progenitor cells, LT lateral trunk, GB ganglionic branches, ND normal diet, HSD high-sugar diet, UTP Uridine 5′-triphosphate, UDP-GlcNAc N-acetylglucosamine, GDP Guanidine 5′-diphosphate, EOGT EGF-domain O-GlcNAc transferase, OGT *O*-GlcNAc transferase, OST Oligosaccharyltransferase, S/T serine/threonine, N asparagine. Scar bars: 50 μm (**j**–**q**’). Source data are provided as a Source Data file.

Since protein glycosylation is altered in hyperglycemia or diabetic conditions^48^, we sought to determine whether a high-sugar diet influenced protein glycosylation by raising larvae on a normal diet (ND) or sucrose-enriched high-sugar diet (HSD). Compared with ND control, the activity of insulin signaling in the trachea was increased in the presence of HSD, as assessed by InR-SPARK and Akt-SPARK reporters^31^, suggesting that tracheal cells are competent for responding to high-sugar conditions (Supplementary Fig. 10). 

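In PC-like cells *fng* (FBgn0011591), which adds GlcNAc to *O*-fucose on EGF repeats, was higher in the high-sugar diet (HSD) library, at 56.5 against 32.5 CPM, a ratio of 1.74 (1.11 to 2.61), but its interval held an equal level with the strict limits (log2 ratio −0.64), log-normalization (0.071), ND clustered alone (0.16) and thinning (0.83). *kud* (FBgn0036667) stood at 459 against 419 CPM, a ratio of 1.10 (0.95 to 1.26), and *mmy* (FBgn0259749) at 29.4 against 44.9 CPM, a ratio of 0.65 (0.35 to 1.13), so neither interval excluded an equal level, though that of *kud* lay above it with the loose and strict limits (log2 ratios 0.48 and 0.46), log-normalization (0.23), centring (0.23) and ND clustered alone (0.25), and that of *mmy* below it after log-normalization (−0.63). These ratios rest on 25, 203 and 13 UMIs in 48 HSD cells, beside 352, 4539 and 486 UMIs in 1410 ND cells. Cells with a UMI of *mmy* made up 25.0% in HSD and 26.5% in ND, those with *fng* 33.3% and 20.2%, and those with *kud* 93.8% and 80.6%. In fat body-like cells of the HSD library these shares were 50.6%, 2.60% and 74.0%, at a median of 8605 UMIs against 8583.5 in PC-like cells. For *fng* the ratio was 2.24 in cluster 7, which holds most HSD PC-like cells, and 0.41 in cluster 1, which holds most of those in ND. Over all tracheal cells *mmy* was lower in HSD, at 50.9 against 187 CPM, a ratio of 0.27 (0.20 to 0.36), which reflects in part the mix of classes, since *mmy* is highest in SB-like cells (663 CPM), of which ND has 577 and HSD 1. The median log2 ratio of 9 genes that glycosylate Notch was −0.64 in PC-like cells, at percentile 0.91 of 10000 random lists of like expression, and that of 17 *N*-glycosylation genes was −0.81, at percentile 0.145, beside −0.10 over all genes. Over all tracheal cells these lists lay at −0.35 (percentile 9.93) and −0.55 (percentile 3.265). With 1 library per diet no test between diets can be made.

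**Figure D3:**
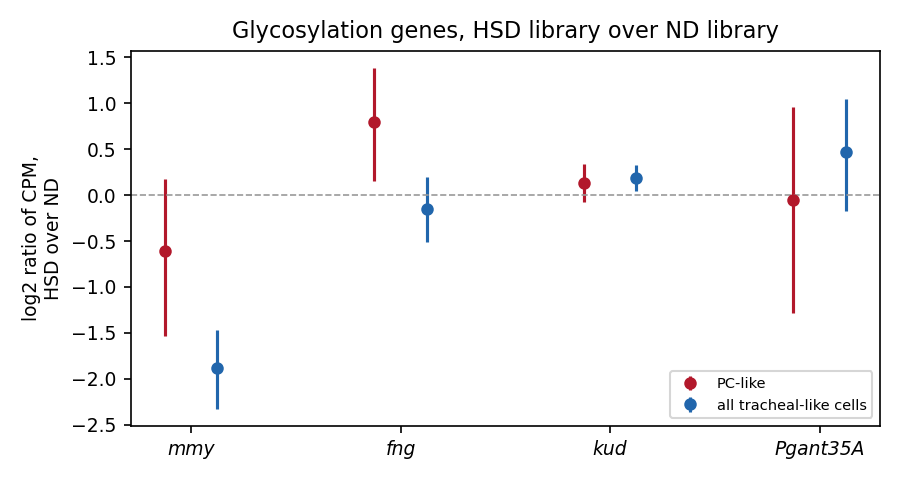
Log2 ratio of CPM in the HSD library over the ND library for 4 glycosylation genes in PC-like cells and in all tracheal cells, with exact 95% intervals for counting error. Each diet is 1 library, and the dashed line marks equal levels.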

Next, we examined the expression levels of the aforementioned enzymes such as *mmy*, *fng*, and *kud* in our scRNA-seq data, and observed that they were concurrently up-regulated in HSD, which further supports the notion that glycosylation modification is enhanced by the high-sugar condition (Fig. 6r). Additionally, HSD also promotes the expression of *pgant35A* (Fig. 6r), which encodes a UDP-GalNAc:polypeptide *N*-acetylgalactosaminyltransferase, is required for tracheal tube formation^49^ and is essential for *Drosophila* viability^50^. 

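*Pgant35A* (FBgn0001970) stood at 18.1 CPM in HSD and 18.7 CPM in ND PC-like cells, a ratio of 0.96 (0.41 to 1.94) from 8 and 203 UMIs, and a difference was not detectable at this depth. At the loose limit of 500 UMIs the ratio was 1.31 (1.12 to 1.53), from 282 HSD UMIs, above an equal level. Other processing gave ratios on either side of 1. Cells with a UMI made up 14.6% and 12.7%, and 3.90% of fat body-like cells in HSD. Over all tracheal cells the ratio was 1.39 (0.89 to 2.07). Of the genes for mucin-type *O*-glycosylation, the list that holds *Pgant35A*, the median log2 ratio in PC-like cells was 0.12, at percentile 73.4 of random lists. The 7 genes of UDP-GlcNAc synthesis had a median of −0.48, at percentile 12.4.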

To probe a direct interaction between glycosylation and Notch receptors, we adopted the Click-it GlcNAc enzymatic labeling system that recognizes GlcNAcylation modification on its target proteins. The results of this experiment showed that the GlcNAc-bearing fraction of the Notch protein was significantly increased in the presence of HSD (Fig. 6s). Meanwhile, the analysis of tracheal protein extracts showed that the gross abundance and the number of *O*-GlcNAc-modified proteins were slightly increased upon HSD treatment (Supplementary Fig. 11a). Specifically, elevated level of *O*-GlcNAc-associated Notch receptors was observed in HSD group (Supplementary Fig. 11b). In aggregate, these results suggest that HSD promotes protein glycosylation and potentiates the enzymes involved in glycosyl biosynthetic and catalytic pathways.

### Notch-dependent differentiation trajectory of tracheal cells

The data described thus far suggest that Notch signaling in tracheal cells is fine-tuned by post-translational modification such as glycosylation and impacts a variety of effectors in different cell clusters. In a developmental trajectory of DB, DT, and PC cells visualized by plotting gene expression across pseudotime, a slew of Notch targets as well as genes related to glycosylation were expressed in early PC and DB cells, but diminished over pseudotime, suggesting a dynamic regulation of Notch signaling and glycosylation along with cell lineage of tracheoblasts (Fig. 7a). The expression of *serrate* (*ser*) and *Delta* (*Dl*) peaked in DT cells (Fig. 7a), which is consistent with a previous analysis of gene expression of DT^19^. 

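*Ser* (FBgn0004197) was highest in DT-like cells among 7 tracheal groups, at 99.2 CPM (88.3 to 111) against 14.1 CPM over the others, 7.05 times higher (6.03 to 8.24). It was found in 44.2% of DT-like cells, 12.3% of DB-like cells and 2.13% of PC-like cells. No *Ser* UMI was counted in the fat body-like cells. *Dl* in DT-like cells was 3.27 times (3.11 to 3.43) its level of 235 CPM in the other tracheal clusters. Among PC-like, DB-like and DT-like cells, both ligands were highest in DT-like cells and lowest in PC-like cells. Both are markers that the DT-like name needs. Pseudotime was not analysed here.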

We examined the expression of cell type-enriched marker genes that depended on Notch signaling (Fig. 5k–p) and observed that the expression levels of *bs*, which is enriched in progenitor cells, *kni*, the marker gene of DB cells, and *peb* concurrently vanished from progenitors to differentiated tracheal cells (Fig. 7b–d). These observations further support the role of Notch signaling in the differentiation of tracheoblasts.

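The genes *bs*, *kni* and *peb* were each highest in PC-like cells of the ND library among PC-like, DB-like and DT-like cells. *bs* stood at 14.0 CPM in DB-like and 35.7 CPM in DT-like cells. *kni* was lowest in DT-like cells, where 12.3% of cells had a UMI against 74.1% of PC-like cells. *peb* was found in 84.8% of DT-like cells, against 17.6% of muscle-like cells. *knrl*, the neighbour of *kni* with a like function, stood at 262 CPM in PC-like, 210 CPM in DB-like and 27.1 CPM in DT-like cells. These are levels of clusters, and no order in time was computed.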

**Fig. 7:**
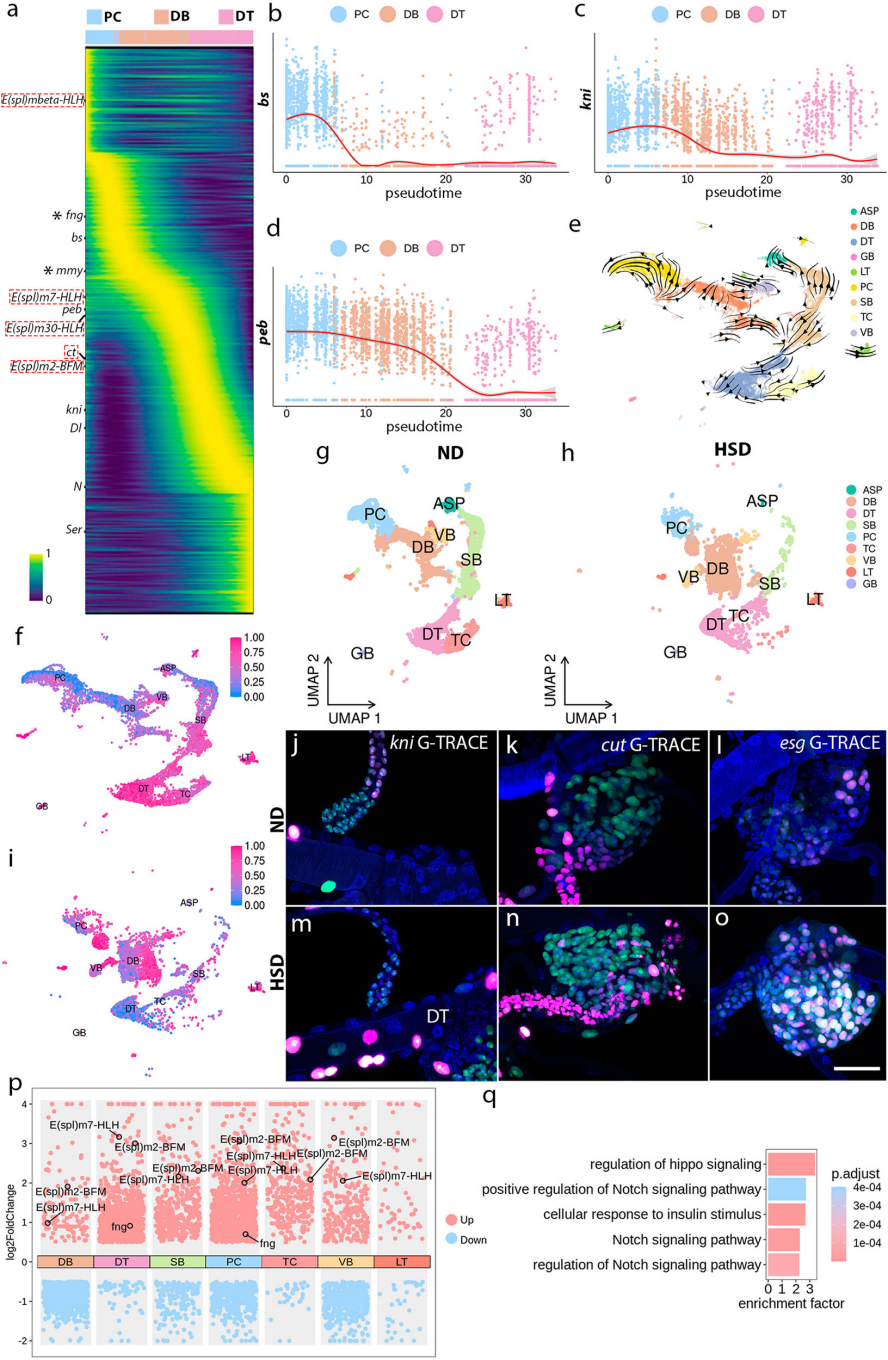
The diversification of tracheal cells. **a** Heatmap showing gene expression over pseudotime for PC, DB, and DT cells. Dashed boxes denote the Notch targets, components of enhancer of split complex, and *cut* (*ct*). Asterisks point to genes participating in protein glycosylation. **b**–**d** Representative traces showing the expression patterns of Notch-responsive genes in PC, DB, and DT cells. The expression levels of *bs* (**b**), *kni* (**c**), *peb* (**d**) decreased from multipotent PC and DB cells to terminal differentiated DT cells. **e** Cell maturation map of tracheoblasts estimated by RNA velocity. **f**, **i** Cytotrace plots showing the state of differentiation of tracheal cells from ND-fed (**f**) or HSD-fed (**i**) flies. **g**, **h** UMAP visualization of tracheal cell types in ND (**g**) or HSD (**h**). **j**–**l** Lineage-tracing analyses of *kni*-expressing DB cells (**j**), Cut- (**k**), or Esg-positive (**l**) progenitors. *kni*-Gal4, *ct*-Gal4, or *esg*-Gal4-driven G-TRACE flies were fed on ND. **k**, **l** Cells that are neither red nor green are not *cut*- or *esg*-expressing progenitor origin. DAPI (blue). **m**–**o** Lineage-tracing analysis of *kni*-expressing DB cells (**m**), Cut- (**n**) or Esg-positive (**o**) progenitors. *kni*-Gal4, *ct*-Gal4, or *esg-Gal4-*driven G-TRACE flies were exposed to HSD. DAPI (blue). **j**–**o** Each experiment was repeated independently with similar results for three times. **p** Scatter plot representing the differentially expressed genes in tracheal cells exposed to ND or HSD. **q** Bar graph depicting functional clusters among the differentially expressed genes between ND and HSD groups. Hypergeometric test and False Discovery Rate (FDR) adjustment were used. Genotypes: **j**, **m** *kni-Gal4*/+*;UAS-G-trace*/+. **k**, **n** *ct-Gal4*/*UAS-G-trace*. **l**, **o** *esg-Gal4*/*UAS-G-trace*. DT dorsal trunk, DB dorsal branch, TC transverse connective, ASP air sac primordium, VB visceral branch, SB spiracular branch, PC progenitor cells, LT lateral trunk, GB ganglionic branches, ND normal diet, HSD high-sugar diet. Scar bars: 50 μm (**j**–**o**).

To investigate the cellular transition and biological progress of tracheoblasts, we utilized several analytical tools to visualize the developmental trajectories with our scRNA-seq data. RNA velocity, a representation of cellular state shifting, illustrated that the PC and DB clusters were able to progress towards differentiation cell types (Fig. 7e and Supplementary Fig. 12a)^51^. Consistently, trajectory inference generated by partition-based graph abstraction (PAGA)^52^ indicated that the PC and DB cells possessed an undifferentiated cellular state, compared with DT cells (Supplementary Fig. 12b–e). In accordance with these results, CytoTRACE [Cellular (Cyto) Trajectory Reconstruction Analysis using gene Counts and Expression], a framework that computationally predicts the differentiation status^53^, indicated a general gain of differentiation property from PC, DB to DT, TC (Fig. 7f). 

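CytoTRACE starts from the number of genes detected per cell. In the ND library this number was a median of 1708 in PC-like, 1906 in DB-like and 1587.5 in DT-like cells, a ratio of PC-like to DT-like cells of 1.08 (0.97 to 1.19). The deepest of the 3, DB-like cells, also had the most UMIs per cell. After each cell was thinned to 1000 UMIs, the medians were 537, 538 and 519 genes, and the ratio was 1.03. DT-like cells had their highest folds over other tracheal clusters in *Gs2*, which encodes glutamine synthetase (959 against 14.8 CPM), *Tsf1*, which encodes transferrin (2358 against 61.3 CPM), *CG11370*, *ETH*, which encodes ecdysis triggering hormone (478 against 24.7 CPM), and *CG14456*. Cluster 20, named neuron-like, held *ETH* at 125927 CPM over both diets, so RNA of such cells was not excluded as its source in DT-like cells. In SB-like cells the highest folds were in *Phk-3*, *Cpr47Eb*, *CG9312*, *CG16798* and *Antp*. The CytoTRACE score itself was not analysed here.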

To test whether HSD impacts cell differentiation, we generated a scRNA-seq dataset of the trachea from HSD-treated flies (HSD group) in addition to the standard food-reared flies (ND group). Both datasets overlap for all the clusters containing cells from each condition (Fig. 7g, h). 

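Trachea of white pupae on the high-sugar diet (HSD, 1 M sucrose) was sequenced as 1 droplet library and counted by the authors as the ND library was. Each diet is thus 1 library, and diet, library and day of preparation cannot be told apart. The HSD matrix lists 6641 barcodes with medians of 1139 UMIs and 355 genes, and mitochondrial UMIs at a median of 39.6%. Of these barcodes, 81.1% had at least 10% mitochondrial UMIs. The limits of the study passed 757 (11.4%), of which 5 were removed by their doublet score. That number was set from the cells that passed and not from all barcodes, so doublets can remain. The 752 cells left had medians of 9935 UMIs, 2085 genes and 5.89% mitochondrial UMIs. Without the mitochondrial limit 2883 would pass. Levels in each diet were compared as ratios of CPM with exact 95% intervals, and lists of genes with 10000 random lists matched on mean level.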

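Cells of both diets were present in 21 of 28 clusters, and at least 10 cells of each in 11. All tracheal cells were 4110 in ND and 95 in HSD, or 43.9% and 12.6% of each library. PC-like cells numbered 1410 and 48, DB-like 620 and 12, DT-like 448 and 10, and SB-like 577 and 1. The largest HSD group, of 234 cells (31.1%), was disc myoblast-like, named from *twi*, *zfh1*, *htl*, *Him* and *Mef2*, which mark muscle precursors of the wing disc, and held 2 ND cells. Cluster 19 held 163 HSD cells and 1 ND cell and met no naming rule. It held *trh* at 137 CPM and *btl* at 30.7 CPM, with 3 of the 7 pan-tracheal genes above the rest. Its *trh* fold over the rest was 0.89, so it was not counted as tracheal. The number of HSD tracheal cells depends on this rule. A cluster that comes almost wholly from 1 library can be a property of that library and not a cell type. Fat body-like cells were 77 in HSD (10.2%), and wing disc epithelium-like cells 104 (13.8%). Most PC-like cells were in cluster 1 in ND (927 of 1410) and in cluster 7 in HSD (36 of 48).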

CytoTRACE analysis indicated that the differentiation of tracheal cells was severely perturbed upon HSD treatment (Fig. 7i). Under HSD conditions, a substantial amount of differentiated tracheal cells was observed in the PC cluster, while the differentiation status of DT cells was reduced, as shown in Fig. 7i.

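In HSD the median number of genes per cell was 2059 in 48 PC-like cells and 1261.5 in 10 DT-like cells, a ratio of 1.63 (0.98 to 2.74) whose interval holds the ND ratio. It was 3.85 at the loose limit of 500 UMIs, 0.86 under the strict limits and 1.16 with ND clustered alone, so its direction depended on the processing. Thinned to 1000 UMIs the medians were 512 in PC-like, 502.5 in DB-like and 369.5 in DT-like cells, and the ratio was 1.39. The share of mitochondrial UMIs differed too, with medians of 1.28% in ND and 6.98% in HSD PC-like cells and 1.34% and 6.81% in DT-like cells. In PC-like cells the marker *bs* had an HSD to ND ratio of 0.93 (0.79 to 1.09), though on the log2 scale it was −0.44 (−0.49 to −0.38) at the loose limit and 0.48 (0.18 to 0.76) under the strict limits, with intervals also above 0 after log-normalization (0.17) and with ND clustered alone (0.19), and *kni* stood at 362 CPM (308 to 422) in HSD against 302 CPM (292 to 313) in ND.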

Next, we employed Gal4 technique for real-time and clonal expression (G-TRACE) system^54^ to explore the lineage potential of the PC and DB populations. G-TRACE labels the Gal4-expressing cells and the descendants in red and green fluorescence respectively. The results showed that *kni*-expressing tracheal cells populated the dorsal branch (Fig. 7j), that *cut*-expressing progenitors contributed to the PC domain (Fig. 7k), and that the progenitors expressing *esg* which promotes expression of ImpL2 also constituted the PC population (Figs. 7l and 3j)^55^. In Fig. 7k, l, the GFP-negative progenitors were neither *cut*-expressing nor *esg*-expressing descendants, suggesting the heterogeneity and distinct trajectories of tracheal progenitors. In concordance with above bioinformatic analyses, the descendants from *kni*-expressing DB cells were observed in DT domain in the presence of HSD, suggesting occurrence of considerable cell conversion (Fig. 7m). Furthermore, G-TRACE analysis of HSD-fed flies revealed an expansion of *cut*- and *esg*-expressing progenitors and progeny in PC domain, compared with those in ND, suggesting that cell fate and/or identity of progenitors are influenced by HSD (Fig. 7n, o). In order to further investigate the biological consequences of HSD, we examined differentially expressed genes (DEGs) in all the cell clusters upon HSD. 

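Target genes of the E(spl) complex were higher in HSD in every tracheal class that could be compared. Their summed level was 642 against 71.4 CPM in PC-like cells, 9.00 times higher (7.82 to 10.3), 4623 against 607 CPM in DB-like cells (7.62 times) and 1633 against 379 CPM in DT-like cells (4.31 times). *E(spl)mβ-HLH* was 12.1 times higher in PC-like cells, at 292 against 24.0 CPM, though fat body-like cells of the HSD library held it at 109% of the PC-like level, *E(spl)m3-HLH* 8.88 times, at 65.6 against 7.39 CPM, and *E(spl)m7-HLH* 6.12 times, at 63.3 against 10.3 CPM. Of 7 genes of the E(spl) and Brd complexes with enough UMIs, 6 were higher, and their median log2 ratio of 2.03 was at percentile 100 of random lists. The summed level was also higher outside the trachea, at 11227 against 883 CPM in wing disc epithelium-like cells, 369 against 55.1 CPM in fat body-like cells and 1024 against 636 CPM in muscle-like cells. Of all E(spl) UMIs in HSD, 63.9% came from disc myoblast-like cells, 26.0% from wing disc epithelium-like cells and 4.13% from tracheal cells. Markers of disc myoblasts (median log2 ratio 0.65, percentile 99.83) and wing disc epithelium (0.66, percentile 100) were also higher over HSD tracheal cells. If the 33 *Him* UMIs of HSD PC-like cells all came from disc myoblast-like cells, RNA of these would bring 21.2% (up to 29.8%) of the PC-like E(spl) level. By the 6 UMIs of *E(spl)m6-BFM*, another marker of these cells, it would bring 6.00% (up to 13.1%). Components of the Notch pathway had a median log2 ratio of 0.32 in PC-like cells (percentile 98.8). The PC-like ratio of the summed level was 5.17 in cluster 1 and 16.1 in cluster 7. Among PC-like cells with 5 to 10% mitochondrial UMIs, 44 of the 48 in HSD and 28 of the 1410 in ND, it was 2.34 (1.25 to 4.93), and among those under 5%, with 4 HSD cells, 5.40 (3.01 to 8.96). With at least 2000 UMIs and under 5% mitochondrial UMIs per cell, the log2 ratio was 0.99 in PC-like cells, against 3.17 with the limits of the study, and 1.04 over tracheal cells, against 2.49. From the E(spl) genes among those that differ (Fig. 7p), the paper proposes that Notch signaling is altered in response to HSD. It also reports enrichment of Notch terms (Fig. 7q), a higher NRE-GFP reporter in DB and PC (Fig. 8f–i) and more GlcNAc on Notch protein (Fig. 6s). These were not analysed here.

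**Figure D4:**
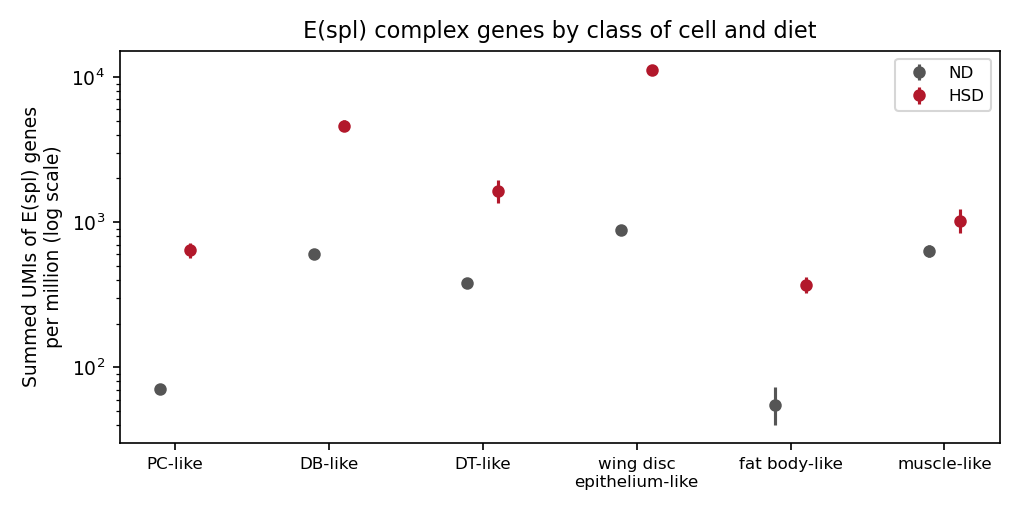
Summed CPM (log scale) of the genes of the E(spl) complex in 6 classes of cells of the ND and HSD libraries, with exact 95% Poisson intervals, which are narrower than the points where none is seen. Each diet is 1 library.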

The Notch targets, components of enhancer of split complex, E(spl), were evident in the DEGs, suggesting that Notch signaling is significantly altered in response to HSD (Fig. 7p). Furthermore, GO enrichment analysis indicated significant enrichment of functional clusters associated with Notch pathway (Fig. 7q). Collectively, these results suggest that the differentiation of tracheal cells is influenced by HSD which modulates Notch signaling.

### Transcriptional responses to high-sugar diet

In addition to the progenitors that receive Notch signaling inputs from other branches (Fig. 5d, g–j), Notch signal transduction is also pronounced across multiple tracheal clusters (Fig. 8a, b), which is in agreement with previous analysis of ASP and DB cells^19,35^. 

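*N* (FBgn0004647), which encodes the Notch receptor, was found in every tracheal group of the ND library, from 252 CPM (243 to 262) in PC-like cells to 924 CPM in tracheal cluster 11, with 607 CPM in DB-like and 598 CPM in DT-like cells. PC-like cells held the least. UMIs were found in 70.9% of PC-like and 90.3% of DB-like cells, against 52.5% of fat body-like cells. In HSD the level in PC-like cells was 0.98 times that in ND (0.80 to 1.18), and over all tracheal cells 0.86 times (0.78 to 0.95). The PC-like value depended on the processing: its log2 ratio was −0.032, but −2.01 to −0.74 at the loose limit of 500 UMIs, under the strict limits, after log-normalization and with the ND library clustered alone, with intervals below 0. Regulon activity and communication scores between clusters (Fig. 8a, b) were not analysed here.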

In line with a previous report showing FGF-dependent progenitor migration^32^, FGFR signaling is preferentially active in the PC population (Fig. 8c, d). 

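*btl* (FBgn0285896), which encodes the FGF receptor Breathless, stood at 94.7 CPM (89.0 to 101) in PC-like cells and 97.5 CPM (89.1 to 107) in DB-like cells, with a UMI in 43.7% and 47.4% of cells, and their intervals overlap. DT-like cells held 29.1 CPM, fat body-like cells 11.0 CPM and muscle-like cells 11.9 CPM. *stumps*, which encodes an adaptor of the receptor, was highest in PC-like cells, at 238 CPM, followed by tracheal cluster 5, at 50.7 CPM. *bnl*, which encodes the FGF ligand Branchless, was highest in tracheal cluster 14, at 793 CPM (748 to 841), and stood at 25.6 CPM in PC-like cells.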

Given that the extracellular region of these receptors is commonly glycosylated and that glycosylation of Notch is induced by HSD (Fig. 6n, o), it is tempting to explore the potential cellular responses of tracheal cells to HSD. In this aim, we analyzed the regulons in response to HSD. The results showed that the transcription factors, *bs* and *kni*, which are markers for PC and DB and are dependent upon Notch signaling (Fig. 5m–p), were aberrantly active in other cell populations (Fig. 8e), which is in keeping with the aforementioned observation that *kni*-expressing cells and their progeny emerged in DT domain in response to HSD (Fig. 7m). To further determine whether Notch is activated in response to HSD, we again employed the NRE-GFP reporter and found that the expression of NRE-GFP was notably elevated in DB and PC domains in HSD-treated flies (Fig. 8f–i). Moreover, the number of DB cells and progenitors having Notch activity was increased in response to HSD, suggesting that Notch signaling is enhanced (Fig. 8f–i).

**Fig. 8:**
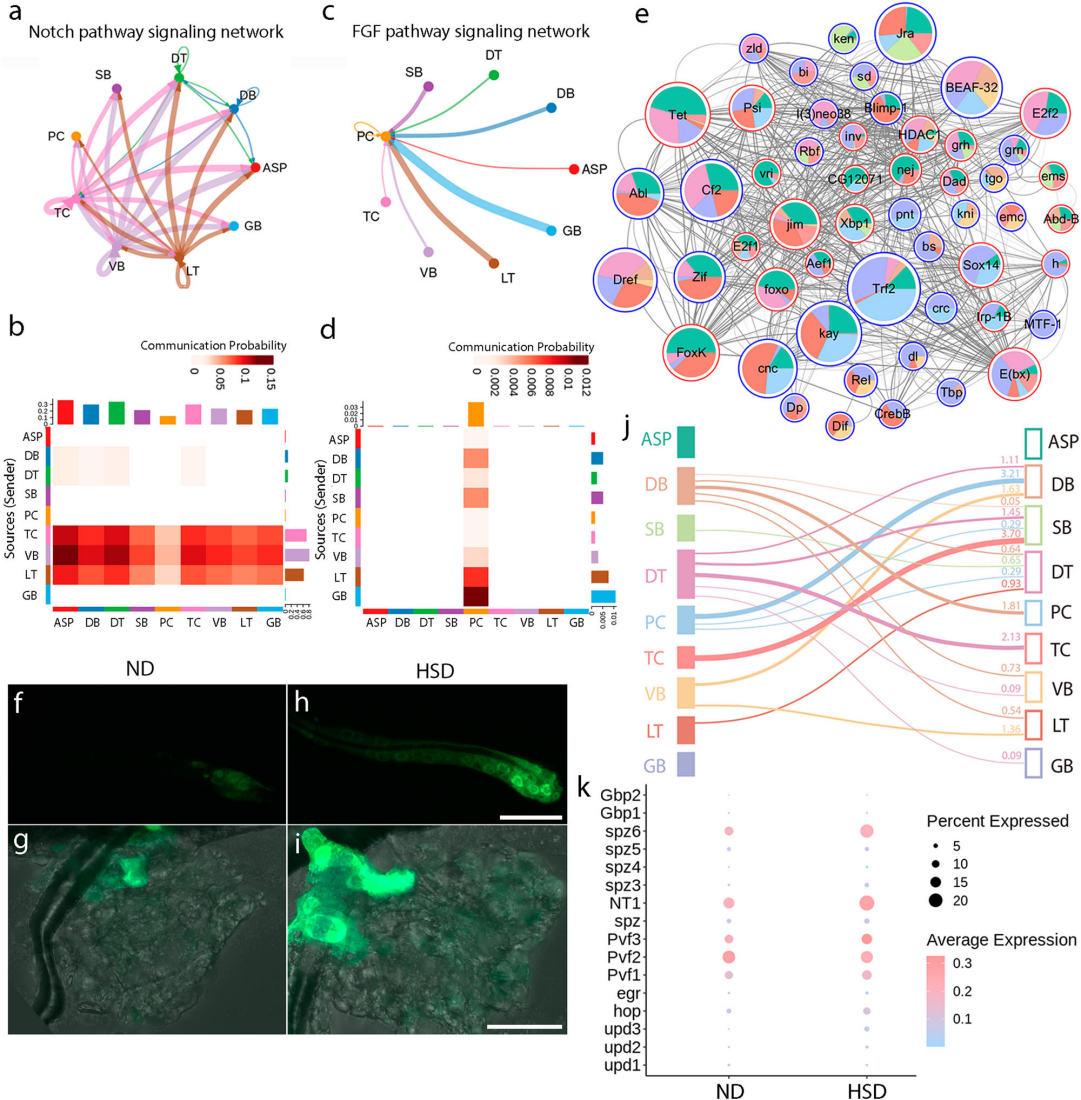
Intercellular communication in trachea cell populations. **a**, **b** Directional Notch signaling between different cell populations. Circle plot (**a**) and heatmap (**b**) showing Notch signaling among individual clusters. **c**, **d** FGF signaling in tracheal cells. Circle plot (**c**) and heatmap (**d**) depicting the transport of FGF in tracheal cells. **e** Cytoscape diagram depicting the activity of regulons in each cluster. **f**–**i** Expression of Su(H)-NRE-GFP reporter in DB (**f**, **h**) and PC (**g**, **i**) domain. NRE-GFP represents Notch activity under ND (**f**, **g**) or HSD (**h**, **i**) condition. Each experiment was repeated independently with similar results for three times. **j** Projection of scRNA-seq dataset from HSD group to ND group. **k** Dotplot representing expression profiles of signaling ligands in the presence or absence of HSD. DT dorsal trunk, DB dorsal branch, TC transverse connective, ASP air sac primordium, VB visceral branch, SB spiracular branch, PC progenitor cells, LT lateral trunk, GB ganglionic branches, ND normal diet, HSD high-sugar diet. Scar bars: 30 μm (**f**–**i**).

To further investigate the alteration of cell identities under HSD conditions, we projected the scRNA-seq data from the HSD group to the clusters of the single-cell transcriptome of the ND group using the scmap method^56^. The results indicated a considerable amount of cell conversion in the three clusters (DB, PC, and DT) of Notch-responsive cells upon HSD (Fig. 8j), suggesting that the HSD-induced Notch signaling perturbation may lead to cell conversion. 

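Of 70 HSD cells named PC-like, DB-like or DT-like, 56 were projected onto the same class of the ND library, 7 (10.0%, 4.12 to 19.5) onto another class and 7 onto none. Those that went to another class were 4 of 12 DB-like (33.3%, 9.92 to 65.1), 3 of 48 PC-like (6.25%, 1.31 to 17.2) and 0 of 10 DT-like cells. Each cell was compared with the median profile of each ND class over 500 features, as scmap does, and assigned where at least 2 of 3 similarity measures named 1 class at 0.7 or more. When 1 part of the ND cells was projected onto the rest in the same way, 64 of 1232 (5.19%, 4.02 to 6.59) went to another class, with 6.15% of DB-like, 3.11% of PC-like and 10.6% of DT-like cells. The pooled HSD interval holds the ND share, while that of the 12 DB-like cells lies above the ND interval (3.74 to 9.44). The pooled HSD share was 15.7% (8.11 to 26.4) both with 1000 features, where it was 5.19% in ND and the intervals did not overlap, and at a similarity of 0.5, where it was 7.47% (6.06 to 9.08) in ND. At that similarity the interval of the DB-like cells, again 4 of 12, overlapped that of ND (4.52 to 10.6). HSD cells got their class by clustering together with the ND cells, so a cell of changed identity could already bear its new class. The shares count cells whose classes by clustering and by projection differ, and cannot measure conversion.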

Subsequently, we examined additional ligands and cytokines that mediate intercellular communication and found an overall increase in the expression of the ligands across tracheal cells under HSD conditions (Fig. 8k). These results collectively suggest that HSD promotes both juxtacrine and paracrine signaling in the trachea.

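Of 12 ligand genes of Fig. 8k with enough UMIs in tracheal cells, 5 were higher in HSD than in ND and 7 were lower, with a median log2 ratio of −0.08, at percentile 54.0 of random lists of like expression and beside −0.09 over all genes. In PC-like cells 5 of 8 were higher, with a median of 0.33 (percentile 93.65). Over all cells of each library 4 of 15 were higher, with a median of −0.30 (percentile 0.52). In the ND library *NT1*, a neurotrophin-like ligand, and *Pvf2* exceeded 10 CPM by the lower end of their interval in each of the 7 tracheal groups, and 10 of the 16 genes did so in at least 1.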

## Discussion

This study represents our endeavor to accomplish a comprehensive transcriptome profiling of the *Drosophila* tracheal system which enables us to visualize this developmental program at a molecular level. Although the tracheal cells are perceived as post-mitotic and less heterogeneous, single-cell RNA-seq is able to discern and categorize the distinct populations in the airway. The accessibility to the transcriptome of individual cells even reveals heterogeneity within and pinpoints master regulators responsible for the specification of individual populations. Innovated bioinformatic analyses further resolve the cell fate plasticity of tracheoblasts and the influence of external stimuli such as metabolic status.

Our study reveals heterogeneity within particular stem cell populations which would be a reasonable prediction for their subsequent lineage trajectory. Of the nine clusters corresponding to different branches and cell populations, DB and PC are able to further differentiate into other cell types. The DB cells are capable of differentiation during the pupal stage and generate elaborate and morphologically distinct structures, such as multicellular stalks (MS), unicellular stalks (US), and coiled tracheolar (CT)^34^. Consistent with these histological observations, our scRNA-seq datasets also reveal the multipotency and heterogeneity of DB and PC cells (Fig. 3). The functional diversity of the transcription profile of subpopulations could account for distinct cell fates. For instance, Cut- and ImpL2-positive progenitors although relatively less abundant were identified in silico. The revealed molecular signatures echo their roles in various contexts of stem cells. Escargot (Esg), a member of the Snail family of transcription factors, which potentiates the expression of the insulin antagonist, ImpL2, is responsible for stem cell maintenance^55,57^. The homeodomain transcription factor Cut is required for the identity of renal progenitors^58,59^.

Ectopic expression of master regulators causes reprogramming of tracheal cells (Fig. 4), which is consistent with previous reports that Sal and Kni exhibit mutual inhibition during tracheal morphogenesis^60^ and that persistent expression of Sal throughout the trachea renders the tracheal cells DT-like behavior^61^. In addition to the abovementioned transcription factor Bs, as reported previously^32,62^, the present study identified factors, including the transcription factor Mirr, the RNA binding protein Bru2, and the phosphatase Wun, that represent additional pivotal regulators in progenitor cells. These genes as well as those markers for subclusters of PC are unlikely to be captured by bulk RNA-seq even at higher sequencing depth, which has led to underappreciation of heterogeneity within tracheoblasts. This study points to the important functions of these genes in tracheal progenitors and arouses further investigation of their implications in other aspects of stem cells.

Progenitor cells migrate along the dorsal branch and target the tracheal inducer Bnl/FGF that emanates from the decaying DT cells^32^. In addition to FGF signaling that is captured by scRNA-seq (Fig. 8), our study reveals unappreciated roles of Notch signaling in coordinating gene expression and cell differentiation in distinct tracheal cell populations. Cell-cell signaling mediated by the evolutionarily conserved Notch pathway controls many developmental processes in metazoans^63^, and such intercellular communication is also prominent in the fly trachea (Fig. 5). Notch signaling is one of the principal pathways responsible for selecting cell fates within groups of equivalent cells of tracheal branches^23^. The selective activation of Notch signaling acts in concert with a series of transcription factors to determine cell fate during tips of the outer proliferation center (tOPC) neurogenesis^64^. We discovered a graded Notch activity that extends from the multipotent cells to the terminally differentiated population, suggesting a functional relationship between Notch activity and differentiation of tracheal cells (Fig. 5). Progenitors and DB cells share similar transcriptional signatures and are juxtaposed in a developmental trajectory inferred by pseudotime registration. Both *kni* and *bs*, the marker genes of DB and PC respectively, are regulated by Notch signaling (Fig. 5m–p). The PC and DT markers functionally dependent on Notch in the subsequent pseudotime stages align well with expectations from genetic experiments (Fig. 7).

Aberrancy in Notch signaling is implicated in several diseases in human^65^, including atherosclerosis^66^, cardiac hypertrophy^67^, and various types of cancer^68^. It has been shown that high glucose level activates Notch in both mouse models and hyperglycemic patients. The Dll4-Notch1 loop induced by hyperglycemia impairs wound healing^69^. High sugar triggers protein *O*-glycosylation and leads to the accumulation of glycosylation end-products in various contexts^70,71^. We found that a high-sugar diet potentiates Notch signaling and perturbs the diversification of tracheal branches, which is in accordance with the report that GlcNAcylation of Notch receptor promotes Notch-Delta interaction^72^. Glycosylation preferentially impacts proteins on the membrane surface such as ligands and receptors. Notch receptors possess multiple epidermal growth factor-like (EGF) repeats in the extracellular domain that serve as sites for modification by *O*-linked glycans^73,74^. An *N*-acetylglucosamine (GlcNAc) residue can be attached to *O*-linked glycans on Notch by the β−1,3-N-acetylglucosaminyltransferase enzymes such as the Fringe (Fng) family^46,47^. Our results support the notion that the pulse of Notch activity in the trachea is mediated by glycosylation. Expression of several enzymes that contribute to protein glycosylation is modulated by glucose metabolism-regulated Yki signaling^75^ during larval-pupal transition (Supplementary Fig. 13). The regulation of Notch activity by glycosylation reinforces the functional interplay between glucose catabolism and cellular signaling and implicates metabolic reprogramming in Notch-dependent cell differentiation and specification.

In summary, the present study provides a resource that uncovers the cell type-specific molecular signatures and gene functions in the fly airway; it further provides mechanistic insights into Notch-dependent tubulogenesis as well as the pathological outcome of HSD in tubular organs. The glycosylation of the Notch receptor may induce an instructive perturbation of the transcription programs that underlie many metabolic diseases.

## Methods

### Fly husbandry

Flies were cultured on standard cornmeal and agar medium supplemented with standard (0.15 M sucrose) or a high amount of sugar (1 M sucrose)^76^. The culture temperature was 25 °C unless otherwise noted. Detailed information on strains used in this study is listed in Supplementary Table 1. Recipes for diets used are available on request.

### Immunostaining

Immunostaining of *Drosophila* trachea was performed as previously described^31^. Pupae were dissected in cold PBS and trachea were fixed in 4% formaldehyde. After several washes, the samples were permeabilized with 1% TritonX-100, blocked in 10% goat serum, and then incubated with primary antibodies followed by secondary antibodies conjugated to Alexa Fluor 488, 555, or 647. Samples were mounted in Vectashield medium (with DAPI). Images were captured with an LSM Zeiss 900 inverted confocal laser scanning microscope.

Primary antibodies: α-β-galactosidase (mouse, 1:100, Developmental Studies Hybridoma Bank, 1G9), α-Cut (mouse, 1:100, Developmental Studies Hybridoma Bank, 2B10), α-Ncad (mouse, 1:100, Developmental Studies Hybridoma Bank, DN-EX), α-Peb (mouse, 1:100, Developmental Studies Hybridoma Bank, 1G9), α-Delta (mouse, 1:100, Developmental Studies Hybridoma Bank, C594.9B), α-Serp (rabbit, 1:200, gift from Dr. Mark Krasnow), α-Kni (Guinea pig, 1:400), and α-Sal (rabbit, 1:200). Secondary antibodies: α-mouse Alexa Fluor®488 (goat, 1:200, Jackson ImmunoResearch, 115-545-003), α-rabbit Alexa Fluor®488 (goat, 1:200, Jackson ImmunoResearch, 111-545-003), α-mouse Cyanine Cy™3 (goat, 1:200, Jackson ImmunoResearch, 115-165-003), α-rabbit Cyanine Cy™3 (goat, 1:200, Jackson ImmunoResearch, 111-165-003) and α-mouse Alexa Fluor®647 (goat, 1:200, Jackson ImmunoResearch, 115-605-003).

### Live imaging of *Drosophila* trachea

White pupae of *Drosophila* (0 h APF) were briefly washed with PBS and mounted in halocarbon oil 700 (Sigma). Pupae were mixed well with oil, and positioned with forceps so that a single dorsal trunk of the trachea was up for optimal imaging of the Tr4 and Tr5 metameres. Then, pupae were immobilized by a 22×30 mm No.1.5 high precision coverslip spaced by vacuum grease. The time-lapse images were captured by an LSM Zeiss 900 inverted confocal laser scanner microscope with 405 nm, 488 nm, 561 nm, or 640 nm wavelength lasers.

### EdU cell proliferation assay

Pupae were dissected in cold PBS and the fat body and gut were carefully removed. The samples were incubated in 1X EdU solution for 30 min at room temperature and then fixed with 4% formaldehyde in PBS at room temperature for 30 min. The samples were washed with PBS for three times and permeabilized in PBS containing 1% Triton-X-100 for 1 h. Subsequently, the samples were incubated in 5% goat serum in PBS and then treated with Click-iT® reaction cocktail at room temperature for 30 min. After three times of wash, the samples were mounted in Vectashield medium for confocal imaging. Statistics analysis was performed using GraphPad Prism Version 9.5.1. Statistical significance was evaluated with an unpaired two-tailed *t*-test.

### Single-cell RNA-sequencing (scRNA-seq)

The *w*^1118^ flies were used to harvest tracheal cells. Briefly, 100 tracheae of 0 h APF pupae were dissected in cold Grace medium supplemented with 2.5% fly extract, 1 mM PMSF, and EDTA-free protease inhibitor cocktail (Roche) within 1 h and digested in 1 mg/ml Elastase (Sigma, #E0258) solution at 25 °C for 1 h. Dissociated cells were pelleted at 400 x *g* for 20 min, resuspended in PBS with 0.2% BSA, filtered with 70 mm filters (BD Falcon), and sorted using a FACS Aria III sorter (BD Biosciences). TC20 automated cell counter (BIO-RAD) was used to assess cell number and live/dead cell ratio. About 8000 live cells (ratio of live cells in the suspension >90%) were obtained for 10X genomics library preparation following the manufacturer’s manual. Briefly, single cells and GemCode Gel Beads were encapsulated into droplets by using the GemCode Single-Cell Platform, and within-droplet cell lysis and barcoded reverse transcription reaction were carried out, which generated ~100 ng of cDNA after 12 cycles of reverse transcription. Following standard library preparation, next-generation deep sequencing was then carried out on the Illumina X10 system (Novogene).

### Data pre-processing

Reads in fastq format were aligned to the reference genome *Drosophila melanogaster*.BDGP6.22 by cellranger-6.1.2 command cellranger count respectively. cellranger aggr was then utilized to perform batch effect correction and dataset aggregation. Raw 10X read counts matrices were loaded into ‘R’ 4.0.2 via Read10X() function of R package ‘Seurat’ v.4 and then converted to ‘Seurat objects’^77^. A filter of nFeature_RNA > 300 & nFeature_RNA < 4000 & nCount_RNA > 1000 & nCount_RNA < 20000 & percent.mt <10 was applied to all of three datasets to remove low-quality cells. SCTransform was used normalize and scale the raw UMI counts to generate the gene expression matrix for each cell. Essentially, a regularized negative binomial model was applied to fit gene expression with the whole scRNA-seq dataset, which minimizes the batch effect caused by differential sequencing depths of individual cells. The parameter ‘vars.to.regress’ was set to ‘percent.mt’ to avoid interference from mitochondrial genes.

### Seurat standard workflow

The Seurat standard workflow was applied to the filtered and normalized scRNA-seq datasets. The RunPCA() function was performed with default parameters to obtain expression matrices in a 50-dimension space, then a shared nearest neighbor (SNN) graph was constructed using the top 20 principal components (PCs) via the FindNeighbors() function. Unsupervised partitioning was generated by the Louvain algorithm via the FindClusters() function. A uniform manifold approximation projection of cell populations was generated using the RunUMAP() function based on top20 PCs to visualize cell populations^78^. Individual cell types were annotated according to marker genes. Non-tracheal cells were excluded in downstream analysis via the subset() function.

### Doublet detection

We utilized DoubletFinder v2.0.3 to identify suspicious doublets from scRNA-seq data^79^. The workflow is previously described^80^. The parameters were optimized by the internal function paramSweep_v3.

### Marker gene identification

The FindAllMarkers() and FindMarkers() functions built in the R package Seurat were utilized to identify markers (differentially expressed genes) for each cluster in a reference dataset with unsupervised clusters. Differential expression analysis was performed on genes with more than a 10% fraction difference by the Wilcoxon rank sum test. Genes whose expression level exceeded 0.5 log2 fold enrichment (1.4-fold change) were considered marker genes and were used to generate gene sets in the module scoring function and similarity computation. DESeq2 test was used to compare control and HSD groups. log2 fold enrichment >0.3 and *p*-value ≤ 0.01 was considered as significance.

$$\log 2 {{{\mbox{FoldChange}}}}={\log }_{2} \frac{{{{{\rm{{average}}}}}} \; {{{{{\rm{expression}}}}}} \; {{{{{\rm{in}}}}}} \; {{{{{\rm{group1}}}}}}}{{{{{{\rm{average}}}}}}\; {{{{{\rm{expression}}}}}} \;{{{{{\rm{in}}}}}}\; {{{{{\rm{group}}}}}}2}$$

### Pseudotime analysis

Pseudotime analysis was performed using R package monocle3. The Seurat object was imported into the monocle3 standard workflow. The raw count matrices were processed with the default parameters with the preprocess_cds() and reduce_dimension() functions. Then a graph over all stromal cells was constructed by reversed graph embedding to learn a trajectory via the learn_graph() function. Subsequently, order_cells() was called to order cells according to pseudotime. The pseudotime value was interpreted as the transcriptomic similarity between the target cell and PC.

### CellChat

Intercellular communication was inferred by the expression of ligands and receptors, using CellChat package^41^. When computing the communication strength between interacting cell groups, a communication filter was set with parameters min.cells = 10. Population communication with less than 10 cells was excluded.

### Gene ontology

The enrichGO() function in R package clusterProfiler recognized a list of marker genes from a given cell population and produced an enrich.go object^81^. The annotation was performed using org.Dm.eg.db 3.11.4. The enrich.go objects were visualized by dotplot() and barplot() in R package enrichplot.

### SCENIC

The SCENIC analysis was performed with standard workflow^82^. GENIE3 was utilized to infer the gene co-expression network. RcisTarget was called for the enrichment of transcription factor binding motifs. AUCell was used to compute the transcription factors activity area under the curve (AUC) of each cell in order to identify cells with active gene sets modulated by specific transcription factors (TFs). TFs activity matrix among different clusters was visualized by ComplexHeatmap::Heatmap() function^83^.

### RNA sequencing of tracheal progenitors

The L3 larvae, white pupae (0 h APF), or 2-h-APF pupae were dissected in cold PBS and a single cluster of progenitors from Tr5 metamere was subjected to RNA extraction using the RNeasy Micro Kit from Qiagen. The total RNA from each sample was used for sequencing library preparation. Three biological replicates were performed for each genotype or treatment. The SMART-Seq v4 Ultra-low input RNA Kit was used for first-strand and second-strand cDNA synthesis and double-stranded cDNA end repair. Double-stranded cDNAs were purified with the AMPure XP beads from Beckman Coulter, subjected to tagmentation, and ligated to adaptors. Finally, the libraries were generated by PCR enrichment of the adaptor-ligated DNA. The concentration and quality of the constructed sequencing libraries were measured by using the Agilent High Sensitivity DNA Kit and a Bioanalyzer 2100 from Agilent Technologies. The libraries were submitted to the Hiseq4000 sequencer with 150 bp paired-end mode.

RNA-seq data analysis was performed with the standard pipeline. The clean reads were mapped to the *Drosophila* genome sequence using Hisat2 with default parameters. The number of mapped reads was counted by featureCounts. Differential gene expression analysis was performed using the DESeq2 package. Adjusted *p*-value < 0.05 was used as the threshold to identify the differentially expressed genes. Gene ontology and KEGG pathway enrichment analyses for the differentially expressed genes were conducted using the Database for Annotation, Visualization, and Integrated Discovery (DAVID).

### *Gal80*^*ts*^ inactivation

The expression of btl-Gal4 was restricted by temperature-sensitive *tub-Gal80*^*ts*^. Larvae expressing *UAS-Notch*^*DN*^, *UAS-mmyRNAi*, *UAS-Tom*, *UAS-sal*, *UAS-kni*, *UAS-fngRNAi*, *UAS-O-fut1RNAi*, *tGPH*, *ex-lacZ*, *dad-GFP* were raised at 18 °C and then shifted to non-permissive temperature of 29 °C for 72 h. White pupae were collected for dissection and imaging.

### Detection of GlcNAcylation

Notch-GFP-expressing trachea from *n* = 150 ND/HSD-fed white pupae were lysed in 220 μl homogenization buffer (125 mM NaCl, 50 mM HEPES, 5% NP-40, 1% TritonX-100, 100 μM TMG, pH 7.9). 210 μl supernatant per sample was collected, of which 10 μl was reserved as loading control. Then, supernatants were incubated with UDP-GalNAz and Gal-T1 (Y289L) enzyme from the Click-it GlcNAc enzymatic labeling system (Thermo Fisher, #C33368). In the enzymatic reaction, Gal-T1 transfers the azide-modified galactose (GalNAz) from UDP-GalNAz to GlcNAc-modified proteins in the supernatant. Subsequently, the azide-modified products were labeled by biotin using a Click-it glycoprotein detection kit (Thermo Fisher, #C33372). Streptavidin magnetic beads (Thermo Fisher, #88816) were used to capture the biotin-labeled GlcNAcylated proteins. The loading control and biotin-bound GlcNAcylated proteins were separated by SDS/PAGE on 4–15% Bis-Tris gels and followed by immunoblot analysis. Primary antibody: α-GFP (rabbit, 1:2000, Invitrogen, #A-11122). Secondary antibody: HRP-conjugated α-rabbit (goat, 1:5000, Abcam, #ab6721).

### Detection of *O*-GlcNAc

ND/HSD-fed (*n* = 80) white pupae (w1118) were lysed in 80 μl homogenization buffer (1x PBS, 5% NP-40, 1% TritonX-100) with protease inhibitor (Roche). The supernatant was collected and then subjected to SDS/PAGE on 4–15% Bis-Tris gels followed by immunoblot analysis. Primary antibody: α-*O*-GlcNAc (CTD110.6, mouse, 1:1000, CST, #9875). Secondary antibody: HRP-conjugated α-mouse (rabbit, 1:5000, ABclonal).

### Immunoprecipitation

Protein extracts were prepared from *n* = 150 ND/HSD-fed white pupae expressing Notch-GFP with 300 μl homogenization buffer (1x PBS, 5% NP-40, 1% TritonX-100) containing protease inhibitor (Roche). 20 µl anti-GFP magnetic beads were added to the lysate. The samples were incubated at 4 °C for 16 h under gentle agitation. The beads were washed for at least three times. Finally, the proteins were eluted with 5 × SDS loading buffer for SDS/PAGE and followed by immunoblot analysis. Primary antibody: α-O-GlcNAc (CTD110.6) (mouse, 1:1000, CST, #9875) and α-GFP (rabbit, 1:2000, Invitrogen, #A-11122). Secondary antibody: HRP-conjugated α-mouse (rabbit, 1:5000, ABclonal) and HRP-conjugated α-rabbit (goat, 1:5000, Abcam, #ab6721).

### Lineage tracing

A *UAS-G-TRACE* stock (BDSC 28280) was crossed to *kni*-Gal4, *cut*-Gal4, or *esg*-Gal4 at 18 °C. The F1 progeny fed with ND/HSD were kept at 18 °C till 2nd instar and then shifted to non-permissive temperature (29 °C) to allow activation of the Gal4 for 2 days. The trachea from white pupae was dissected and fixed in 4% paraformaldehyde. After several washes, the trachea was permeabilized with 1% TritonX-100 and mounted in Vectashield (with DAPI). Images were captured by an LSM Zeiss 900 inverted confocal laser scanning microscope.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source data

## Data Availability

The authors declare that all data supporting the present study, including its supplementary information files, are available within this article. The SMART-Seq data (L3, 0 h APF, and 2 h APF) generated and analyzed in this study have been deposited in the NCBI database under accession number GSE184856. The single-cell RNA-sequencing data and the SMART-Seq data (control and *mmyRNAi*) generated and analyzed in this study have been deposited in the NCBI database under accession number GSE240777. Source data are provided in this paper.

## Code availability

All custom scripts are available on GitHub [https://github.com/Tianfeng-Lu/single-cell-atlas-of-fly-trachea] and Zenodo [10.5281/zenodo.10672045]^84^.

# Supplementary material for: A single-cell atlas of Drosophila trachea reveals glycosylation-mediated Notch signaling in cell fate specification
**Source:** Nat Commun. 2024 Mar 6;15:2019. doi: 10.1038/s41467-024-46455-w
**Supplement:** Supplementary file 1 — Supplementary Information

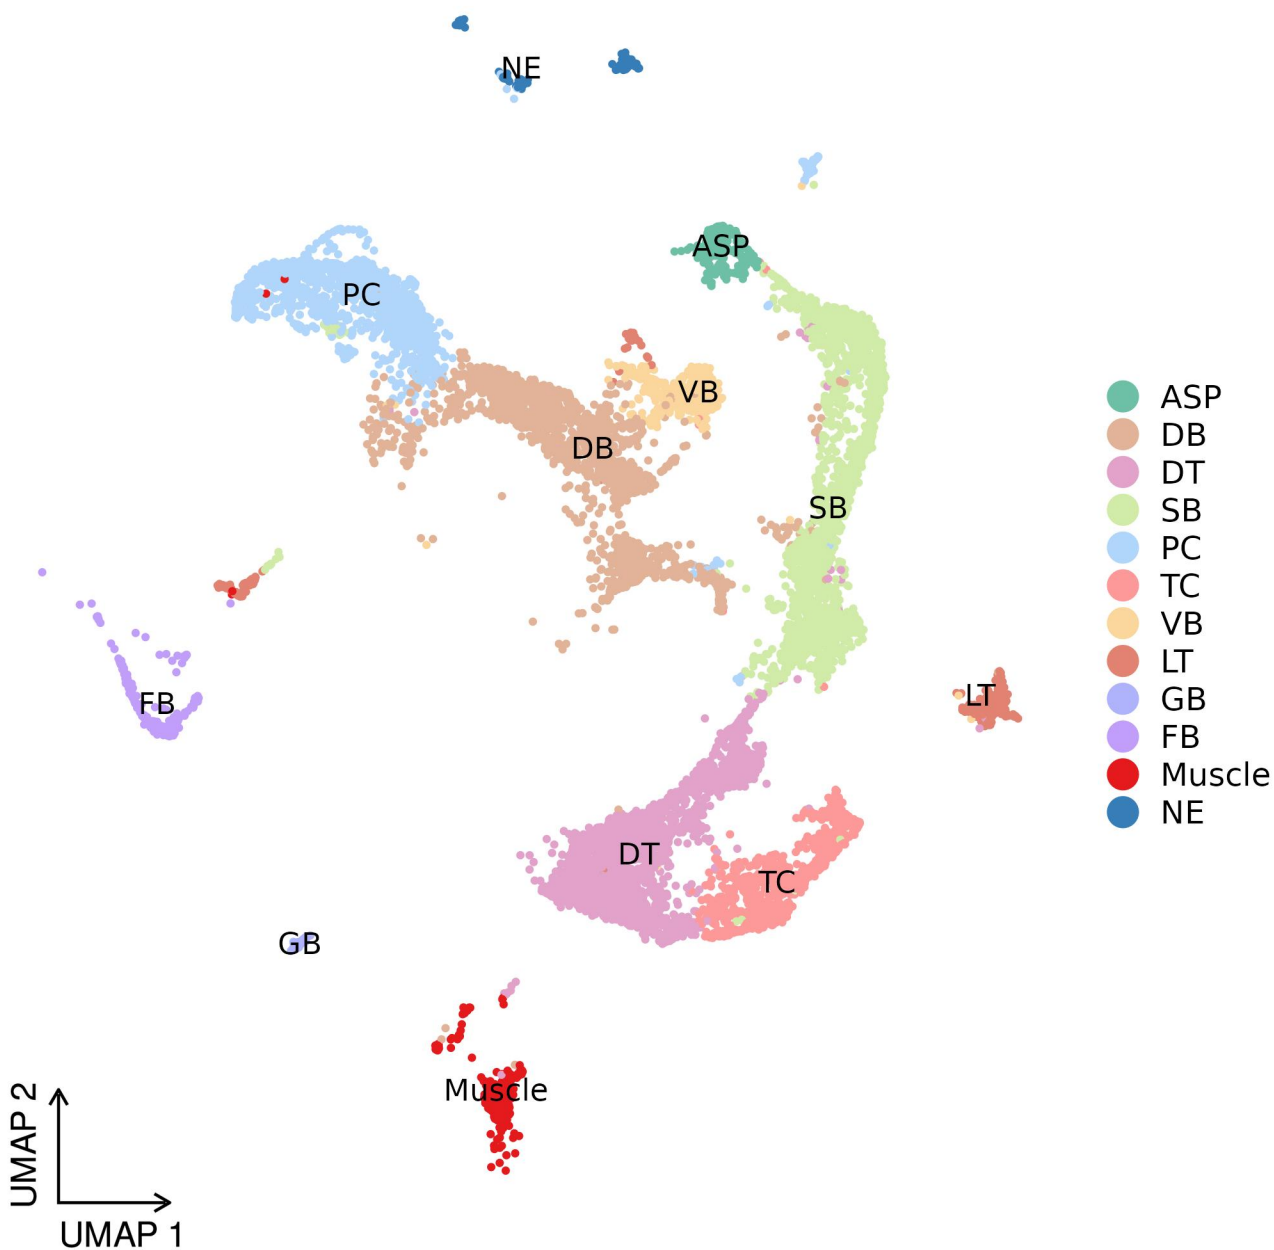

Supplementary Figure 1. A UMAP depicting annotated cell types. DT: dorsal trunk; DB: dorsal branch; TC: transverse connective; ASP: air sac primordium; VB: visceral branch; SB: spiracular branch; PC: progenitor cells; LT: lateral trunk; GB: ganglionic branches; NE: neuroendocrine cell; FB: fat body.

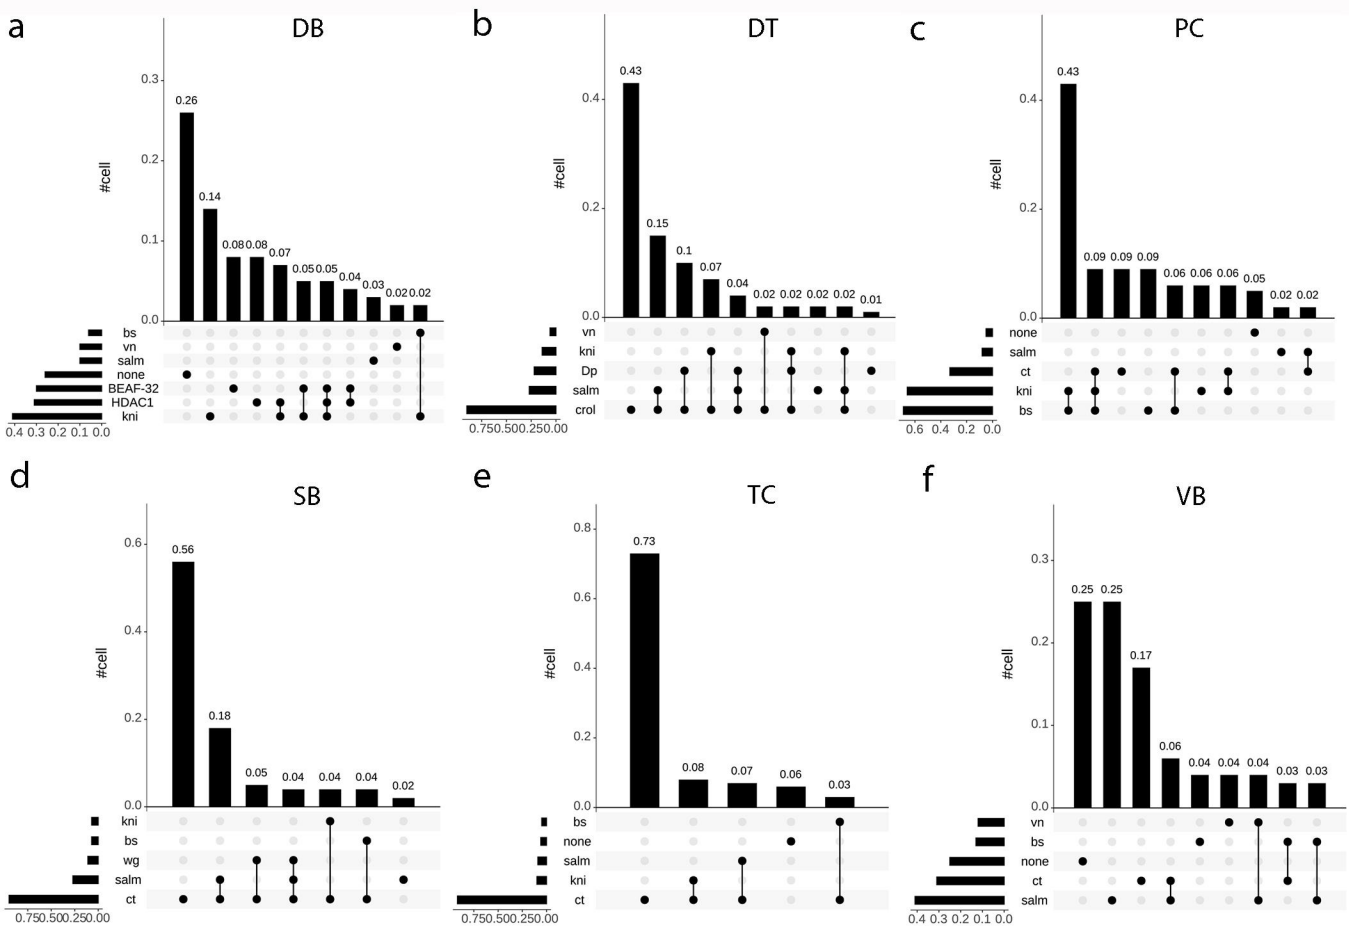

Supplementary Figure 2. Upset plots illustrating the expression of marker genes in each clusters. a, DB, b, DT, c, PC, d, SB, e, TC, f, VB.

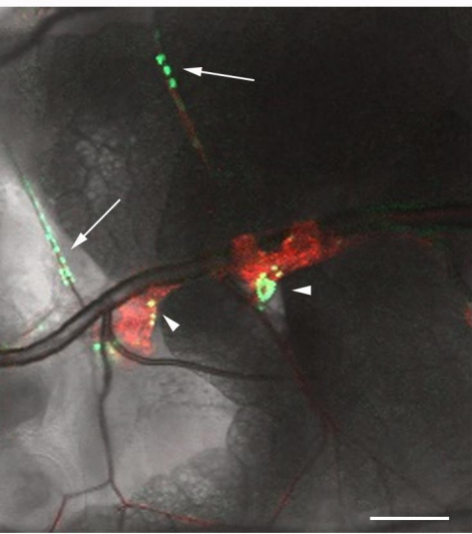

Supplementary Figure 3. Fucci fly illustrating the tracheal cells that are in mitotic cycle and are proliferation-competent. Arrows indicate DB. Arrowheads indicate PCs. Scale bar: 100 μm . Genotype: *btl-Gal4/+; P[B123]-RFP-moe/UAS-SG2M-Green*.

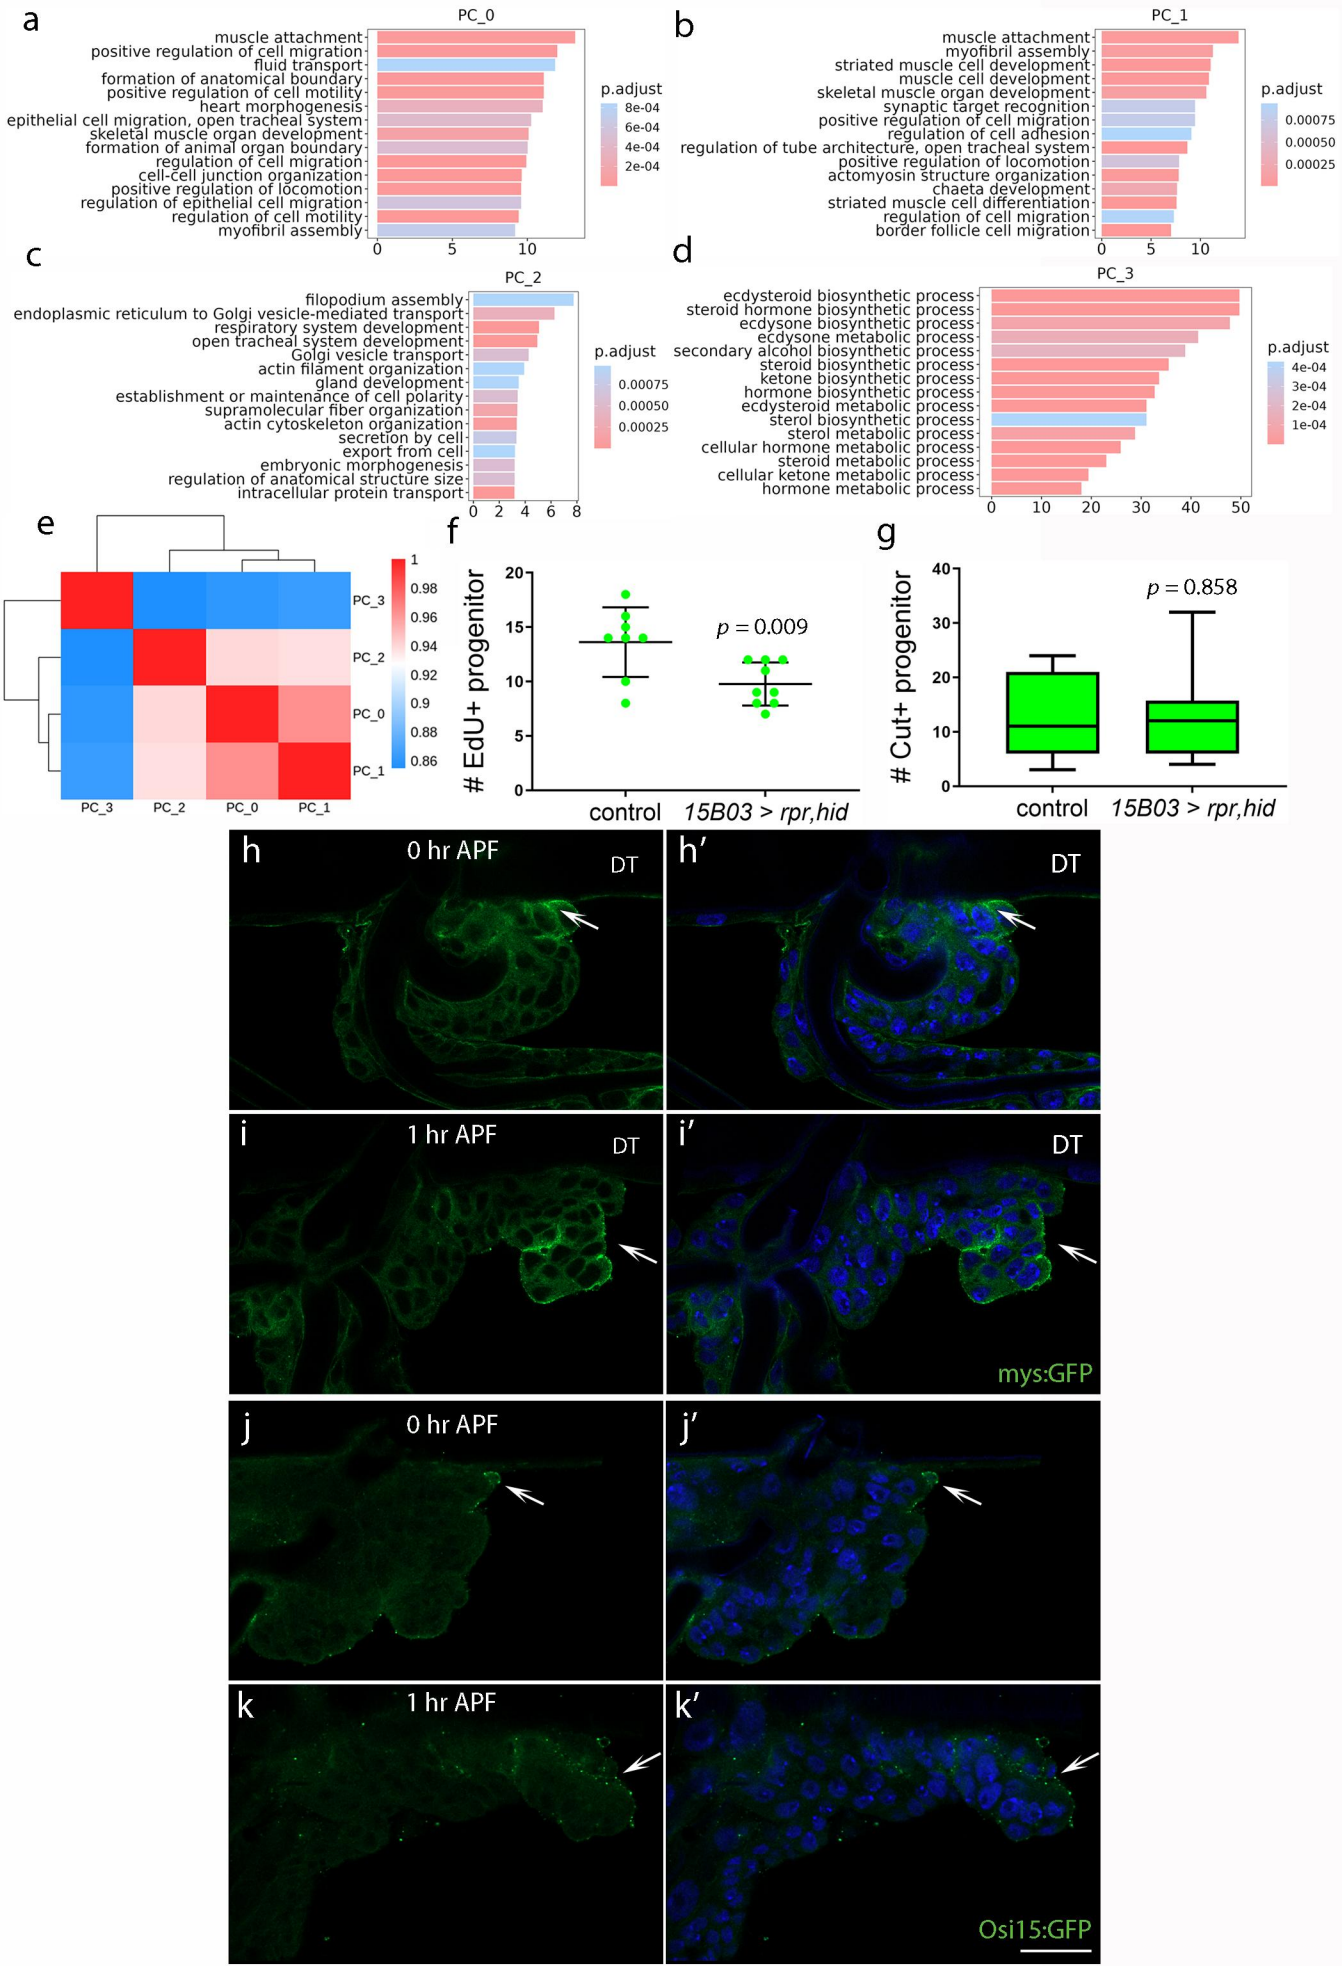

Supplementary Figure 4. Subpopulations of tracheal progenitors. **a-d**, Bar graph depicting functional clusters among the marker genes in subclusters of progenitors. **e**, Correlation heatmap representing strength of relationships between subclusters of PC. **f**, Scatter plot showing the number of incorporated EdU foci in tracheal progenitors of control (*tub-Gal80^{ts}/+*; *15B03-Gal4/+*) (*n* = 8) and muscle-perturbed flies (*UAS-rpr;hid/+*; *tub-Gal80^{ts}/+*; *15B03-Gal4/+*) (*n* = 9). Data are presented as mean values $\pm$ SD. **g**, Box plot represents the number of Cut⁺ progenitors in control (*tub-Gal80^{ts}/+*; *15B03-Gal4/+*) (*n* = 11) and muscle-perturbed flies (*UAS-rpr;hid/+*; *tub-Gal80^{ts}/+*; *15B03-Gal4/+*) (*n* = 14). Data are presented as median with minima and maxima. 25th–75th percentile (box) and 5th–95th percentile (whiskers). **f,g**, Unpaired two-tailed *t*-test was used for all statistical analyses. At least four biologically independent experiments were performed. No adjustments were made for multiple comparisons. **h-i'**, Expression of *mys:GFP* in trachea. DAPI (blue). **j-k'**, Expression of *Osi15:GFP* in trachea. DAPI (blue). **h-k'**, Scale bars: 30 μ m. Source data are provided as a Source Data file.

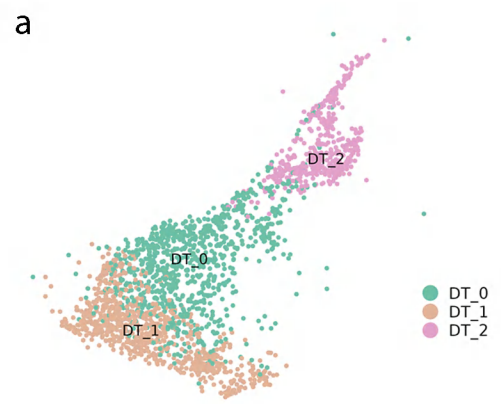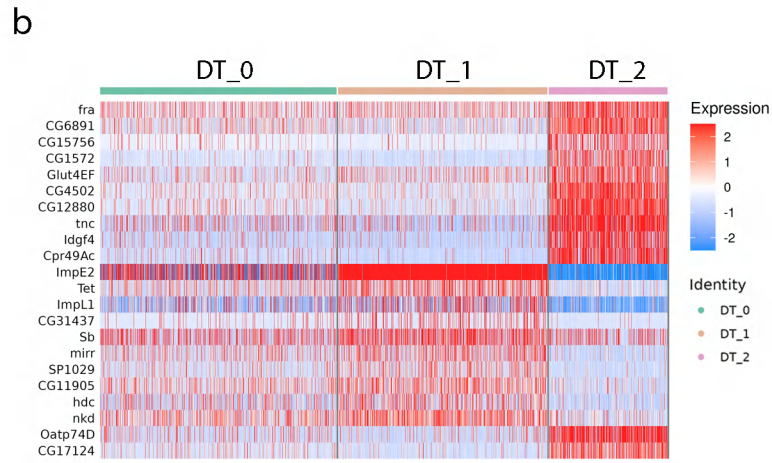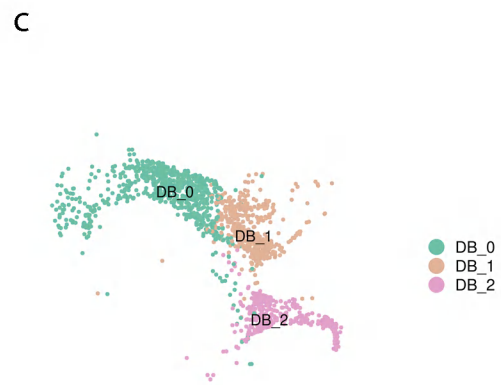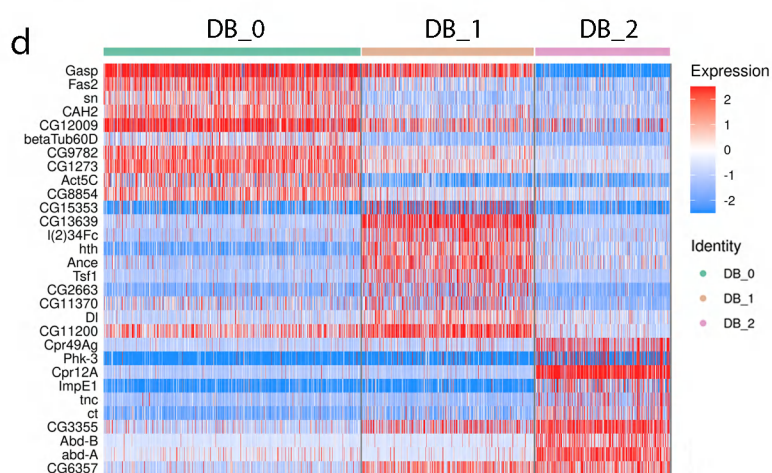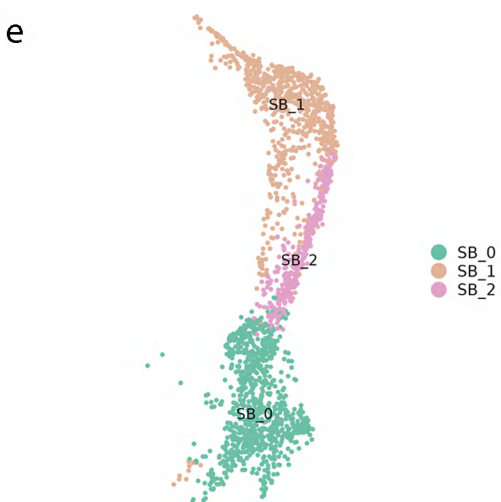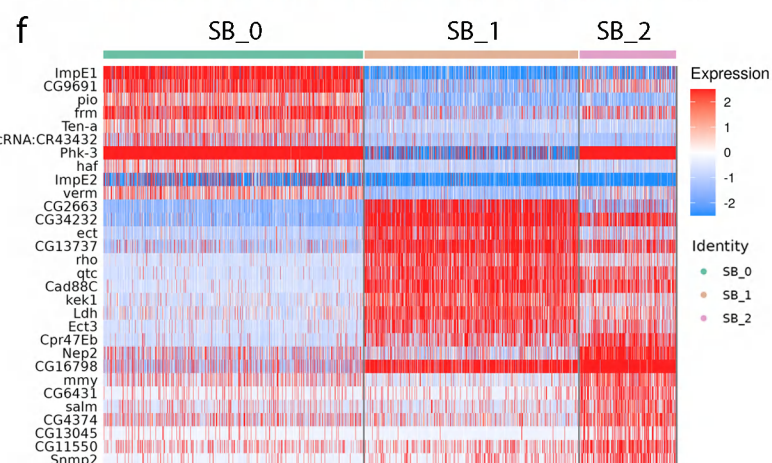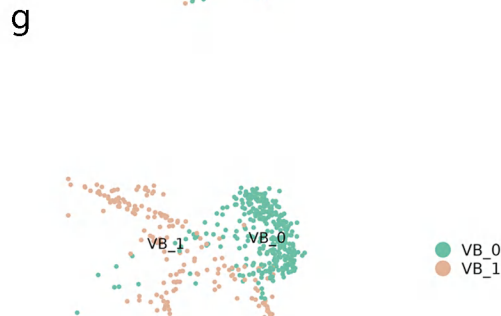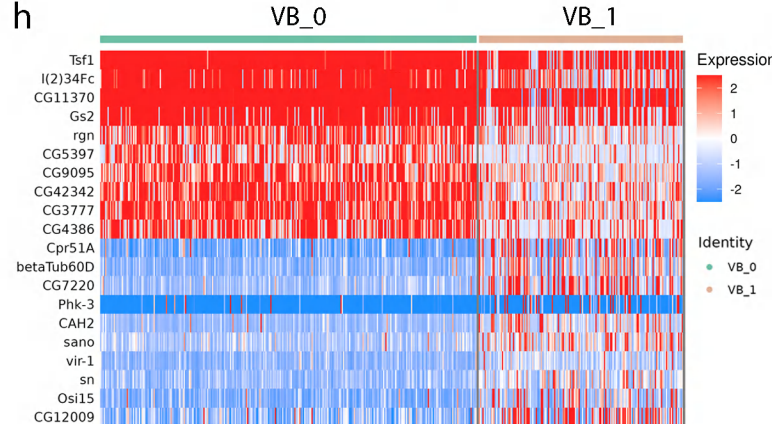

Supplementary Figure 5. Subclustering analysis of DT, DB, SB and VB. a,c,e,g, UMAP plot representing subclusters of DT (**a**), DB (**c**), SB (**e**) and VB (**g**) populations. **b,d,f,h**, Heatmap showing the expression of the unique genes for each subcluster in DT (**b**), DB (**d**), SB (**f**) and VB (**h**).

a

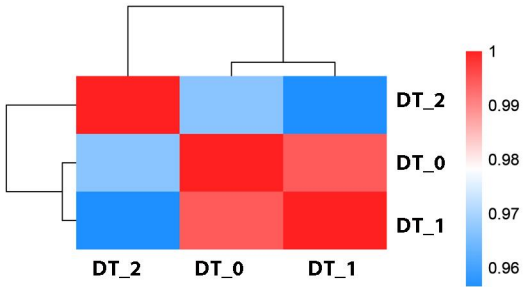

b

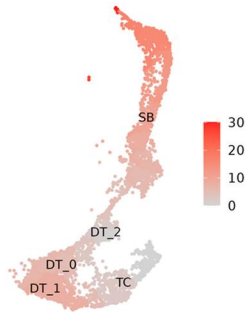

c

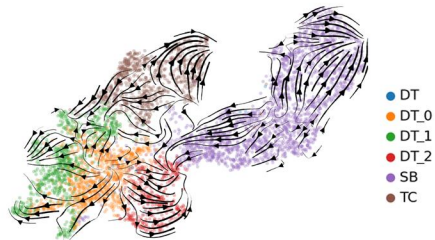

Supplementary Figure 6. Diversification of DT population. **a**, Correlation heatmap of DT subclusters. **b**, State of differentiation of DT, SB and TC cells. **c**, Cell maturation map of DT, SB and TC cells estimated by RNA velocity.

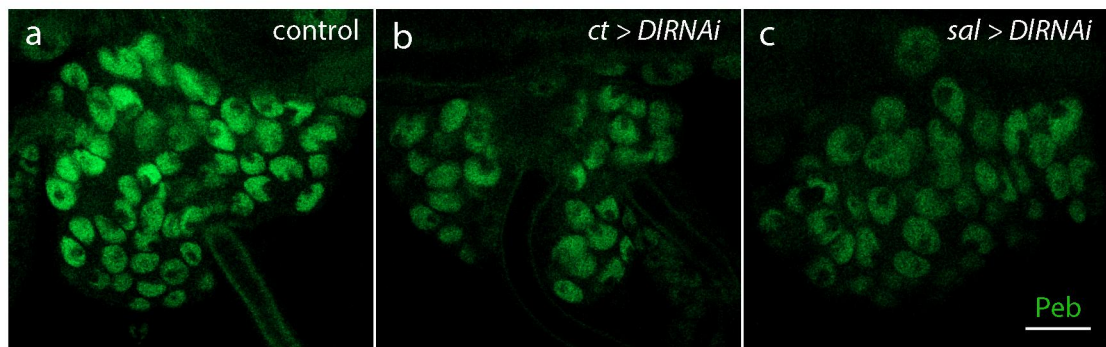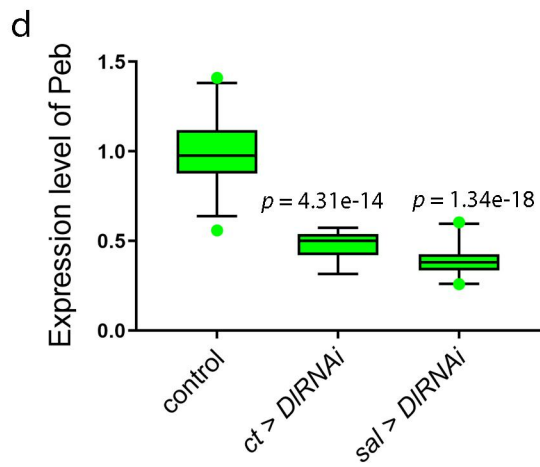

Supplementary Figure 7. Progenitors received Notch signals generated by multiple branches. **a-c**, Staining PC of control (**a**) or *DIRNAi* under the control of *ct-Gal4* (**b**) or *sal-Gal4* with α -Peb antibodies (**c**). Scale bars: 20 μ m (**a-c**). **d**, Box plot represents the expression levels of Peb in control (*UAS-DIRNAi/+*) ($n = 32$), *cut-Gal4*>*DIRNAi* flies (*ct-Gal4/+; UAS-DIRNAi/+*) ($n = 17$) or *sal-Gal4*>*DIRNAi* flies (*UAS-DIRNAi/+; sal-Gal4/+*) ($n = 21$). Data are presented as median with minima and maxima. 25th–75th percentile (box) and 5th–95th percentile (whiskers) as well as outliers are indicated in the box plots. More than six biologically independent experiments were performed. Unpaired two-tailed *t*-test was used for all statistical analyses. No adjustments were made for multiple comparisons. Source data are provided as a Source Data file.

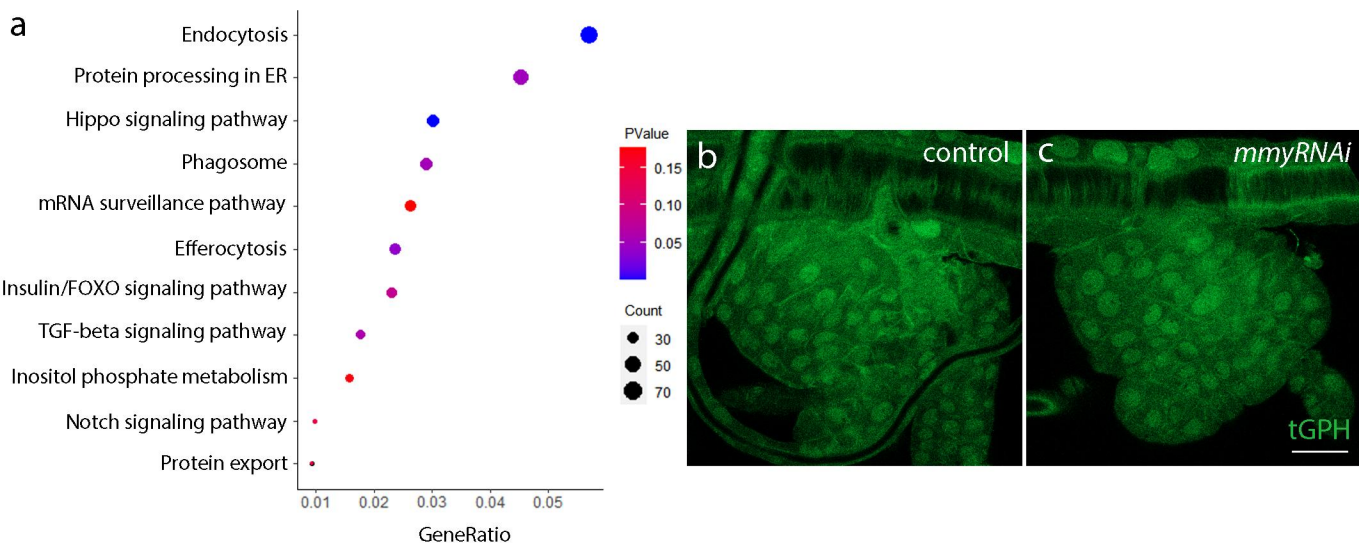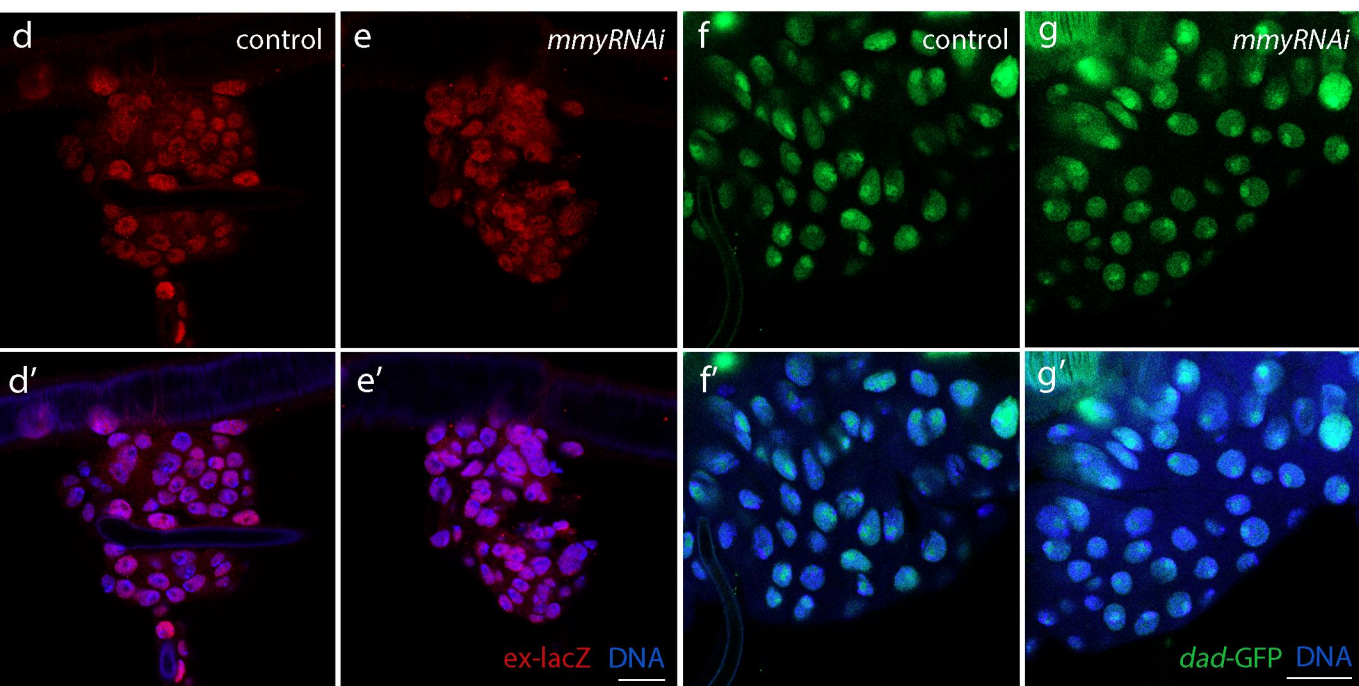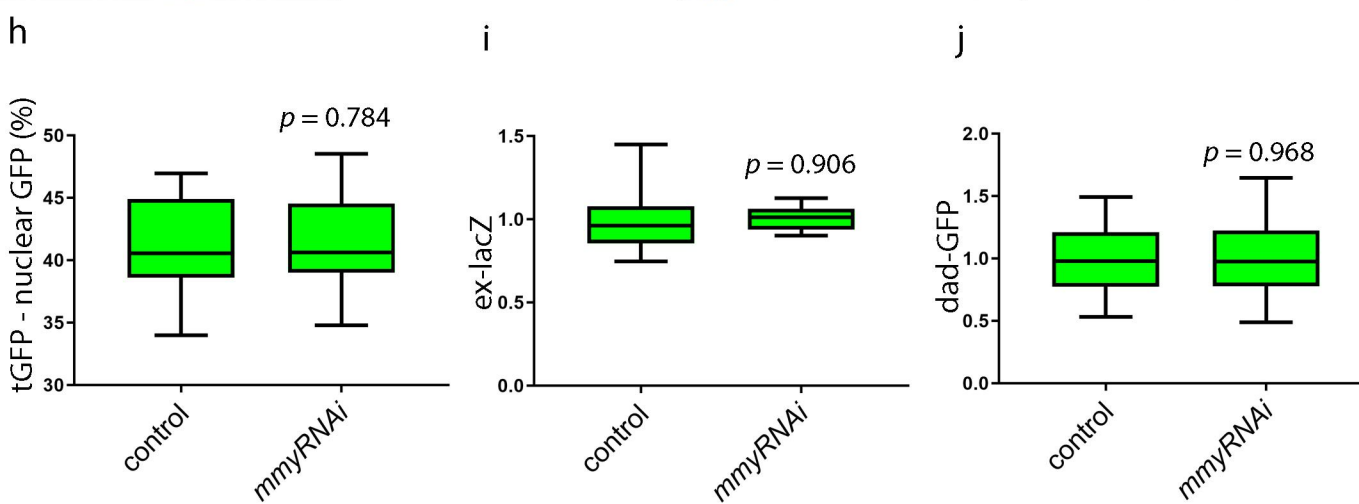

Supplementary Figure 8. Activity of Insulin, Hippo or Dpp/TGF- β signaling in *mmyRNAi* flies. **a**, GO analysis reveals top functional clusters among the differentially expressed genes (DEGs). **b-g'**, Insulin (**b,c**), Hippo (**d-e'**) or Dpp/TGF- β (**f-g'**) signaling pathways were not affected by expressing *mmyRNAi*. **h**, Box plot showing the ratio of nuclear GFP in control (*btl-Gal4/+; tub-Gal80^{ts}/tGPH*) ($n = 11$) and *mmyRNAi* flies (*btl-Gal4/UAS-mmyRNAi; tub-Gal80^{ts}/tGPH*) ($n = 14$). **i**, Box plot represents the expression of *ex-lacZ* in control (*ex-lacZ/+; btl-Gal4/tub-Gal80^{ts}*) ($n = 14$) and *mmyRNAi* flies (*ex-lacZ/UAS-mmyRNAi; btl-Gal4/tub-Gal80^{ts}*) ($n = 13$). **j**, Box plot showing the expression levels of *dad-GFP* in control (*btl-Gal4/+; dad-GFP/tub-Gal80^{ts}*) ($n = 14$) and *mmyRNAi* flies (*btl-Gal4/UAS-mmyRNAi; dad-GFP/tub-Gal80^{ts}*) ($n = 10$). **h-j**, Data are presented as median with minima and maxima. 25th–75th percentile (box) and 5th–95th percentile (whiskers) as well as outliers are indicated in the box plots. More than four biologically independent experiments were performed. Unpaired two-tailed *t*-test was used for all statistical analyses. No adjustments were made for multiple comparisons. Scale bars: 20 μm (**b-g'**). Source data are provided as a Source Data file.

Supplementary Figure 9. Quantification of N activity, cell proliferation, cell death in *mmyRNAi* flies. **a-d**, Bar graph represents the quantification of NRE-GFP reporter in both PC (**a,c**) and DB (**b,d**) cells of control (*Su(H)-NRE-GFP/tub-Gal80^{ts}*) (*n* = 18), *mmyRNAi* flies (*btl-Gal4/UAS-mmyRNAi; Su(H)-NRE-GFP/tub-Gal80^{ts}*) (*n* = 6), *fngRNAi* flies (*btl-Gal4/UAS-fngRNAi; Su(H)-NRE-GFP/tub-Gal80^{ts}*) (*n* = 6) and *O-fut1RNAi* flies (*btl-Gal4/UAS-O-fut1RNAi; Su(H)-NRE-GFP/tub-Gal80^{ts}*) (*n* = 6). Data are presented as mean values $\pm$ SD. **e,f**, Staining tracheal progenitors with cleaved Caspase3 antibody in control (**e**) or *mmyRNAi* (**f**) flies. Scale bars: 30 μ m (**e,f**). **g**, Box plot showing the number of EdU incorporation in the Tr4 tracheal progenitors of control (*btl-Gal4/+; tub-Gal80^{ts}/+*) (*n* = 17) and *mmyRNAi* (*btl-Gal4/UAS-mmyRNAi; tub-Gal80^{ts}/+*) (*n* = 18) flies. Data are presented as median with minima and maxima. 25th–75th percentile (box) and 5th–95th percentile (whiskers) as well as outliers are indicated in the box plots. **a-d, g**, More than three biologically independent experiments were performed. Unpaired two-tailed *t*-test was used for all statistical analyses. No adjustments were made for multiple comparisons. Source data are provided as a Source Data file.

InR-SPARK

Akt-SPARK

ND

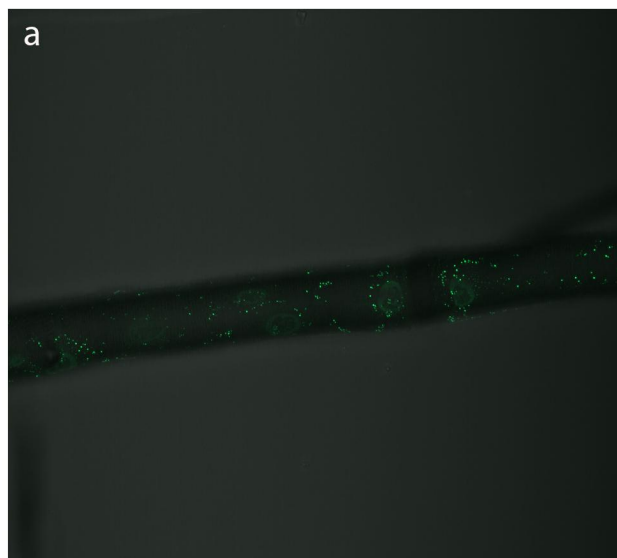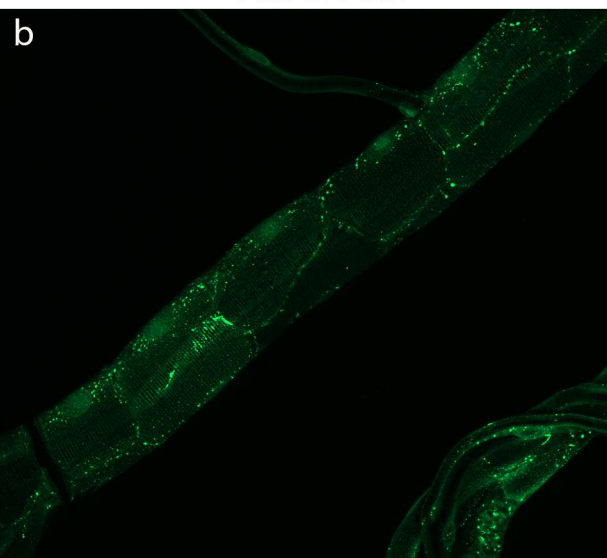

HSD

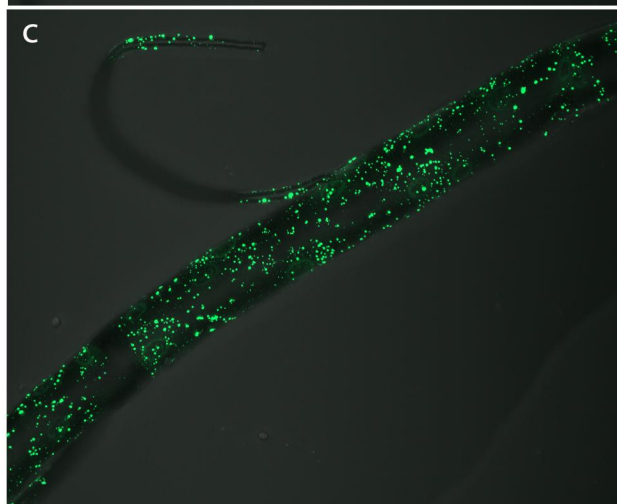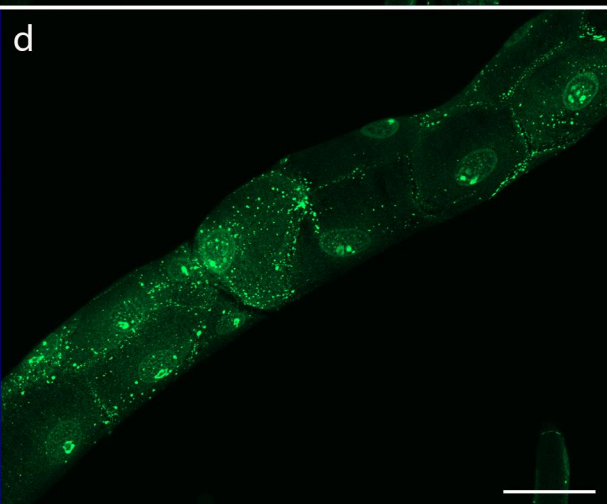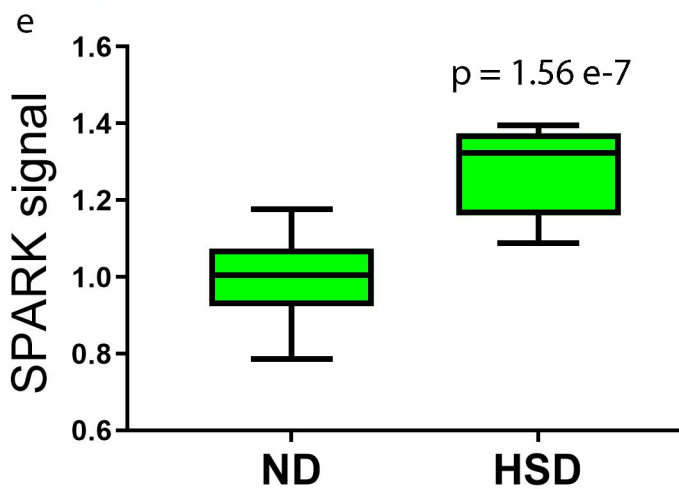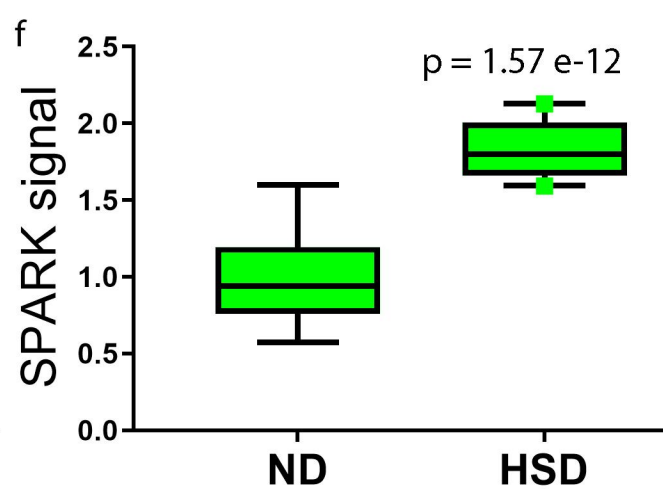

Supplementary Figure 10. Activation of insulin signaling in trachea cells under high sugar condition. **a-d**, Expression of InR-SPARK (*btl-Gal4/+; UAS-InR-SPARK/+*) (**a,c**) and Akt-SPARK (*btl-Gal4/+; UAS-Akt-SPARK/+*) (**b,d**) reporters under ND (**a,b**) or HSD (**c,d**). The number and size of GFP droplets represent signal activation. Scale bars: 50 μ m. **e**, Box plot represents the relative signals of InR-SPARK under ND ($n = 15$) or HSD ($n = 19$). **f**, Box plot showing the relative signals of Akt-SPARK under ND ($n = 16$) or HSD ($n = 21$). **e,f**, Data are presented as median with minima and maxima. 25th–75th percentile (box) and 5th–95th percentile (whiskers) as well as outliers are indicated in the box plots. More than three biologically independent experiments were performed. Unpaired two-tailed *t*-test was used for all statistical analyses. No adjustments were made for multiple comparisons. Source data are provided as a Source Data file.

a

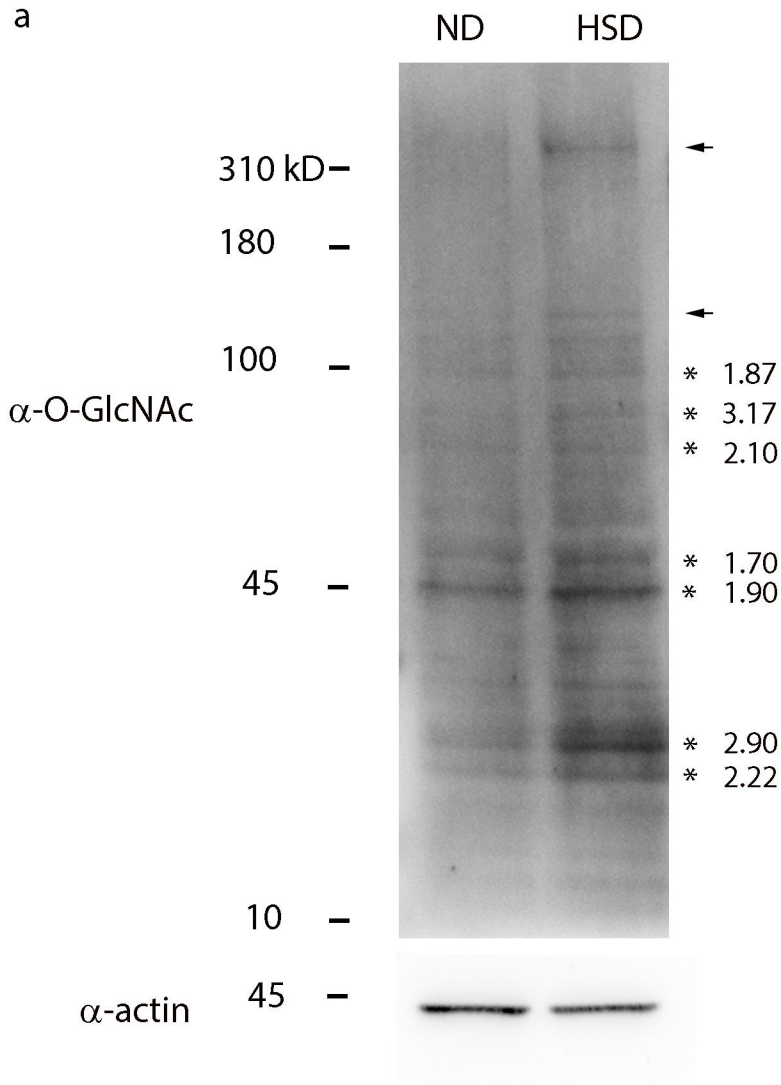

b

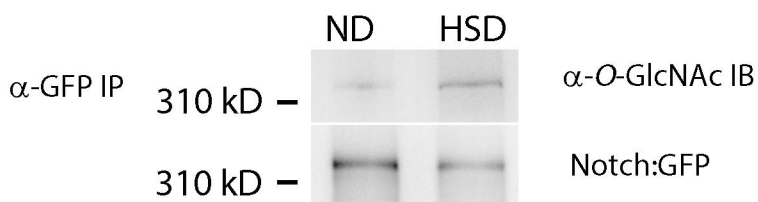

Supplementary Figure 11. *O*-GlcNAcylated proteins from *Drosophila* trachea in ND or HSD. **a**, Western blot analysis of protein extracts with antibodies against *O*-GlcNAc or Actin. Arrows point to the bands that were detected in HSD group but not in ND. Asterisks indicate protein bands that were enhanced in HSD. The fold change relative to ND group was normalized to actin. **b**, *O*-GlcNAcylated Notch protein in ND and HSD flies. Notch:GFP protein were precipitated by α -GFP antibodies. The level of *O*-GlcNAc associated Notch was measured by Western blot with α -*O*-GlcNAc. Source data are provided as a Source Data file.

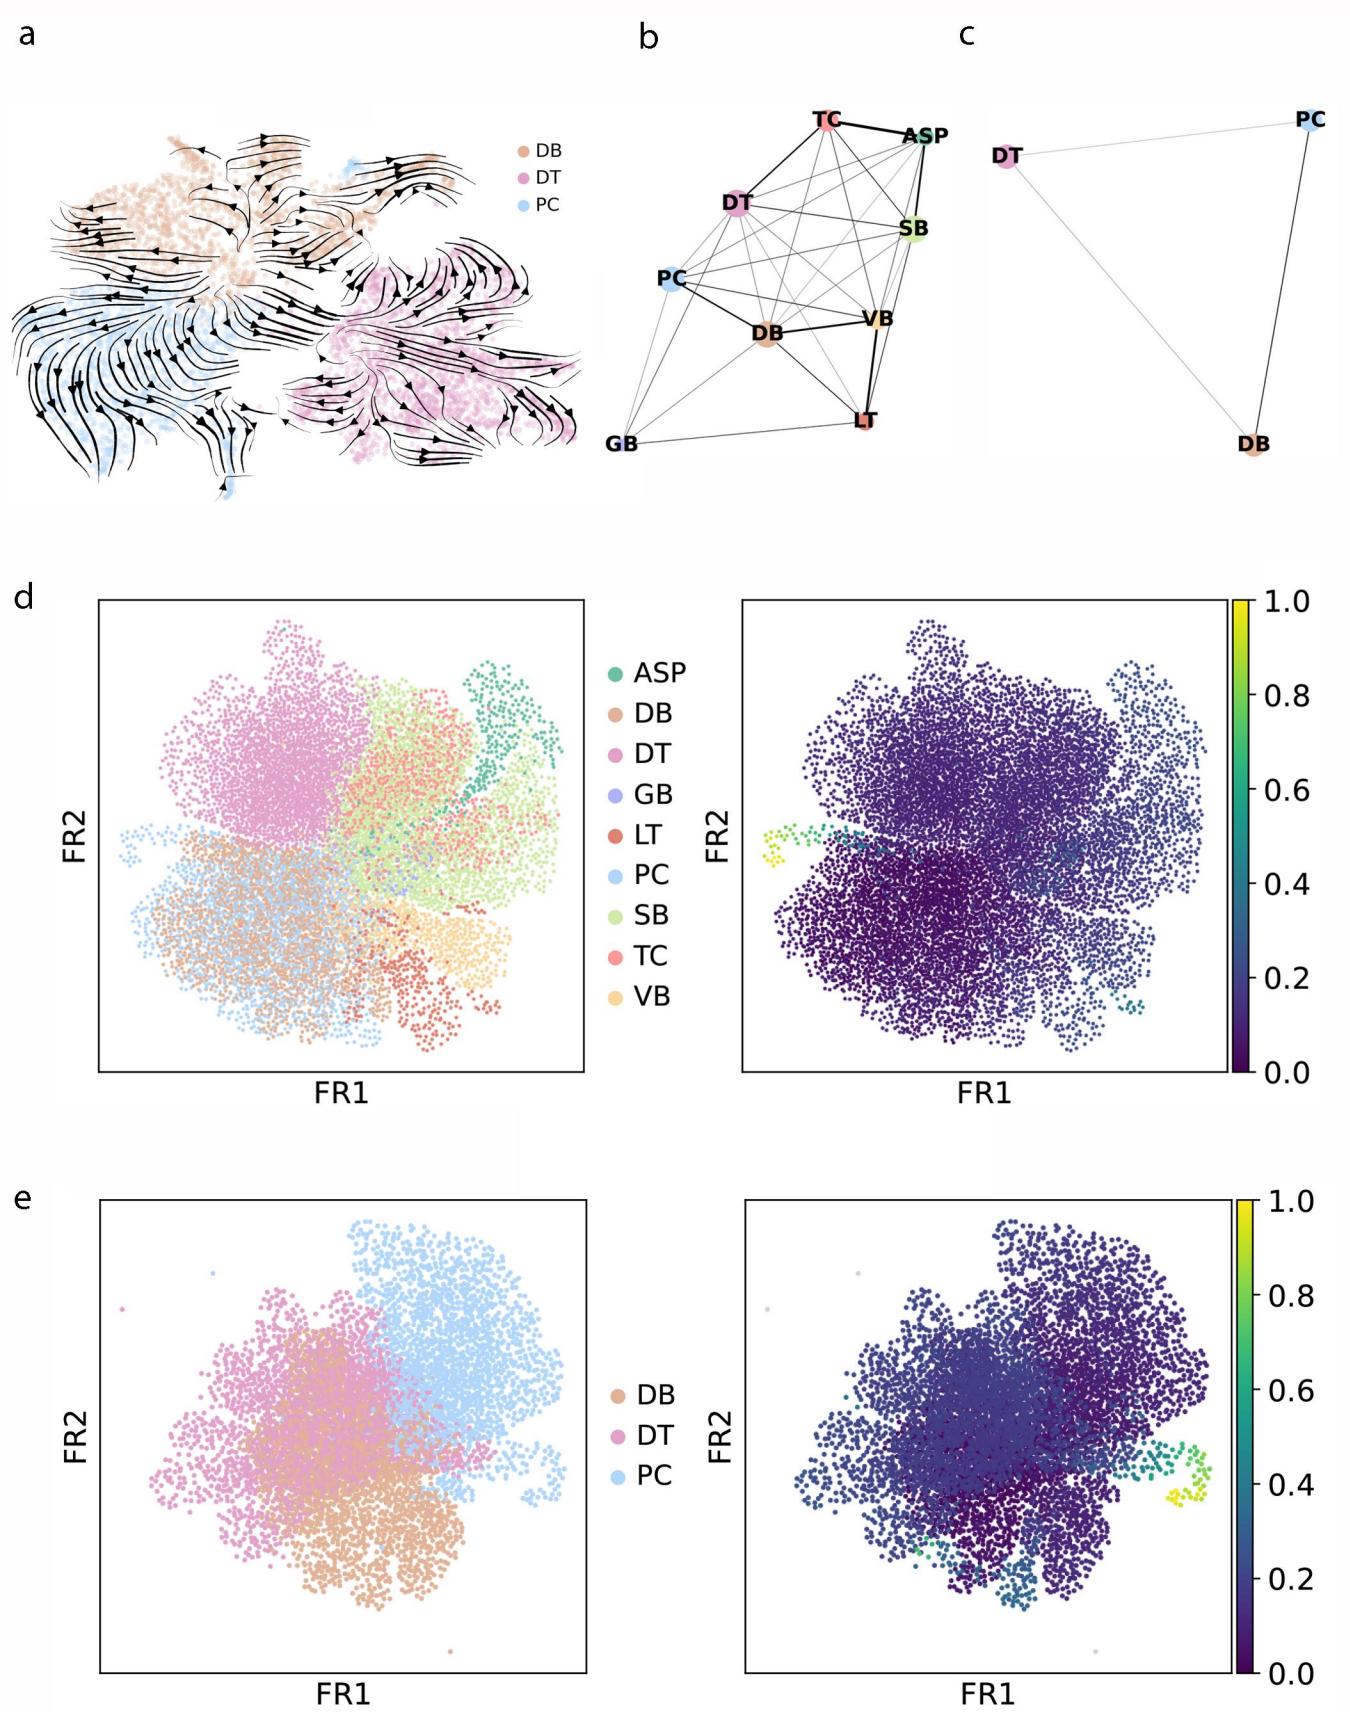

Supplementary Figure 12. Trajectory inference of tracheoblasts. **a**, Diagram showing cell maturation between PC, DB and DT as estimated by RNA velocity. **b**, Network diagram showing cell conversion of tracheoblasts. **c**, Cell differentiation between PC, DB and DT cells. **d**, Cell maturation of tracheoblasts inferred by PAGA. **e**, Differentiation status of PC, DB and DT cells.

a

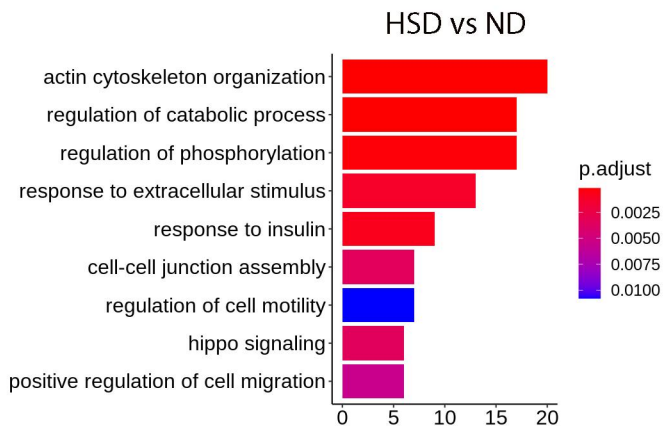

b

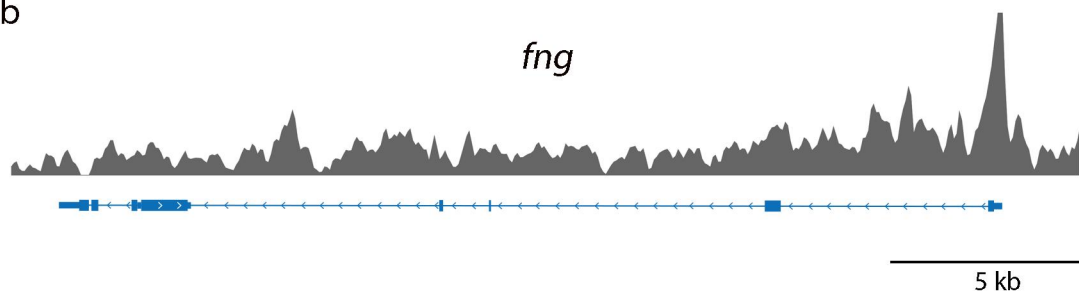

c

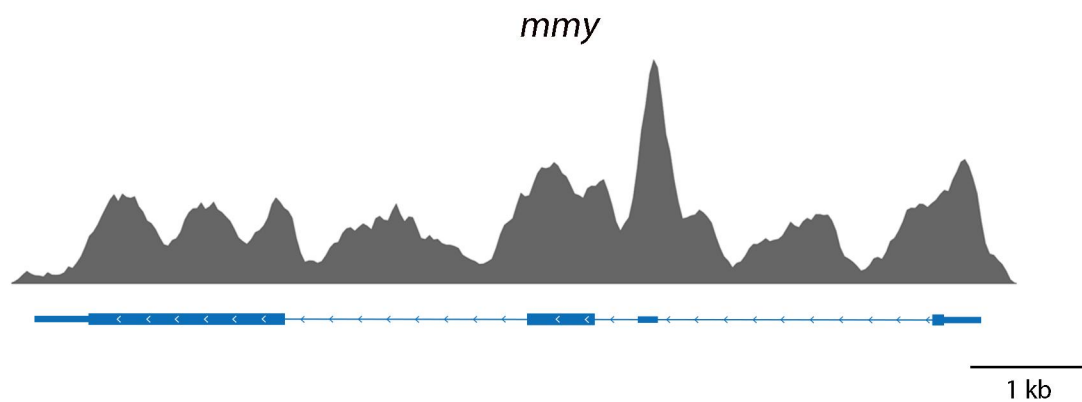

Supplementary Figure 13. Targets of Yki signaling participate in glycosylation in *Drosophila trachea*. **a**, Enriched functional clusters in tracheal progenitors between ND and HSD groups. HSD affects Hippo-Yki signaling pathway in progenitors. **b,c**, ChIP-seq peaks at loci of *fng* (**b**) and *myo* (**c**). Scale bars: 5kb (**b**), 1kb (**c**).

.

Supplementary Table 1

Reagent or Resource	Source	Identifier
**Experimental Models:<br>Organisms/Strains**		
<i>D. melanogaster. btl-Gal4</i>	7	
<i>D. melanogaster. btl-RFP-moe</i>	32	
<i>D. melanogaster. kni-Gal4</i>	83	
<i>D. melanogaster. esg-Gal4</i>	43	
<i>D. melanogaster. ct-Gal4</i>	19	
<i>D. melanogaster. UAS-mmyRNAi</i>	Vienna Drosophila RNAi Center	VDRC: 105829
<i>D. melanogaster. UAS-bru2RNAi</i>	Bloomington Drosophila Stock Center	BDSC: 50631
<i>D. melanogaster. UAS-sal</i>	Bloomington Drosophila Stock Center	BDSC: 29715
<i>D. melanogaster. sal-Gal4</i>	Tsinghua Stock Center	TB00012
<i>D.melanogaster. Su(H)-NRE-GFP</i>	Bloomington Drosophila Stock Center	BDSC: 30728
<i>D.melanogaster. bs-GFP</i>	Bloomington Drosophila Stock Center	BDSC: 93568
<i>D. melanogaster. UAS-Tom</i>	Bloomington Drosophila Stock Center	BDSC: 26685
<i>D. melanogaster. G-trace</i>	Bloomington Drosophila Stock Center	BDSC:28280
<i>D. melanogaster. UAS-expRNAi</i>	Tsinghua Stock Center	THU1661
<i>D. melanogaster. UAS-ctRNAi</i>	Tsinghua Stock Center	THU5930
<i>D. melanogaster. UAS-kniRNAi</i>	Tsinghua Stock Center	THU3692
<i>D. melanogaster. UAS-mirrRNAi</i>	Tsinghua Stock Center	THU2284
<i>D. melanogaster. UAS-wunRNAi</i>	Tsinghua Stock Center	THU0875
<i>D. melanogaster. UAS-fngRNAi</i>	Tsinghua Stock Center	TH201500423.S
<i>D. melanogaster. UAS-DIRNAi</i>	Vienna Drosophila RNAi Center	VDRC: 27187
<i>D. melanogaster. ex-lacZ</i>	84	
<i>D. melanogaster. dad-GFP</i>	85	
<i>D. melanogaster. UAS-O-fut1RNAi</i>	Tsinghua Stock Center	TH201501129.S
<i>D. melanogaster. UAS-Notch^{DN}</i>	43	

<i>D. melanogaster. mys:GFP</i>	Vienna Drosophila RNAi Center	VDRC: 318282
<i>D. melanogaster. Osi15:GFP</i>	Bloomington Drosophila Stock Center	BDSC:35881
**Antibody/Kit**		
**anti-β-galactosidase**	Developmental Studies Hybridoma Bank	40-1a
**anti-Peb**	Developmental Studies Hybridoma Bank	1G9
**anti-Cut**	Developmental Studies Hybridoma Bank	2B10
**anti-Delta**	Developmental Studies Hybridoma Bank	C594.9B
**anti-Serp**	86	
**anti-kni**	19	
**anti-Sal**	19	
**anti-GFP**	Invitrogen	#A11122
**HRP-conjugated α-rabbit**	Abcam	#ab6721
**HRP-conjugated α-mouse**	ABclonal	#AS094
**Streptavidin magnetic beads**	Thermo Fisher	#88816
**anti-GFP magnetic beads**	Cell Signaling Technology	#67090
**CTD110.6**	Cell Signaling Technology	#9875
**Click-iT® EdU Imaging Kits**	Invitrogen	#C10337
**Click-iT™ O-GlcNAc enzymatic labeling system**	Invitrogen	#C33368
**Click-iT™ glycoprotein detection kit**	Invitrogen	#C33372
**SMART-Seq v4**	Takara Bio	
**RNeasy Micro Kit**	Qiagen	#74004
**Software and Algorithms**		
**ZEN (blue edition)**	Carl Zeiss	N/A
**CytoScape (v3.10.0)**	Cytoscape Team	https://cytoscape.org/
**ImageJ**	NIH	https://imagej.net
**GraphPad Prism (v9.5.1)**	GraphPad Software	https://www.graphpad.com/scientific-software/prism/
**Hisat2**		https://ccb.jhu.edu/software/hisat2
**DESeq2**	Bioconductor	https://bioconductor.org/
**Homer**		https://homer.ucsd.edu/homer/
**pyGenomeTracks**		https://pygenometracks.readthedocs.io/

# Supplementary material for: A single-cell atlas of Drosophila trachea reveals glycosylation-mediated Notch signaling in cell fate specification
**Source:** Nat Commun. 2024 Mar 6;15:2019. doi: 10.1038/s41467-024-46455-w
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

- Confocal images were collected using Zen 3.1 (blue edition) software.
- Samples for SMART-seq was sequenced by HiSeq4000 instrument.
- Samples (L3, 0hr APF and 2hr APF) for SMART-seq was sequenced by Illumina NovaSeq 6000 instrument.
- Samples for scRNA-seq was sequenced by Illumina NovaSeq 6000 instrument.

Data analysis

- Image analysis was done using ImageJ (v1.53n) <https://imagej.nih.gov/ij/>.
- Statistic analysis was performed by GraphPad Prism 9 (v9.5.1) for Windows <https://www.graphpad.com/scientific-software/prism/>.
- The clean reads of SMART-seq data were mapped to the Drosophila genome sequence using Hisat2 with default parameters.
- The number of mapped reads were counted by featureCounts.
- Differential gene expression analysis was performed using the DESeq2 package <https://bioconductor.org/>.
- Gene ontology and KEGG pathway enrichment analyses for the differentially expressed genes were conducted using the Database DAVID <https://david.ncifcrf.gov/> and PANTHER (v18.0) <http://www.pantherdb.org/>.
- Motif analysis was done with Homer (v4.11) <https://homer.ucsd.edu/homer/>.
- Peaks were called using macs2 callpeak 64 and plotted using pyGenomeTracks (v3.6) <https://pygenometracks.readthedocs.io/>.
- Cellranger was utilized to align reads of scRNA-seq to the reference genome Drosophila melanogaster and to perform batch effect correction and dataset aggregation <https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger>.
- The Seurat standard workflow was applied to the filtered and normalized scRNA-seq datasets <https://satijalab.org/seurat/>.
- Pseudotime analysis was performed using R package monocle3 <https://cole-trapnell-lab.github.io/monocle3/>.
- CellChat was used to perform intercellular communication <http://www.cellchat.org/>.
- SCENIC was performed to characterize the enriched regulons <https://scenic.aertslab.org/>.
- All custom scripts are available at <https://github.com/Tianfeng-Lu/single-cell-atlas-of-fly-trachea>.
- The DOI for the Github repository is <https://doi.org/10.5281/zenodo.10672045>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated or analysed during this study are included in this published article (and its supplementary information files). The SMART-Seq data (L3, 0hr APF and 2hr APF) generated and analyzed in this study have been deposited in the NCBI database under accession number GSE184856 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184856>]. The single-cell RNA sequencing data and the SMART-Seq data (control and mmyRNAi) generated and analyzed in this study have been deposited in the NCBI database under accession number GSE240777 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE240777>]. The databases/datasets used in the study: Drosophila genome (dm6) https://www.ncbi.nlm.nih.gov/assembly/GCF_000001215.4/

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

The sample size was determined by our preliminary experiment.

- More than 3 white pupae were used for migration experiment, EdU cell proliferation assay, and most immunofluorescence staining. According to our preliminary experiments, 3 is the minimal sample size to obtain convincing and statistically significant conclusions.
- To minimize the sample variation between different individuals, clusters of tracheal progenitors were collected from two L3 or pupae that were at the same developmental stage.
- Our preliminary results revealed that the sample size needs to be larger than 50, which grants sufficient yield for next generation sequencing.
- The size number of GlcNAcylation detection is 150 for each sample. According to our preliminary experiments, smaller sample size may not be sufficient to obtain clear and sharp bands.
- The size number of O-GlcNAc detection is 80 for each sample. our preliminary experiments show that smaller sample size may lead to blurry or even undetectable bands.
- The size number of Immunoprecipitation is 150 for each sample. The sample size was chosen based on our preliminary experiments to obtain enough protein of interest for the following SDS-PAGE.

Data exclusions

None.

Replication

At least 3 independent biological replicates were performed successfully for most experiments.

Randomization

Animals were allocated to each experimental group randomly for all experiments.

Blinding

Image qualifications were performed blindly. For most experiments, blinding is not possible during sample collection as genotypes of flies

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

- anti- β -galactosidase (mouse) (1:100) (Developmental Studies Hybridoma Bank, 40-1a)
- anti-Peb (mouse) (1:100) (Developmental Studies Hybridoma Bank, 1G9)
- anti-Cut (mouse) (1:100) (Developmental Studies Hybridoma Bank, 2B10)
- anti-Delta (mouse) (1:100) (Developmental Studies Hybridoma Bank, C594.9B)
- anti-Serp (rabbit) (1:200) (Luschnig, S., 2006)
- anti-Kni (guinea pig) (1:400) (Rao, P. R., 2015)
- anti-Sal (rabbit) (1:200) (Rao, P. R., 2015)
- anti-GFP (rabbit) (1:2000) (Invitrogen, #A-11122)
- anti-O-GlcNAc (mouse) (1:1000) (CST, #9875)
- HRP-conjugated α -mouse (rabbit) (1:5000) (ABclonal, #AS094)
- HRP-conjugated α -rabbit (goat) (1:5000) (Abcam, #ab6721)

Validation

All antibodies used in the study have been validated by the manufacturers or original authors:

- anti- β -galactosidase is validated by Developmental Studies Hybridoma Bank (Yang, Y., 2024)
- anti-Peb is validated by Developmental Studies Hybridoma Bank (Ramesh, P., 2021)
- anti-Cut is validated by Developmental Studies Hybridoma Bank (Zhang, Y., 2023)
- anti-Delta is validated by Developmental Studies Hybridoma Bank (Bellec, K., 2021)
- anti-Serp (Luschnig, S., 2006)
- anti-Kni (Rao, P. R., 2015)
- anti-Sal (Rao, P. R., 2015)
- anti-GFP is validated by Invitrogen (Fankhaenel M., 2023)
- anti-O-GlcNAc s validated by Cell Signaling Technology (Lu P., 2023)

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

The laboratory animal involved in the study is *Drosophila melanogaster*. Details of the strains used in this study are provided in Supplementary Table 1. L3, 0 hr APF and 2 hr APF of stain btl-RFP-moe were used. L3 of fly btl-Gal4/+; UAS-InR-SPARK/P[B123]-RFP-moe were used. L3 and 1 hr APF of stains mys:GFP and Osi15:GFP were used. 0 hr APF of other stains listed in Supplementary Table 1 were used in the study.

Wild animals

No wild animals were used in the study.

Field-collected samples

No field-collected samples were used in the study.

Ethics oversight

No ethics approval is needed for experiments using *Drosophila*.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

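The trachea of white pupae at 0 h APF was studied in 2 kinds of data. Droplet single-cell RNA-seq gave 1 library of *w1118* animals on a normal diet (ND, 0.15 M sucrose) and 1 library on a high-sugar diet (HSD, 1 M sucrose). Bulk RNA-seq gave 3 libraries of *btl-Gal4/+* and 3 of *btl-Gal4/UAS-mmyRNAi* tracheal progenitors, all on 0.15 M sucrose. Conditions were taken from the labels of the samples. The larval and pupal time course of Fig. 6f and the imaging, reporter, pseudotime, regulon and cell communication data of the paper were not analysed here.

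For the bulk data the authors aligned the reads to dm6 with HISAT2, counted them per gene with featureCounts and compared the genotypes with DESeq2; the versions of these tools are not given in the sources used here. The deposited bulk count table holds whole read counts per gene and library, made by the authors without normalization. The authors' deposited comparison table holds log2 fold changes with their standard errors, and a p-value and an adjusted p-value per gene, beside the authors' mean of normalized counts and their test score, which were not used here. For the single-cell data the authors used cellranger 6.1.2, and the deposited matrices hold whole UMI counts per gene and barcode. The files hold the barcodes that cellranger called, before the limits of the study on genes, UMIs and mitochondrial share. PCR copies are merged in UMI counts and not in the bulk read counts.

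Bulk counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, which left 7632, libraries were scaled by TMM, and a quasi-likelihood test with group as the only term compared the labels mmyRNAi and control. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, as in the paper, with no minimum fold. Library totals ran from 8806560 to 10664801 counts. On data simulated from the control means at the depths of the 6 libraries, with a dispersion of 0.02, 92% of genes with a fold of 2 were called and 50.0% of those with a fold of 1.5. The real libraries labelled mmyRNAi were less alike, with Pearson correlations between pairs from 0.946 to 0.998, against 0.997 between controls. These shares can thus be too high for the real data. A gene with no count in a group got a fold bound against 3 counts over that group. Single genes were also compared with exact two-sided permutation tests, which cannot go below p = 0.1 with 3 libraries against 3. Gene lists with at least 3 tested genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists, and again with an estimated correlation. Replicates share their numbers between genotypes. Deviations from the group mean correlated at −0.0030 to 0.029 between libraries of the same number and at −0.029 to 0.012 between the others, too weakly to show pairs, so replicate was used as a block only as an alternative.

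Single-cell counts were filtered at the limits of the study (more than 300 and fewer than 4000 genes, more than 1000 and fewer than 20000 UMIs, under 10% mitochondrial UMIs). The cells with the highest doublet scores of scrublet (scanpy 1.11.5) were removed at 0.8% per 1000 cells that passed the limits. DoubletFinder, which the paper used, was not used here. Both libraries were merged and processed with Seurat 5.3.0 and sctransform 0.4.2, regressing out the mitochondrial share, with 20 principal components and Louvain clustering at a resolution of 0.8. The resolution and the doublet rate of the paper are not given in the sources used here. A cluster took a branch or cell type name when at least 3 of its markers were 1.5 times higher than in the other clusters and the mean log2 marker score reached 0.5. Clusters with *trh* and at least 3 of 7 pan-tracheal markers above the rest were taken as tracheal. Folds used to rank genes had 10 CPM added to each level. PC-like cells of the ND library were clustered again at a resolution of 0.5. Numbers of genes per cell were also taken after each cell was thinned to 1000 UMIs. With 1 library per diet, no p-value compares diets or cell types. Ratios carry exact 95% intervals for counting error, which on simulated data held the true fold for 92% to 100% of genes. Those counts were drawn from the Poisson law that the intervals assume, so this checks the calculation only. Spread between cells, clusters or animals was not simulated. A list of genes with at least 20 UMIs each was set against 10000 random lists drawn from pools of 200 genes of like level, and its percentile among them is given. The depth of the HSD library is limiting, since 48 PC-like cells hold 442293 UMIs, so a gene with no UMI in them can stand at up to 6.78 CPM.

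The gene lists, the cell type markers, the tests, the rule for named genes and the alternatives named next were set before the data were examined. Named bulk genes are *mmy*, the genes that the paper names, and the 12 largest rises and 12 largest falls among called genes with an average log2 CPM over 3 and no overlap between the labels. Named genes for HSD are those of the paper and the 10 highest and 10 lowest ratios over all tracheal cells among genes with at least 200 UMIs; the rule also asked for the same direction in each tracheal class with at least 50 cells in each library, and 0 classes had so many. Those for the bulk data were DESeq2 1.42.0, RLE size factors, library sizes alone, no filter, a filter of 10 counts in every library, a robust dispersion, the replicate block, a minimum fold of 2, the estimated correlation, fry, and leaving out each library. Those for the single cells were resolutions of 0.4 and 1.2, no doublet removal, a loose limit of 500 UMIs, a strict limit of 2000 UMIs and 5% mitochondrial UMIs, log-normalization with 2000 variable genes, integration of the libraries, clustering of the ND library alone, thinning, centring and means over cells. Leaving out the libraries labelled mmyRNAi 1 and 2, and removing each library's trend with gene length, were added after the data were seen. Calculations outside R used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.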

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

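The tests of explanations in this part were all chosen after the results they test had been seen. They concern 3 signals that the paper does not discuss: *w* in 1 bulk library, genes without a count in the bulk controls, and a group of cells in the HSD library.

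*w*, which encodes an eye pigment transporter and is a usual marker of transgenes, stood in the library labelled mmyRNAi 3 at 15.5 times the control mean, and in those labelled mmyRNAi 1 and 2 at 1.14 and 1.04 times, and *mmy* was low (12.6% of the control mean) in the library labelled mmyRNAi 3 alone. A swap of labels between the groups is argued against by the controls, the lowest of which held *mmy* at 97.6% of their mean. That the authors' comparison took the libraries labelled mmyRNAi 1 and 2 as its reference is in line with a Pearson correlation across genes of 0.965 between the log2 fold changes of the authors' deposited table and the log2 ratio of the library labelled mmyRNAi 3 over the one labelled mmyRNAi 1, against 0.147 with the comparison by labels. A knockdown of unequal strength cannot be told apart from an absence of the transgene in the libraries labelled mmyRNAi 1 and 2, since *w* was at 1.14 times the control mean in the first and the sources used here do not say whether this line of the VDRC is marked with *w*. The paper's reporter (Su(H)-NRE-GFP) and its Fig. 6g–i run lower in mmyRNAi flies, which does not settle the labels, and the paper names no separate measure of *mmy* in these libraries.

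In the bulk data, 96 genes past the test had no count in any control library, among them *drm*, *NetB*, *Tsp*, *unc-104* and *Tom*, and each was at least 10-fold higher in the libraries labelled mmyRNAi against a floor of 3 counts over the control group. In the other direction, 30 genes had no count in any library labelled mmyRNAi, each at least 10-fold lower by the same kind of bound. The low *mmy* of the library labelled mmyRNAi 3 is argued against as the whole cause of the 3914 calls, because 5925 genes passed without it, when *mmy* stood at 81.0% and 82.9% of the control mean in the libraries left; what this slight drop does stays open. A trend with gene length is argued against as the whole cause, since 3070 genes passed with it removed, though only 2293 of the 3914 calls were among them and 443 of the 3914 had the opposite sign. With 10 splits of the 6 libraries into 3 and 3, of which 1 is the real grouping, the splits are too few for a share under 0.05; the real value was 3914 and the highest other was 0. A difference of library batch or genetic background between the labels stays open, as the design confounds both with genotype; it was not tested.

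In the HSD library 234 cells were disc myoblast-like, against 2 in the ND library, and both these and the wing disc epithelium-like cells are rich in RNA of the E(spl) complex, whose level in HSD tracheal cells was above that in ND. Free RNA of other cells is argued against as the whole cause over tracheal cells pooled, as fat body-like cells of the HSD library held 15.0% of the tracheal level. In PC-like cells alone it cannot be told apart from expression for the summed genes, of which fat body-like cells held 57.5% of the PC-like level, or for *E(spl)mβ-HLH* (109%), and is argued against as the whole cause for the genes other than *E(spl)mβ-HLH* (14.5%). Damaged cells with a high mitochondrial share are argued against as the whole cause, since the HSD to ND ratio among tracheal cells under 5% mitochondrial UMIs was 4.36 (3.92 to 4.83), from 16 HSD cells, and with cells under 2000 UMIs also left out and the rest clustered anew the log2 ratio was 1.04 (0.85 to 1.22). A response to the diet stays open, and so does any difference of dissection or preparation between the 2 libraries, since each diet is 1 library. Doublets of tracheal with disc cells were not tested as a source.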

How the results depend on the processing

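Leaving out both libraries labelled mmyRNAi 1 and 2, with the lone library left assumed to vary like the controls, and removing each library's trend with gene length were chosen after the results were seen; the other alternatives were planned. In the bulk data 685 values kept their direction and their side of the threshold, or their size, 28 lost their call, 12 gained 1, 18 changed sign and 10 counts moved by more than 1.5 times; under the alternatives planned at the start these were 606, 24, 3, 10 and 8. Of the single-cell values, which have no test, 188 stayed within the interval of the main analysis and 150 moved, and 3 of those whose main interval excludes 0 changed sign. Sign changes were not counted where that interval holds 0; there 31 of 96 log2 ratios took the opposite sign, over 8 of 9 results. A cause was not tested unless one is given.

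For the 3914 genes past the test, a minimum fold of 2 left 1164 by construction, the replicate block 3455, and leaving out 1 library at a time 2870 to 5925, with 5925 without the library labelled mmyRNAi 3, which differs most from the other libraries of its label. Without those labelled mmyRNAi 1 and 2, 5942 passed. Of the main calls, 3402 to 3894 were also called with DESeq2, RLE factors, library sizes alone, no filter, the stricter filter, a robust dispersion or the block, each in the same direction. DESeq2 and no filter test more genes of low count, and the median log2 fold change over all genes was 0.17 in both.

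*E(spl)mβ-HLH* was higher throughout, at 0.40 to 0.60 when 1 library was left out, and lost its call without control 2 (0.47). *E(spl)m2-BFM* was lower throughout, at −0.60 to −0.27, and passed without the library labelled mmyRNAi 3 (−0.27) and without those labelled mmyRNAi 1 and 2 (−0.91). *E(spl)m7-HLH* and *E(spl)m3-HLH* kept their calls under every alternative. With the length trend removed the sign changed for *N* (−0.55), *Ser* (−0.34), *peb* (−0.33), *sxc* (−0.25) and *salm* (−0.20), and for the medians of the Notch components (−0.19) and the tracheal regulators (−0.22). *Dl*, near 0, was at 0.00012 with DESeq2 and at −0.076 to 0.11 over the omissions, *fng* at −0.059 with the block and −0.48 to 0.28, *N* at −0.029 to 0.64 and *ct* at −0.67 to 0.27. The ends of these ranges come from leaving out the library labelled mmyRNAi 3 or the 1 labelled mmyRNAi 1, and without the former *fng*, *ct* and *Dl* passed. Without those labelled mmyRNAi 1 and 2 *ct* was at 0.79. *peb*, *kni*, *Tom*, *CG17278*, *ImpE2* and *Nna1* lost their calls without any 1 control (adjusted p 0.061 to 0.12 from edgeR), and *NetB* without control 3. Without the length trend, *bs*, *E(spl)mα-BFM*, the *N*-glycosylation list and the ribosomal protein list lost theirs. *mmy* itself passed without the library labelled mmyRNAi 3 (−0.23).

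Gene lists past the test were 4 in the main analysis, 7 with DESeq2, 8 with the stricter filter, 1 to 6 over the omissions of 1 library (1, the ribosomal proteins, without control 1), 17 with fry in 1 direction, 28 with fry in both directions and 0 with an estimated correlation. Since fry tests a list against no change and camera tests it against the other genes, their counts are not comparable.

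In the single cells, the log2 ratio of *bs* in PC-like cells over the other tracheal clusters was 4.36. It was 3.18 at a resolution of 1.2, 3.89 without doublet removal, 4.18 at the 500-UMI limit, 4.64 after log-normalization, 4.17 after integration, 4.15 with ND clustered alone and 3.97 as a mean over cells. At the 500-UMI limit *E(spl)m3-HLH* (−0.78, −3.83 to 1.07) and *E(spl)m7-HLH* (−0.0034, −1.63 to 1.22) changed sign in DB-like cells, with intervals that hold 0. In PC-like cells of HSD over ND, *mmy* was at 0.83 after thinning, which left 4 UMIs in HSD. *fng* was at −0.64 under the strict limits and 0.071 after log-normalization, *kud* at 0.48 and 0.46 under the loose and strict limits, and *Pgant35A* at −1.89 under the strict limits, which kept 22 HSD PC-like cells. The ratio of all E(spl) genes in tracheal cells stayed positive, at 1.04 under the strict limits, 2.07 with ND clustered alone, 2.14 after log-normalization, 2.19 after thinning, 2.24 at the 500-UMI limit, 2.42 after integration, 2.58 after centring and 2.59 without doublet removal. Genes per PC-like over DT-like cell in ND were 1.41 at a resolution of 1.2, 1.19 at the 500-UMI limit and 0.93 after log-normalization. Among the other clusterings an SB-like cluster was named only at a resolution of 1.2, and no HSD cell was DT-like after log-normalization or integration, so these give no value. Depth limits PC-like cells of HSD most, at 442293 UMIs.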

Differences from the paper's values

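The alternatives named in this part were set before the data were examined, except for the removal of the gene length trend and the omission of both libraries labelled mmyRNAi 1 and 2, which were chosen after the values were seen. The paper does not state its clustering resolution or the share of cells it removed as doublets in the sources used here.

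The paper reports 12 clusters, and 28 were found here at a resolution of 0.8. Every alternative also gave more: 21 and 32 at resolutions of 0.4 and 1.2, 27 without doublet removal, 30 at the loose limit and 24 at the strict one, 29 after log-normalization, 24 after integration and 24 in the ND library alone. Within the PCs the paper reports 4 subclusters against 7 here; a resolution of 0.3 gave 5, within 1.5 times the paper's number, and a resolution of 0.8 gave 8. The copy of the Fig. 6r source data used here holds the first 1999 of the paper's 2008 cells, of which 1599 are ND and 400 HSD cells as listed, against 1410 ND and 48 HSD PC-like cells here. The ND number was within 1.5 times the paper's except at a resolution of 1.2, with 839. For HSD all alternatives gave fewer than the paper's 400, from 22 under the strict limits to 171 at the loose limit of 500 UMIs, with 114 after log-normalization and 102 when HSD cells were projected on ND clusters.

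The values of Fig. 6r fit the natural log of 1 plus a corrected count, so their means were taken back to counts before a log2 ratio of HSD over ND was formed. The paper's test took cells as replicates, while each diet is 1 library here and no test was made. For *mmy* the paper's ratio is 0.30 and the ratio here −0.61. The strict limits (0.12) and thinning to 1000 UMIs (0.83) gave the paper's sign. The ratio stayed negative at resolutions of 0.4 (−0.61) and 1.2 (−0.52), without doublet removal (−0.75), at the loose limit (−0.021), after log-normalization (−0.63) and integration (−0.33), with ND clustered alone (−0.47), as a mean over cells (−0.54) and after centring (−0.51). For *Pgant35A* the paper's ratio is 0.51 and the ratio here −0.052. A resolution of 1.2 (0.15), no doublet removal (0.046), the loose limit (0.39, 0.17 to 0.61), integration (0.13) and centring (0.045) gave the paper's sign. A resolution of 0.4 (−0.046), the strict limits (−1.89), log-normalization (−0.77), ND alone (−0.80) and means over cells (−0.24) did not. For *fng* the paper's ratio is 0.63 against 0.80 here; the strict limits (−0.64) gave the opposite sign, the mean over cells, which has no interval, was 0.41, and for the others the paper's ratio lay within the counting error. For *kud* both are 0.13; the loose (0.48) and strict (0.46) limits lay above it, and the mean over cells was 0.080.

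For the bulk genes of Fig. 6g–i, the legend names *E(spl)mβ-HLH* for both g and i; i was read as *E(spl)m7-HLH* from the text, and the assay is not stated in the sources used here. The authors' deposited table follows the library labelled mmyRNAi 3 over the one labelled mmyRNAi 1 (Pearson correlation across genes 0.965) and not the labels (0.147). These values argue against the groups as labelled as the source of that table. For *E(spl)mβ-HLH*, *E(spl)m2-BFM* and *E(spl)m7-HLH* the paper's log2 ratios are −0.43, −0.49 and −0.35, close to that table's −0.41, −0.47 and −0.33. Fig. 6g–i thus most likely rests on the same comparison, and the groups compared here are then unlike those of the paper. The paper's log2 ratio for *E(spl)mβ-HLH* is −0.43 with an SD of 0.17, and the value here is 0.50. No alternative gave the paper's sign, and all lay between 0.27 and 0.73, but within the label the library labelled mmyRNAi 3 held less (44.4 CPM) than those labelled mmyRNAi 1 and 2 (52.8 and 59.5 CPM), which is the paper's sign. For *E(spl)m7-HLH* the paper's ratio is −0.35 with an SD of 0.17, against −0.61 here. All alternatives planned at the start lay further from it than that error, and removal of the length trend (−0.37), chosen after the values were seen, fell within it, and under it 2 of the paper's 3 genes were not called in the paper's direction, *E(spl)m2-BFM* (−0.22) and *E(spl)mβ-HLH* (0.73). For *E(spl)m2-BFM* the paper's ratio is −0.49 against −0.46 here. The authors' deposited table gives −0.41 (adjusted p = 6.0e-06), −0.47 (0.0052) and −0.33 (0.0085) for *E(spl)mβ-HLH*, *E(spl)m2-BFM* and *E(spl)m7-HLH*, and −2.68 for *mmy*. Of the 7567 genes in the authors' deposited table and tested here, 2159 were called in both, 1263 in the same direction and 896 in the opposite one, with the same limit on the groups.

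Some rankings and directions differ as well. The paper gives *kni* as a DB marker, and it was highest in PC-like cells (302 CPM against 230 in DB-like cells), with *knrl* likewise (262 against 210). It gives *exp* for the DB, and tracheal cluster 11 held more (992 against 742 CPM). It gives *salm* for the DT, and SB-like cells, which of the other clusterings only a resolution of 1.2 named, held more (249 against 119 CPM), while *salr* was highest in DT-like cells. *Dl* is given for the DT and was highest in tracheal cluster 14 (1561 against 767 CPM), while *Ser* was highest in DT-like cells. The paper finds little *serp* in the DT, and DT-like cells held it at 1641 CPM against 2163 CPM in DB-like cells. *Tom*, given for DT cells, was at background there (8.27 CPM), as was *Tom* in SB-like cells (16.7 CPM against 11.9 in muscle-like cells). *E(spl)m3-HLH* was as high in tracheal cluster 11 (105 CPM) as in DB-like cells (102 CPM), whereas *E(spl)m7-HLH* was highest in DB-like cells. The paper gives FGF receptor activity to the PCs, and *btl* was level in PC-like and DB-like cells (94.7 and 97.5 CPM), while *stumps* was highest in PC-like cells. The paper reports an overall rise of the ligands of Fig. 8k in HSD, and 5 of 12 were higher over tracheal cells, while 5 of 8 were higher in PC-like cells. The paper ties major PC subclusters to muscle function, and *Mhc* reached at most 0.482 CPM in any, while *mys* was found in 56.2% of PC-like cells and *Zasp52* set 1 apart (343 against 114 CPM).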

Other observations

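The members of gene lists named in the first paragraph were chosen after their values were seen, as were the tests with the gene length trend removed; the lists and their tests were planned. Of genes in the list of chitin and apical matrix, which did not pass and had 7 rises and 6 falls with the length trend removed (adjusted p = 0.52), *kkv*, which encodes chitin synthase, rose from 535 to 1932 CPM (log2 fold change 1.85, adjusted p = 1.7e-05 from edgeR), and *Cht10*, which encodes a chitinase, rose by 1.15 (adjusted p = 1.7e-05), while *obst-B*, which encodes a chitin-binding protein, fell by 0.72 (adjusted p = 0.0052). *cora*, of the septate junctions, rose from 114 to 278 CPM. The tracheal genes *btl* (1.14, adjusted p = 0.00021) and *stumps* (479 to 1282 CPM) rose too, as did *hid*, which promotes apoptosis (13.4 to 38.8 CPM), and the fat body genes *Fbp1* (885 to 4134 CPM) and *apolpp* (17.5 to 134 CPM). *Thor*, which FOXO activates, fell from 17.6 to 5.60 CPM, and *Hsp83*, which encodes a chaperone, fell by 0.64 (adjusted p = 0.00032). *kkv*, *Cht10*, *cora*, *stumps* and *apolpp* lie in the longest of 5 length bins, whose median log2 fold change was 0.69.

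By list, 62 of 84 genes of ribosomal proteins fell and 0 rose (67 and 0 when adjusted over the list alone), and camera called the set lower (adjusted p = 3.6e-10, but 0.72 with an estimated correlation). These genes are short, with a median of 909.5 nt. With the length trend removed 14 fell and 3 rose, and camera no longer called the set (adjusted p = 0.30). Of 18 tracheal regulators 10 rose and 1 fell, a set called higher (adjusted p = 0.038; adjusted p = 0.72 with an estimated correlation). No other list outside those of Notch components and *N*-glycosylation passed (adjusted p from 0.070 to 0.97 from camera). Among these, rises and falls numbered 11 and 4 of 19 for chitin and apical matrix, 9 and 2 of 14 for septate junctions, 8 and 1 of 14 for the ecdysone response, 9 and 1 of 23 for the cell cycle, 4 and 0 of 7 for apoptosis, 0 and 4 of 7 for heat shock, 3 and 0 of 4 for antimicrobial peptides, 6 and 0 of 15 for the mitochondrial genome, 8 and 2 of 16 for sugar and lipid metabolism and 5 and 9 of 19 for the secretory pathway. For signaling they were 5 and 2 of 14 for insulin and FOXO, 5 and 4 of 18 for Hippo, 6 and 2 of 15 for Dpp and 3 and 0 of 8 for JNK. UDP-GlcNAc synthesis had 0 and 1 of 7, mucin-type *O*-glycosylation 4 and 2 of 9, the unfolded protein response 6 and 4 of 19, Osiris genes 1 and 1 of 4, cuticle genes 3 and 3 of 13, and the ligands of Fig. 8k 2 and 2 of 12. Markers of other cell types rose in 3 of 7 for fat body, 4 of 7 for muscle, 2 of 4 for the prothoracic gland (1 fell) and 0 of 4 each for hemocytes and neurons. With the length trend removed, the apoptosis (adjusted p = 0.032), antimicrobial peptide (0.0066) and mitochondrial genome (0.0023) lists passed, though not with an estimated correlation (adjusted p = 0.86 for each), and the tracheal regulators had 4 rises and 7 falls. Falls then also outnumbered rises for the ecdysone response (2 rises and 6 falls), sugar and lipid metabolism (3 and 5), insulin and FOXO (2 and 5) and Hippo (2 and 8). The same held for Dpp (4 and 5), the unfolded protein response (2 and 5) and mucin-type *O*-glycosylation (2 and 4). Rises still led for the cell cycle (6 and 1) and septate junctions (5 and 0), among others.

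In the HSD library, insulin and FOXO genes stood higher in PC-like cells, where 12 of 14 were above their ND level and the median log2 ratio of 0.60 was at percentile 99.98 of random lists. *ImpL2* was 4.85 times higher (3.38 to 6.81). Lists of the ecdysone response (0.58, percentile 99.7), apoptosis (0.63, percentile 98.6) and Hippo signaling (0.33, percentile 98.4) also lay high, whereas Osiris genes lay low (−0.74, percentile 0.48). Genes of the mitochondrial genome were higher in 16 of 16 cases, with a median of 1.98 (percentile 100). Their share separates the 2 libraries as wholes. Tracheal regulators (0.21), the ribosomal proteins (0.19), sugar and lipid metabolism (0.22), chitin and apical matrix (0.16), the cell cycle (0.05), heat shock (0.06) and Dpp signaling (0.03) had percentiles from 63.9 to 95.8. Septate junctions (−0.07), the unfolded protein response (−0.08), JNK (−0.09), cuticle genes (−0.28) and the secretory pathway (−0.31) had percentiles from 21.5 to 64.9. Over all tracheal cells, markers of disc myoblasts had a median of 0.65 (percentile 99.83) and those of the wing disc epithelium 0.66 (percentile 100).

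Single genes over all tracheal cells with the highest HSD to ND ratios were *E(spl)mβ-HLH* (6.94), *Culd* (8.42), *E(spl)m3-HLH* (6.43), *RpS14a* (4.53), *CG34296* (5.82), which stood at 68415 CPM in fat body-like cells of the HSD library, and the mitochondrial *mt:lrRNA* (6.50), *mt:Cyt-b* (5.22), *mt:CoII* (4.70), *mt:ND4* (4.66) and *mt:ATPase6* (4.40). The lowest were *Antp* (0.025), *ple* (0.036), *CG34232* (0.037), *Nep2* (0.043), *CG9312* (0.052), *ImpL1* (0.061), *CG16798* (0.114), *CG30154* (0.124) and *Spn100A* (0.125), and *Cpr47Eb*, with 3766 UMIs in ND, had none in HSD. *Antp*, *CG9312*, *CG16798* and *Cpr47Eb* lead the SB-like cells, of which the HSD library holds 1. *Nep2* is a leading gene of tracheal cluster 14 (8165 CPM over both diets), with 249 ND cells and 1 HSD cell. *ple*, *CG34232* and *ImpL1* are leading genes of clusters 24, 2 and 6, which were not taken as tracheal and held 0, 0 and 1 HSD cells. These low ratios can thus come from the mix of cells in each library.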
